# TET2-mediated epigenetic reprogramming of breast cancer cells impairs lysosome biogenesis

**DOI:** 10.26508/lsa.202101283

**Published:** 2022-03-29

**Authors:** Audrey Laurent, Thierry Madigou, Maud Bizot, Marion Turpin, Gaëlle Palierne, Elise Mahé, Sarah Guimard, Raphaël Métivier, Stéphane Avner, Christine Le Péron, Gilles Salbert

## Abstract

Methylation and demethylation of cytosines in DNA are believed to act as keystones of cell-specific gene expression by controlling the chromatin structure and accessibility to transcription factors. Cancer cells have their own transcriptional programs, and we sought to alter such a cancer-specific program by enforcing expression of the catalytic domain (CD) of the methylcytosine dioxygenase TET2 in breast cancer cells. The TET2 CD decreased the tumorigenic potential of cancer cells through both activation and repression of a repertoire of genes that, interestingly, differed in part from the one observed upon treatment with the hypomethylating agent decitabine. In addition to promoting the establishment of an antiviral state, TET2 activated 5mC turnover at thousands of MYC-binding motifs and down-regulated a panel of known MYC-repressed genes involved in lysosome biogenesis and function. Thus, an extensive cross-talk between TET2 and the oncogenic transcription factor MYC establishes a lysosomal storage disease–like state that contributes to an exacerbated sensitivity to autophagy inducers.

## Abstract (precis)

TET2-mediated oxidation of 5-methylcytosine establishes an antiviral state and contributes to MYC-dependent down-regulation of genes involved in lysosome biogenesis and function in breast cancer cells.

## Introduction

Cell-specific gene expression programs are sustained by epigenetic landscapes that are established by enzymes targeting histones and DNA. Accordingly, genome-wide epigenomic rewiring is associated with acquisition of new cellular identities during development (1). Cancer cells, although maintaining a cell-of-origin epigenomic imprint, acquire specific epigenomic features, some of which are common among different cancer types (2, 3, 4). One such cancer-associated epigenetic feature is the so-called CpG island methylator phenotype (CIMP) in which hypermethylation of a substantial number of CpG islands (CGIs) that surround transcription start sites (TSSs) is found to be associated with low gene expression of the corresponding genes (3, 5). In agreement with the idea that CGI methylation can occur at similar positions in various cancers, CGIs from the clustered proto-cadherin (PCDH) tumor suppressor locus are frequently found methylated in breast, Wilms’, cervical, colorectal, gastric, and biliary tract cancers (6, 7, 8, 9). Although the existence of a breast cancer CIMP (B-CIMP) has been debated, a phenotype comparable with colon cancer and the glioma CIMP has been evidenced and suggested to be prevalent in the estrogen receptor α (ERα)– and progesterone receptor (PR)–positive luminal subtypes of breast tumors (10). Such an association of B-CIMP with the ERα and PR status was later confirmed, but no correlation with tumor size, lymph node invasion, and metastasis could be evidenced (11). Although it is not precisely known what triggers the CIMP, a decrease in the activity of ten eleven translocation (TET) enzymes has been documented in various cancers (12) and linked to the occurrence of the CIMP in leukemia (13) and colorectal cancer (14). TETs are 2-oxoglutarate/Fe^2+^-dependent dioxygenases that iteratively oxidize 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC), with 5fC and 5caC being replaced by unmodified cytosines through the successive action of the DNA glycosylase TDG and the base excision repair machinery (15). Consistent with a role in maintaining a hypomethylated state in CpG-rich regions, the TET1 knockout in mouse embryonic stem cells (mESCs) leads to CGI hypermethylation, suggesting that the CIMP could indeed be caused by reduced TET activity in cancer cells (16). However, TET1 engagement at promoters can also repress gene expression by favoring the recruitment of PRC2, a complex mediating H3K27 methylation (16). This dual action of TET enzymes towards gene regulation suggests that enforcing TET activity in cancer cells could provide additional benefits compared with epigenetic drugs commonly used to inhibit DNA methylation such as 5-azacytidine and 5-aza-deoxycytidine (decitabine). Here, we genetically engineered MCF-7 cells, a model of low-metastatic luminal breast cancer cells that express both ERα and PR transcription factors and whose growth is partly dependent on estrogen supply (17), to artificially modify their epigenome. Enforcing TET2 activity reduced the tumorigenic potential of MCF-7 breast cancer cells and triggered an antiviral state and a lysosomal storage disease–like phenotype that predisposed cells to death.

## Results

### Active TET2 CD alters the tumorigenic potential of MCF-7 cells

Examination of TET gene expression in breast cancer patients revealed that although TET3 mRNA levels were higher in tumors and positively correlated with tumor progression, both TET1 and TET2 expression were diminished in tumor cells, and TET2 expression decreased with tumor progression more significantly than TET1 (Figs 1A and B and S1A). We thus chose to ectopically express TET2 in breast cancer cells and transfected MCF-7 cells with an expression vector for the Flag-tagged active murine TET2 CD and as controls, with a catalytically dead mutant (H1304Y and D1306A) TET2 mCD (18) or an empty vector (EV). Clones were isolated in the presence of Geneticin and analyzed for expression of Flag-TET2 (Fig 1C) as well as for their enrichment in 5hmC (Fig 1D). Consistent with a role of TET2 in 5mC oxidation, increased 5hmC levels were observed in TET2 CD cells but not in TET2 mCD cells. Although TETs have been suggested to regulate the cell cycle (19), no significant changes in the distribution of the cells in the different cell cycle phases were noticed by flow cytometry analysis (Fig 1E). In addition, S-phase entry was still enhanced by estradiol in TET2 CD and mCD cells, as assessed by EdU labeling (Fig 1F). Conversely, TET2 CD cells were less prone to grow as colonies in an anchorage-independent growth assay (Fig 1G) and to migrate in a wound healing assay (Fig 1H and I). Collectively, these data show that enforcing active TET2 CD expression mitigates the tumorigenicity of MCF-7 cells and are consistent with previous work showing that both TET1 and TET2 reduce tumor growth in xenograft mice (20, 21).

**Figure 1.**
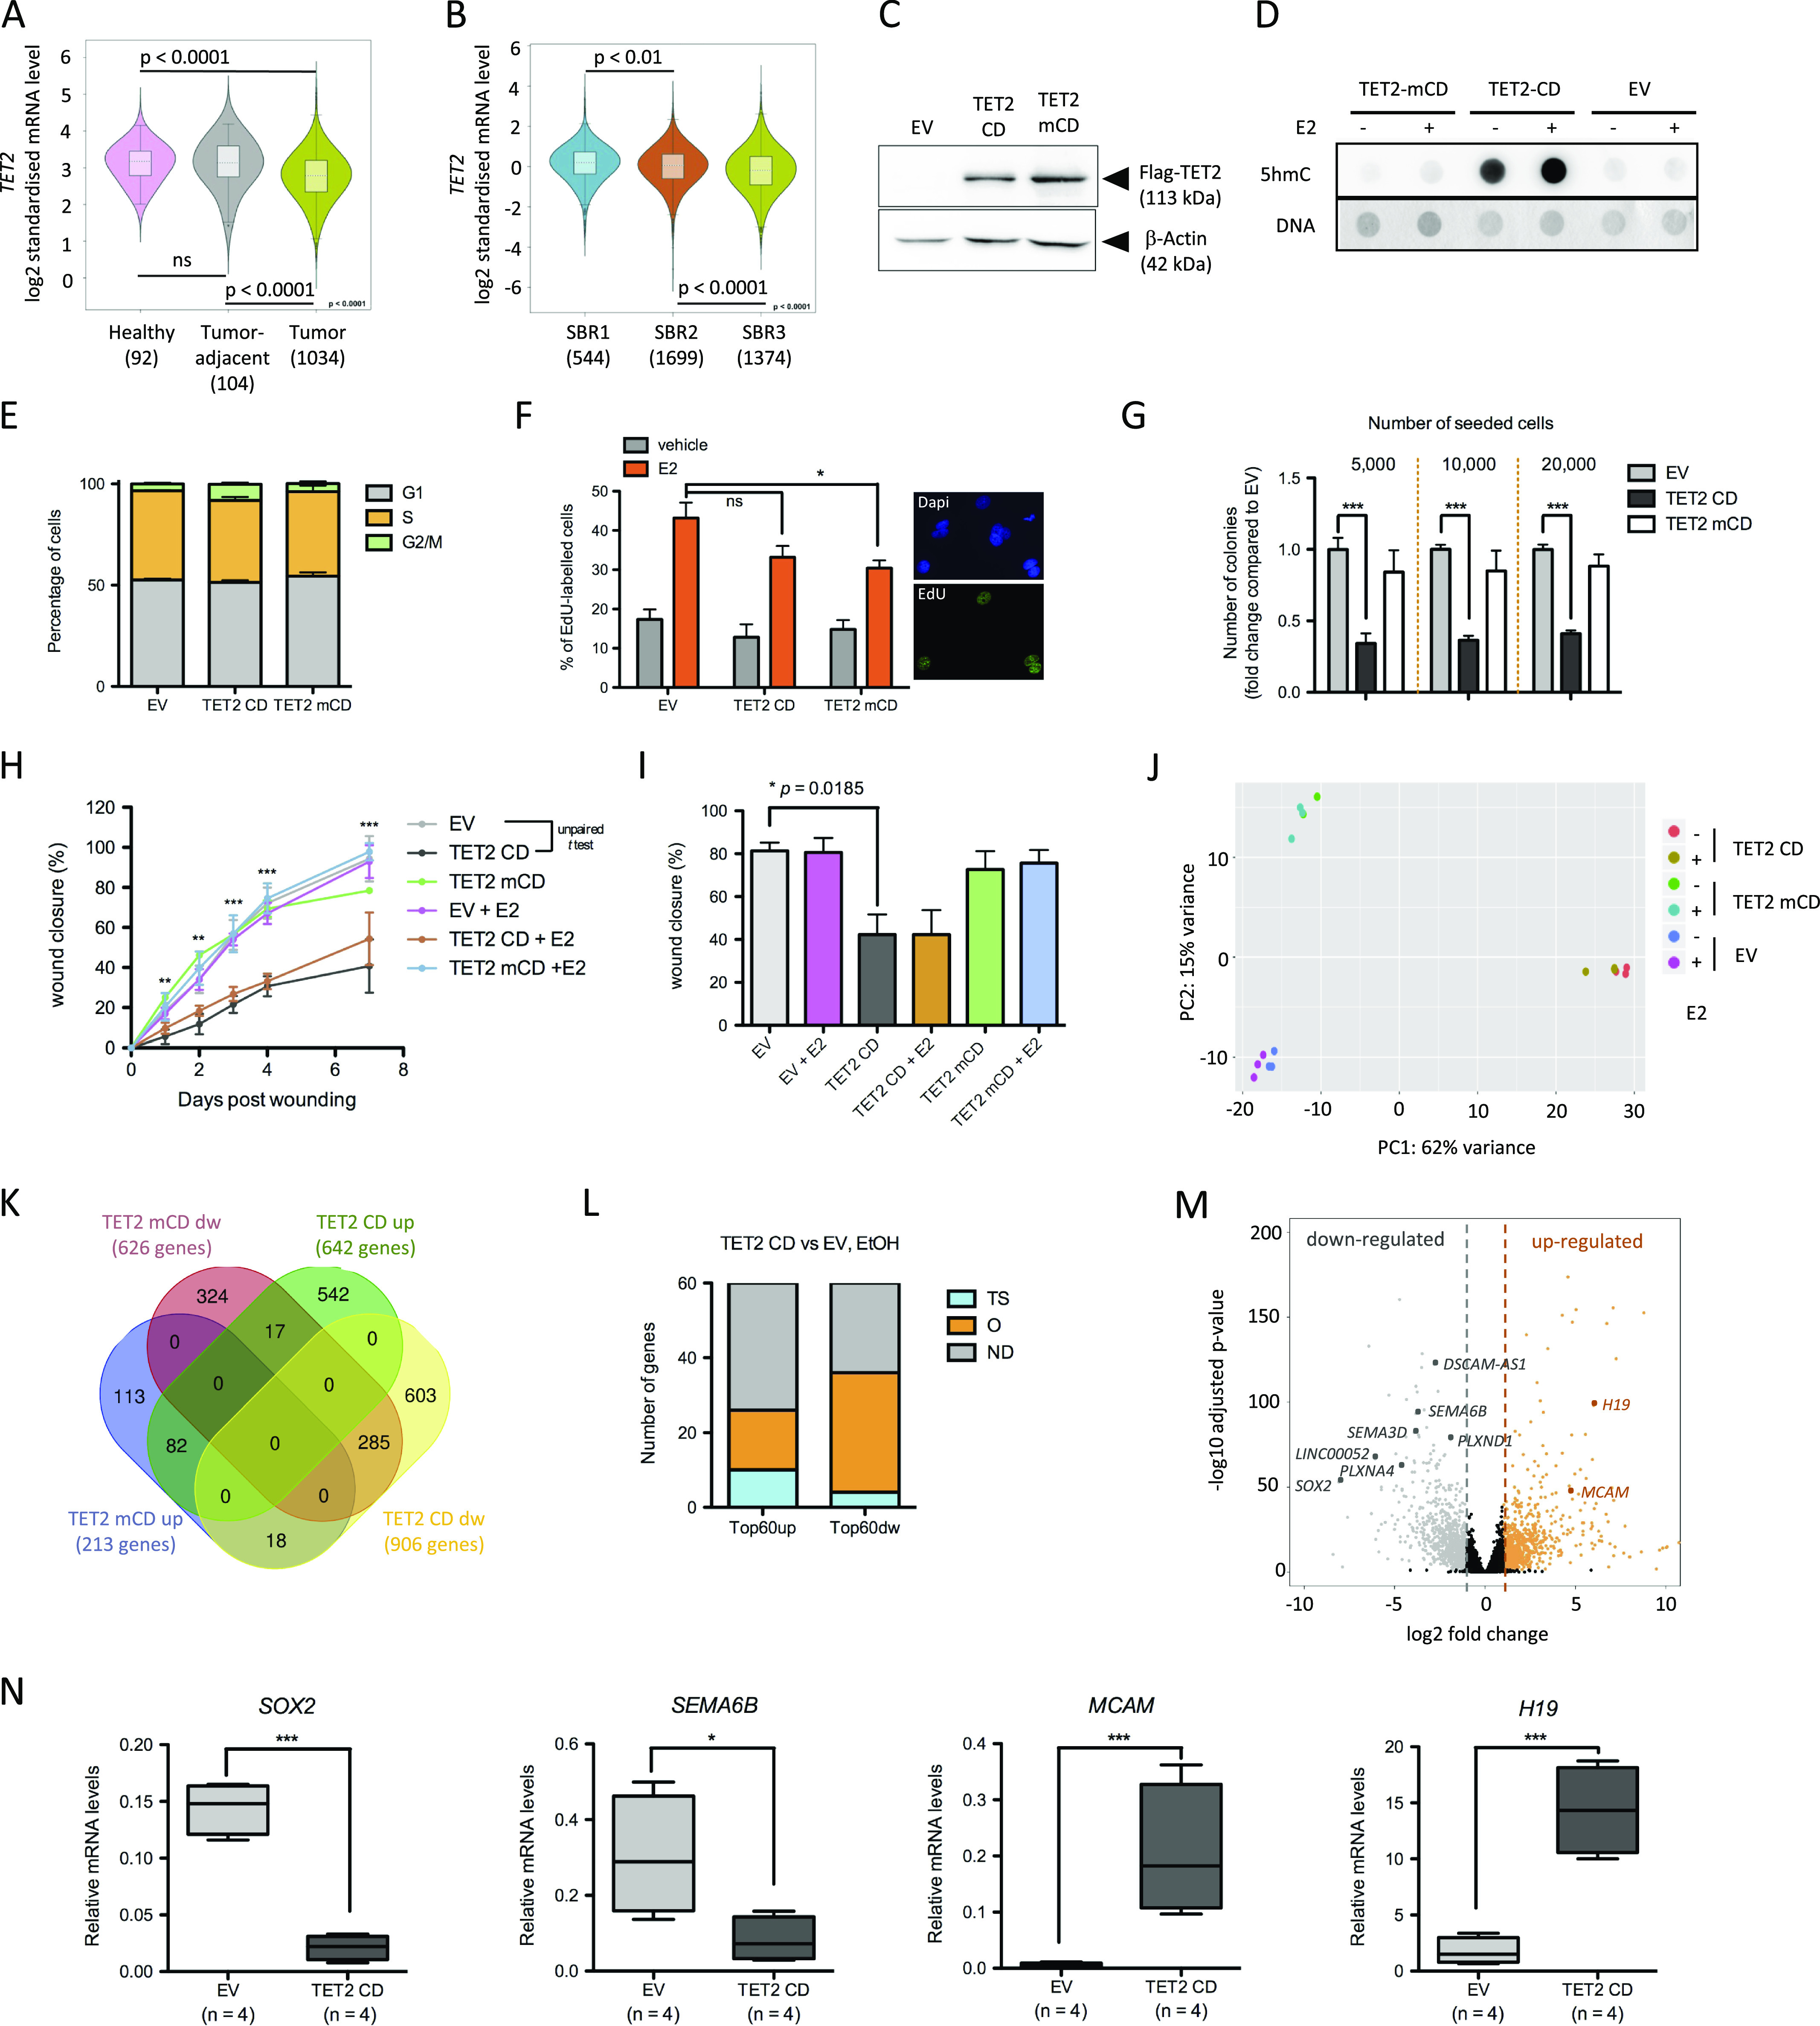
TET2 CD expression reduces the tumorigenic potential of MCF-7 cells. **(A)** TET2 expression in healthy tissue, tumor adjacent, and tumors of BRCA patients. **(B)** TET2 expression in BRCA tumors according to their Scarff Bloom and Richardson (SBR) grade status. In (A) and (B), plots were generated with Breast Cancer Gene-Expression Miner v4.5. **(C)** Western blot detection of Flag-TET2 CD and TET2 mCD in MCF-7 clones. **(D)** Dot blot analysis of 5hmC levels in 500 ng of genomic DNA from empty vector (EV), TET2 CD, and TET2 mCD cells treated or not with estradiol (E2). DNA was stained with methylene blue. **(E)** Flow cytometry of propidium iodide–labeled EV, TET2 CD, and TET2 mCD cells. Bar graphs show the distribution of cells in G1, S, and G2/M phases of the cell cycle (n = 5). **(F)** Bar graph representation of EdU labeling of S-phase cells in the presence or absence of E2 (n = 3). Images show DAPI staining and EdU labeling of a representative microscopic field of EV cells treated with E2. **(G)** Anchorage-independent clonogenic assay of MCF-7–derived clones grown in soft agar for 4 wk. Bar graphs indicate the number of colonies (mean ± SEM, n = 6) for three initial seeding densities. **(H, I)** Wound healing assay showing delayed migration of TET2 CD cells. **(H, I)** Wound closure was quantified at different time points after wounding, and data are shown as mean ± SEM (n = 6) for all time points from a single experiment (H) or as mean ± SEM (n = 3) for day 4 samples from three independent experiments (I). **(J)** Principal component analysis of RNA-seq samples based on the 500 most expressed genes in each sample. **(K)** Venn diagram showing the overlap between the lists of up- or down (dw)-regulated genes in TET2 CD and TET2 mCD cells compared with EV cells in the absence of E2 (FC ≥ 2). **(L)** Literature-based annotation of the top 60 up- and down-regulated genes without E2 in TET2 CD cells compared with EV cells (TS: tumor suppressor, O: oncogene, ND: not determined). **(M)** Volcano plot visualization (*P*-values versus Log_2_FC) of differentially expressed genes (DEGs) between TET2 CD and EV cells. Genes described in text have been highlighted. Dashed vertical lines indicate −1 and +1 log_2_ fold changes. **(N)** Box plot representation of RT-qPCR measurements of *SOX2*, *SEMA6B*, *MCAM*, and *H19* RNAs in four independent EV and TET2 CD clones (mean ± SEM, n = 4).

**Figure S1.**
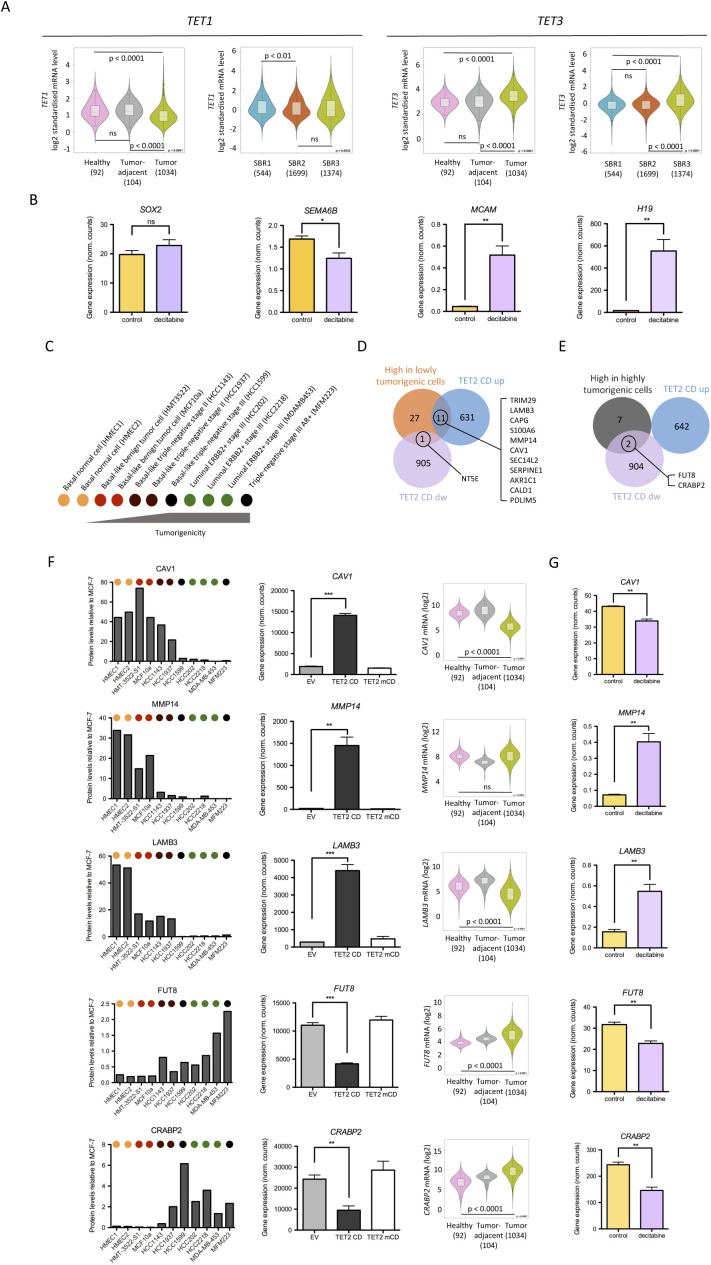
Ectopic expression of TET2 CD in MCF-7 cells correlates with lower tumorigenicity. **(A)** TET1 and TET3 expression in healthy tissue, tumor adjacent, and tumors of BRCA patients, as well as in BRCA tumors, according to their Scarff Bloom and Richardson (SBR) grade status. Violin plots were generated with Breast Cancer Gene-Expression Miner v4.5. **(B)** *SOX2*, *SEMA6B*, *MCAM*, and *H19* mRNA levels in control and decitabine-treated MCF-7 cells (mean ± SEM, n = 3, GSE74036). **(C)** Diagram depicting the cell lines used by Geiger et al (34) to analyze the proteome of breast cancer cells and ranked according to their tumorigenicity. **(D, E)** Venn diagram showing the overlap between TET2 CD versus empty vector differentially expressed genes and proteins enriched in cell lines of low (D) or high (E) tumorigenicity. **(F)** Bar graph representation of selected protein levels (relative to their levels in MCF-7 cells); their corresponding mRNA levels in empty vector, TET2 CD, and TET2 mCD cells (normalized RNA-seq read counts, mean ± SEM, n = 3); and violin plots of the levels of expression of their corresponding genes in healthy tissue, tumor adjacent, and tumors of BRCA patients (protein levels in BRCA cell lines were recovered from Geiger et al (34)). **(G)** Bar graph representation of selected mRNA levels upon decitabine treatment of MCF-7 cells (mean ± SEM, n = 3, GSE74036).

To explore further the impact of TET2 CD and mCD expression in the MCF-7 clones, their transcriptome was established through Illumina sequencing of poly-dT-captured mRNAs. 

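RNA was sequenced from MCF-7 cells, a human breast cancer line that expresses the estrogen receptor, in 3 stable clones. They carried an empty vector (EV), the Flag-tagged catalytic domain of murine TET2 (TET2 CD) or its catalytically inactive mutant (TET2 mCD). Each clone was treated for 4 h with 10 nM estradiol or with its vehicle, 0.1% ethanol, in 3 replicates, which makes 18 libraries of stranded poly(A) RNA read as single reads of 75 bases. The authors mapped the reads to hg19 with Bowtie and estimated expected counts per gene with RSEM. The deposited table holds these counts for 57820 genes, with no scaling between libraries. The total count per library in ethanol was 43487218 to 54767431 (median 49916976) in EV cells, 47774139 to 55396039 (median 49416860) in TET2 CD cells and 32696941 to 45584257 (median 41381424) in TET2 mCD cells. With estradiol it was 41044614 to 51051399 (median 43576460), 31399608 to 42430435 (median 42401300) and 40824111 to 47874353 (median 43958483), respectively. From there, the counts were rounded, genes with too few counts were removed with edgeR's filterByExpr and libraries were scaled by TMM. Pairs of groups were compared with edgeR's quasi-likelihood test, with p adjusted by Benjamini-Hochberg over the genes left, 18216 for TET2 CD against EV cells in ethanol. Genes are called at an adjusted p of at most 0.05 and a fold change of at least 2, the thresholds the paper states. Members of gene lists are counted as higher or lower at an adjusted p of at most 0.05 at any fold. Normalized counts are TMM-scaled counts at the mean effective library size of 44821795, given as mean ± SD of 3 replicates, in ethanol unless estradiol is named, and SE is the standard error of a log2 fold change. Whether the replicates of a clone were separate cultures is not stated in the paper's text, so the p-values measure the spread between these libraries. The human TET2 gene (ENSG00000168769.8), which may share reads with the murine construct, had 2496 ± 668 normalized counts in EV cells, 3842 ± 1048 in TET2 CD cells and 2259 ± 1310.1 in TET2 mCD cells. TET2 CD against EV cells gave a log2 fold change of 0.61 (SE 0.24, adjusted p = 0.0821 from edgeR's quasi-likelihood test) for TET2 and a log2 fold change of 0.15 (SE 0.15, adjusted p = 0.491 from the same test) for its paralog TET3. TET2 passed the test without EV replicate 3 or TET2 CD replicate 1 (adjusted p = 0.0387 and 0.0119), with DESeq2 (adjusted p = 0.0405), with DESeq2 and moderated fold changes (adjusted p = 0.0405) and with no filter on low counts (adjusted p = 0.042), with an adjusted p from 0.0119 to 0.249 over its alternatives. It also passed with the replicate number as a term of the fit, which that range leaves out. Transcripts of cytosolic ribosomal proteins took 3.87 to 4.49% of the counts in EV libraries, 5.64 to 7.44% in TET2 CD libraries and 5.57 to 11.5% in TET2 mCD libraries. Mitochondrial transcripts took 5.16 to 8.05%, 5.88 to 9.45% and 7.44 to 12.0%.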

Principal component analysis of the 500 most expressed genes indicated a major reconfiguration of RNA pol II–mediated transcription in TET2 CD cells and, to a lower extent, in TET2 mCD cells, with little impact of estradiol (Fig 1J). 

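The clones lay apart in the 500 most expressed genes, whose first component took 43.4% of the variance and second component 27.4%. EV libraries lay at -9.27 to -5.17 on the first component, TET2 CD libraries at 1.72 to 6.65 and TET2 mCD libraries at -2.59 to 12.99. On the second component TET2 CD libraries lay at -8.01 to -2.85, EV libraries at 0.68 to 2.59 and TET2 mCD libraries at 0.62 to 11.31. TET2 mCD ethanol replicate 2 lay farthest out, at 12.99 and 11.31, and the other TET2 mCD libraries lay at -2.59 to 5.72 on the first component. Among single genes, 4 h of estradiol raised the progesterone receptor gene PGR in EV cells with a log2 fold change of 3.08 (SE 0.15, adjusted p = 1.71e-06 from edgeR's quasi-likelihood test). The transcription factor gene EGR3 rose with a log2 fold change of 5.03 (SE 0.20, adjusted p = 6.63e-07 from the same test), and the noncoding RNA LINC01016 with a log2 fold change of 5.21 (SE 0.20, adjusted p = 6.38e-07 from the same test). Of 42 estrogen-induced genes listed before the data were examined, 39 rose with estradiol in EV cells and 3 did not pass the test (40 higher when adjusted over the list alone). In TET2 CD cells 20 rose and 22 did not pass the test (31 higher when adjusted over the list alone), and in TET2 mCD cells 27 rose and 15 did not pass the test (37 higher when adjusted over the list alone). Of 36 genes that MYC activates, 30 rose in EV cells and 6 did not pass the test (33 higher when adjusted over the list alone) and 6 rose in TET2 mCD cells and 30 did not pass the test (13 higher when adjusted over the list alone), and in TET2 CD cells 36 did not pass the test. With an estimated correlation, limma's camera gave the estrogen-induced list adjusted p = 0.0273 in EV, adjusted p = 0.00424 in TET2 CD and adjusted p = 0.0508 in TET2 mCD cells. The MYC list had adjusted p = 0.0389, adjusted p = 0.823 and adjusted p = 0.283 in the same order and test. Over all genes, estradiol raised 603 and lowered 257 in EV cells, raised 79 and lowered 18 in TET2 CD cells, and raised 147 and lowered 11 in TET2 mCD cells. The clones were tested with unequal power. The common coefficient of variation between replicates was 11.55%, 20.35% and 27.12% in the same order. In simulated data, edgeR recovered 74%, 52% and 8% of 2-fold changes. Fewer calls, here and in the lists, thus do not show a smaller response by themselves. The counts in TET2 CD cells became 124 and 34 without ethanol replicate 1, 11 and 2 without ethanol replicate 2, 98 and 31 without ethanol replicate 3, 9 and 0 without estradiol replicate 1 (1062 genes at an unadjusted p under 0.05, no other tool run), 42 and 7 without estradiol replicate 2 and 34 and 6 without estradiol replicate 3. No label states that replicates of the same number belong together, but those of TET2 mCD cells were taken as pairs. There edgeR gave 190 higher and 29 lower genes with the pairs as a term, 238 and 32 without ethanol replicate 2, 453 and 264 without ethanol replicate 3, and 0 without ethanol replicate 1 or estradiol replicate 1, 2 or 3 (1595, 1453, 1520 and 1241 genes at an unadjusted p under 0.05), while DESeq2, run on all replicates, called 325 and 91. Chance alone would put a share of 0.05 of the genes tested under that p. Beside the counts of 0, these were 18507 genes in TET2 CD and 17997 to 18169 in TET2 mCD cells.

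**Figure D1:**
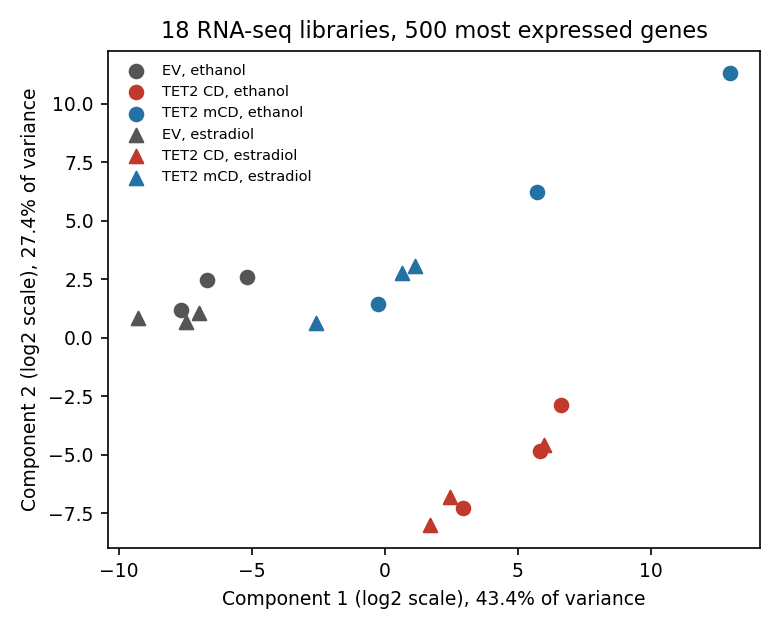
First and second principal component (log2 CPM, no other unit) of the 500 most expressed genes in the 18 libraries, with the clones in different colors, circles for ethanol and triangles for estradiol. TET2 mCD ethanol replicate 2 sits at 12.99 on the first component, and the EV libraries sit at -9.27 to -5.17.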

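In ethanol, 1418 genes were higher and 1543 lower in TET2 CD than in EV cells. In TET2 mCD cells, 512 genes were higher and 806 lower than in EV cells. Among the highest in TET2 CD cells were TRPM2, a calcium-permeable channel, at least 320.0-fold higher, MYL9, a myosin light chain, at least 166-fold higher, and ACTN2, a muscle actinin, at least 55.8-fold higher. These bounds set a floor of 3 counts per library, since the 3 EV libraries had no count of these genes. The uncharacterized transcripts AP001065.2 and RP5-977B1.11 were at least 64.5-fold and at least 49.6-fold higher by the same floor, and AC124057.5 had a ratio of 426 (95% counting interval 118 to 3513). SGCG, a muscle sarcoglycan, fell from 1883 ± 102 to 1.53 ± 1.19 normalized counts, a log2 fold change of -10.23 (SE 0.26, adjusted p = 3.96e-07 from edgeR's quasi-likelihood test). The amino acid transporter gene SLC6A14 fell with a log2 fold change of -6.43 (SE 0.13, adjusted p = 2.92e-07 from the same test), and ASCL1, a transcription factor of neuronal and neuroendocrine cells, with a log2 fold change of -6.02 (SE 0.42, adjusted p = 3.71e-05 from the same test). The mucin gene MUC15 and the noncoding transcripts USP2-AS1 and RP13-977J11.2 fell with log2 fold changes of -6.24, -6.05 and -5.83. The pseudogene TATDN2P3 was at least 136-fold lower, and the pseudogene NUS1P2 had a ratio of EV to TET2 CD of 394 (95% counting interval 70.7 to 15550.0). Genes that rose in TET2 mCD cells included SCIN, which severs actin filaments, with a log2 fold change of 5.40 (SE 0.30, adjusted p = 0.000418 from the same test), and SMIM22, with a log2 fold change of 4.88 (SE 0.56, adjusted p = 0.00407 from the same test). CD4 had a ratio of TET2 mCD to EV of 147 (95% counting interval 50.4 to 714). The serine protease gene HPN fell in TET2 mCD cells with a log2 fold change of -5.83 (SE 0.31, adjusted p = 0.000418 from the same test), and the chromatin remodeler gene SMARCA1 with a log2 fold change of -5.71 (SE 0.30, adjusted p = 0.000418 from the same test). Of the 18216 and 17744 genes tested, 52.0% and 35.6% had no overlap between the 3 libraries of either group, against 10% by chance. With a filter built like HTSFilter, which the paper used, TET2 CD gave 891 higher and 967 lower genes, and TET2 mCD 376 higher and 549 lower. Without that filter, TET2 mCD gave 803 higher and 932 lower genes with DESeq2, and 1054 higher and 1099 lower with all 18 libraries in 1 fit. The counts of TET2 mCD became 130 higher and 328 lower without EV replicate 1, 111 higher and 287 lower without EV replicate 2, 102 higher and 296 lower without EV replicate 3, 131 higher and 280 lower without TET2 mCD replicate 1 and 1420 higher and 1357 lower without TET2 mCD replicate 3.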

Comparison of TET2 CD and mCD differentially expressed genes (DEGs, fold change [FC] ≥ 2 and adjusted *P*-value ≤ 0.05 when compared with an EV) evidenced that the catalytic activity of TET2 was not required for all the transcriptional changes observed (Fig 1K). Indeed, although the number of regulated genes was lower in the case of TET2 mCD, 12.7% (82 genes) of the 642 genes activated by TET2 CD were also activated by the expression of TET2 mCD and 31.4% (285 genes) of the 906 genes repressed by TET2 CD were also repressed by TET2 mCD. This suggests that TET2 CD can exert 5mC oxidation–independent functions that are more prominent for gene repression than for gene activation and also indicates that 5mC oxidation per se is an important determinant of TET2 CD–mediated gene regulation. 

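Of the genes called in TET2 CD cells, 196 of the higher (13.8%) and 412 of the lower (26.7%) were called in the same direction in TET2 mCD cells. In the opposite direction, 36 of the higher and 42 of the lower genes were called. CEACAM6, a cell adhesion glycoprotein, rose from 250.5 ± 30.7 to 2356 ± 540.0 normalized counts in TET2 CD cells, a log2 fold change of 3.21 (SE 0.19, adjusted p = 1.76e-05 from edgeR's quasi-likelihood test). It rose to 2085 ± 173 in TET2 mCD cells, a log2 fold change of 3.04 (SE 0.17, adjusted p = 0.000418 from the same test). KIF1A, a motor protein of axonal transport, fell from 2008 ± 14.4 to 137 ± 38.0 in TET2 CD cells, a log2 fold change of -3.89 (SE 0.20, adjusted p = 9.51e-06 from the same test), and to 371 ± 11.4 in TET2 mCD cells, a log2 fold change of -2.46 (SE 0.13, adjusted p = 0.000418 from the same test). CTSZ, a lysosomal protease, was called in opposite directions. It rose from 1203 ± 117 to 3849 ± 324 in TET2 CD cells, a log2 fold change of 1.66 (SE 0.12, adjusted p = 4.04e-05 from the same test), and fell to 90.2 ± 24.6 in TET2 mCD cells, a log2 fold change of -3.77 (SE 0.24, adjusted p = 0.000711 from the same test). Over the 17521 genes tested in both comparisons, independent calls would share 30.9 higher and 70.3 lower genes. Both comparisons use the same EV libraries, and 20 simulations of unchanged groups called a mean of 1.9 genes, which leaves few to share (0.4 higher and 0.1 lower). In them the log2 fold changes of both comparisons had a mean correlation of 0.5 and covariance of 0.0272, against 0.437 and 0.337 in the data, across genes that are not independent. Unchanged groups thus gave a correlation as high as the data did, but only a small covariance beside that of the data. A part of the excess over independent calls may still come from these shared controls. It was not measured directly, since 3 EV libraries cannot be split into groups of 2 or more. With TET2 mCD called against EV cells in estradiol, where no library is shared, 218 higher and 451 lower genes were shared, against 36.4 and 85.1 for independent calls. The covariance there was 0.267. These values argue against the shared EV libraries as the source of most of the excess. Both comparisons still use the 1 EV clone. Traits peculiar to that clone would be shared as well and cannot be told apart from effects of the domain. The shared counts were 68 higher and 175 lower without TET2 mCD replicate 1 and 333 and 523 without replicate 3.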

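Compared directly, 1090 genes were higher and 1040 lower in TET2 CD than in TET2 mCD cells. FSTL1, a secreted glycoprotein, had 1244 ± 107 normalized counts in TET2 CD cells against 43.8 ± 9.75 in EV and 34.6 ± 12.3 in TET2 mCD cells. TET2 CD against TET2 mCD cells gave a log2 fold change of 5.19 (SE 0.31, adjusted p = 0.000215 from edgeR's quasi-likelihood test). CYP26B1, which degrades retinoic acid, had 826 ± 109, 29.3 ± 5.37 and 18.1 ± 3.99 normalized counts in the same order, with a log2 fold change of 5.48 (SE 0.28, adjusted p = 0.000183 from the same test). PKP1, a plakophilin of desmosomes, had 3660.0 ± 152, 618 ± 53.3 and 595 ± 44.0, with a log2 fold change of 2.62 (SE 0.17, adjusted p = 0.000239 from the same test). Against EV cells, the 3 genes had log2 fold changes in TET2 mCD cells of -0.38, -0.70 and -0.076, which did not pass the test (adjusted p = 0.514, 0.183 and 0.777 from the same test). In TET2 CD cells they rose with log2 fold changes of 4.82, 4.79 and 2.55. Of 25 markers of basal and mesenchymal cells, 18 had enough counts to be tested between TET2 CD and TET2 mCD cells. Of these 18, 11 were higher in TET2 CD cells and 7 did not pass the test (12 higher and 1 lower when adjusted over the list alone). The log2 fold changes were 6.78 for the membrane-bound protease gene MMP14, 3.21 for the caveolar coat gene CAV1 and 2.33 for the fibronectin gene FN1. The counts of higher and lower genes became 1643 and 1696 with all 18 libraries in 1 fit, and 499 higher and 472 lower without TET2 mCD replicate 1, 1458 higher and 1656 lower without TET2 mCD replicate 3, 544 higher and 404 lower without TET2 CD replicate 2 and 669 higher and 489 lower without TET2 CD replicate 3. From the genes that TET2 CD and TET2 mCD regulate alike, the paper proposes that the domain has functions that do not need 5mC oxidation, more so in repression than in activation. The paper also reasons that the oxidation itself matters for how TET2 CD regulates genes.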

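H19, an imprinted noncoding RNA, rose from 304 ± 71.0 normalized counts in EV to 20042 ± 7566 in TET2 CD cells, a log2 fold change of 6.02 (SE 0.35, adjusted p = 1.45e-05 from edgeR's quasi-likelihood test). It had 199.9 ± 97.0 in TET2 mCD cells. Imprinted genes moved in both directions in TET2 CD cells, where of 17 tested 7 rose, 3 fell and 7 did not pass the test (7 higher and 3 lower when adjusted over the list alone). PEG10, derived from a retrotransposon, rose with a log2 fold change of 5.27 (SE 0.23, adjusted p = 4.63e-06 from the same test), and its neighbor SGCE, a sarcoglycan, with a log2 fold change of 3.05 (SE 0.23, adjusted p = 4.64e-05 from the same test). IGF2, the growth factor gene next to H19, fell with a log2 fold change of -2.76 (SE 0.29, adjusted p = 0.000276 from the same test), and CDKN1C, a cell cycle inhibitor, and GRB10, an adaptor of growth factor receptors, with log2 fold changes of -1.52 and -1.07. The list had adjusted p = 0.0191 from limma's camera and adjusted p = 0.242 with an estimated correlation. Of 56 cancer-testis genes, which are normally expressed in germ cells, 11 had enough counts to be tested. Of these 11, 8 rose and 3 did not pass the test (8 higher when adjusted over the list alone). A member without counts in EV cells enters the test only if TET2 CD cells express it. The filter thus favors higher members, both in these counts and in limma's camera. SPANXA1 and SPANXA2, whose counts are identical, rose with a log2 fold change of 8.77 (SE 0.22, adjusted p = 3.96e-07 from edgeR's test). CT45A2 and CT45A1 were at least 105-fold and at least 66.9-fold higher against a floor of 3 counts per library, and members of both families may share reads. The cancer-testis list had adjusted p = 1.4e-21 from limma's camera and adjusted p = 0.0136 with an estimated correlation. JPH3, a junctophilin, fell with a log2 fold change of -5.27 (SE 0.18, adjusted p = 2.14e-06 from the same test). Of the genes of Table S1, 60 of the 60 higher and 59 of the 60 lower were called in the same direction, which is not independent evidence, since the paper chose them on these samples.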

Close examination of the top 60 differentially regulated genes in TET2 CD cells versus EV cells revealed that a rather similar proportion of described oncogenes (26.7%), including the long noncoding RNA (lncRNA) *H19* ((22); Fig 1L and M) and tumor suppressor genes (16.7%), were up-regulated (Fig 1L and Table S1). Conversely, 56.7% of the top 60 down-regulated genes were known oncogenes (Fig 1L and Table S1), among which are the lncRNAs *DSCAM-AS1*, a luminal marker involved in breast cancer progression (23, 24), and *LINC00052*, an anchorage-independent growth promoter ((25); Fig 1M). 

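DSCAM-AS1 fell from 26891 ± 3716 normalized counts in EV to 3854 ± 236 in TET2 CD cells, a log2 fold change of -2.82 (SE 0.13, adjusted p = 6.27e-06 from edgeR's quasi-likelihood test). LINC00052 fell from 341 ± 82.7 to 1.78 ± 1.56, a log2 fold change of -7.53 (SE 0.48, adjusted p = 2.46e-05 from the same test), and had 523 ± 135 in TET2 mCD cells. Of 18 markers of luminal epithelial cells, 2 rose, 12 fell and 4 did not pass the test (2 higher and 12 lower when adjusted over the list alone). BCL2, which blocks apoptosis, fell with a log2 fold change of -4.38 (SE 0.17, adjusted p = 2.61e-06 from the same test). The secreted trefoil factor genes TFF1 and TFF3 fell with log2 fold changes of -2.38 and -2.40 (adjusted p = 0.000189 and 9.18e-05 from the same test). MLPH, of melanosome transport, rose from 12160.0 ± 385 to 26587 ± 1569.7 (adjusted p = 9.18e-05 from the same test), and XBP1, a transcription factor of secretory cells, from 17796 ± 3347 to 25772 ± 1944 (adjusted p = 0.0227 from the same test, named after its value was seen). For the list, limma's camera, which tests a list against all other genes, gave adjusted p = 1.06e-06 with a preset correlation of 0.01 and adjusted p = 0.099 with an estimated correlation. In TET2 mCD against EV cells, 5 markers fell and 13 did not pass the test (1 higher and 10 lower when adjusted over the list alone). There limma's camera gave adjusted p = 7.84e-05 and, with an estimated correlation, adjusted p = 0.513. Between TET2 CD and TET2 mCD cells it gave adjusted p = 0.263 and adjusted p = 0.445 in the same order. XBP1 did not pass the test without EV replicate 1 or 3 or TET2 CD replicate 2 or 3 (adjusted p = 0.091, 0.089, 0.0728 and 0.0505), with an adjusted p from 0.00636 to 0.091 over its alternatives.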

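Of 31 semaphorins, which signal in cell guidance, and their receptors, 5 rose, 15 fell and 11 did not pass the test (6 higher and 16 lower when adjusted over the list alone) in TET2 CD cells. SEMA3D fell from 2784 ± 452 normalized counts in EV to 186 ± 25.1 in TET2 CD cells, a log2 fold change of -3.92 (SE 0.18, adjusted p = 5.12e-06 from edgeR's quasi-likelihood test). SEMA6B fell from 809 ± 70.4 to 57.5 ± 11.9, a log2 fold change of -3.83 (SE 0.19, adjusted p = 9.35e-06 from the same test). The receptor gene PLXNA4 fell from 1281 ± 87.6 to 50.4 ± 13.3, a log2 fold change of -4.68 (SE 0.21, adjusted p = 4.66e-06 from the same test), and PLXND1, another plexin, from 19633 ± 1044 to 5327 ± 527, a log2 fold change of -1.90 (SE 0.11, adjusted p = 1.65e-05 from the same test). SEMA4C fell with a log2 fold change of -1.96 (SE 0.11, adjusted p = 1.52e-05 from the same test). The members that rose were SEMA3B, SEMA4G, SEMA5B, NRP1 and the plexin gene PLXNA2, the last with a log2 fold change of 2.26 (SE 0.17, adjusted p = 4.91e-05 from the same test), and apart from NRP1 they were named after their values were seen. The list gave adjusted p = 4.24e-05 from limma's camera and adjusted p = 0.311 with an estimated correlation. The test was not passed by SEMA3B and SEMA4G without EV replicate 1 (adjusted p = 0.0597 and 0.0651), SEMA3B and SEMA5B without EV replicate 3 (adjusted p = 0.0616 and 0.0624), SEMA4G and SEMA5B without EV replicate 2 (adjusted p = 0.0561 and 0.0854), SEMA4G and SEMA5B without TET2 CD replicate 2 (adjusted p = 0.0632 and 0.0827) and SEMA3B with all 18 libraries in 1 fit (adjusted p = 0.0504), over a range of 0.00084 to 0.0854 in these genes' alternatives.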

Notably, four genes encoding semaphorins (SEMA) of the oncogenic type and their receptors (PLXN) were among the top 60 down-regulated genes in TET2 CD cells (Fig 1M). *SEMA3D* and *SEMA6B*, as well as the receptors *PLXNA4* and *PLXND1*, act as oncogenes favoring cell growth and migration (26, 27, 28). 

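MCAM, a cell surface adhesion molecule of the immunoglobulin family, rose from 23.9 ± 1.36 normalized counts in EV to 636 ± 212 in TET2 CD cells, a log2 fold change of 4.71 (SE 0.29, adjusted p = 1.91e-05 from edgeR's quasi-likelihood test). It had 18.1 ± 6.59 in TET2 mCD cells. The semaphorin gene SEMA3A had 88.6 ± 32.2 normalized counts in EV and 108 ± 35.1 in TET2 CD cells, a log2 fold change of 0.26 (SE 0.34, adjusted p = 0.583 from the same test), and did not pass the test. Its receptor gene NRP1 rose from 9362 ± 1522 to 15462 ± 5223, a log2 fold change of 0.70 (SE 0.23, adjusted p = 0.0431 from the same test). NRP1 did not pass the test without EV replicate 1, 2 or 3 or TET2 CD replicate 1 or 2 (adjusted p = 0.0766, 0.11, 0.146, 0.0715 and 0.0809), with an adjusted p from 0.0118 to 0.146 over its alternatives.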

Interestingly, the mixed oncogene/tumor suppressor *MCAM*, which is induced through interaction of the tumor suppressor–type semaphorin SEMA3A with its receptor NPR1 and silenced by promoter methylation in MCF-7 cells (29, 30), was among the top 60 TET2 CD up-regulated genes (Fig 1M). In addition, a dramatic reduction in expression of the major oncogene *SOX2* (31, 32) was evidenced (Fig 1M). 

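SOX2 (ENSG00000181449.2), a transcription factor of pluripotent and neural progenitor cells, had 711 ± 69.2 normalized counts in EV, 2.58 ± 1.40 in TET2 CD and 20.8 ± 8.61 in TET2 mCD cells. Against EV cells it fell with a log2 fold change of -8.04 (SE 0.30, adjusted p = 2.2e-06 from edgeR's quasi-likelihood test) in TET2 CD cells. In TET2 mCD cells it fell with a log2 fold change of -5.07 (SE 0.32, adjusted p = 0.000707 from the same test). The 3 TET2 CD libraries together held 9 counts of SOX2.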

Additional TET2 CD clones were tested by RT-qPCR that consistently showed *SOX2* and *SEMA6B* down-regulation, and up-regulation of *MCAM* and *H19* (Fig 1N). Except for *SOX2*, gene expression changes for *SEMA6B*, *MCAM*, and *H19* in MCF-7 cells treated with the hypomethylating agent decitabine ((33), GSE74036) were similar to those observed upon TET2 CD expression, validating the hypothesis that these genes are regulated by DNA methylation (Fig S1B). 

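Of 12 genes for proteins enriched in lowly tumorigenic breast cancer lines (Fig S1D), 11 rose and 1 fell (11 higher and 1 lower when adjusted over the list alone) in TET2 CD cells. LAMB3, a chain of basement membrane laminin, rose from 292 ± 20.7 normalized counts in EV to 4512 ± 605 in TET2 CD cells, a log2 fold change of 3.93 (SE 0.14, adjusted p = 2.17e-06 from edgeR's quasi-likelihood test). CAV1 rose from 1921 ± 218 to 14454 ± 788, a log2 fold change of 2.89 (SE 0.12, adjusted p = 3.45e-06 from the same test). MMP14 rose from 20.7 ± 8.35 to 1488 ± 343, a log2 fold change of 6.12 (SE 0.32, adjusted p = 9.59e-06 from the same test). The member that fell was NT5E, which makes adenosine outside the cell, with a log2 fold change of -2.54 (SE 0.30, adjusted p = 0.000427 from the same test). The serine protease inhibitor gene SERPINE1 and the actin-binding genes CALD1 and CAPG rose with log2 fold changes of 4.32, 2.40 and 1.92. In the list for highly tumorigenic cells (Fig S1E), FUT8, a fucosyltransferase, fell with a log2 fold change of -1.40 (SE 0.11, adjusted p = 5.35e-05 from the same test), and CRABP2, a carrier of retinoic acid, with a log2 fold change of -1.35 (SE 0.26, adjusted p = 0.00444 from the same test). Both of its members fell when adjusted over the list alone. The first list gave adjusted p = 2.87e-17 from limma's camera and adjusted p = 0.0509 with an estimated correlation, and the other gave adjusted p = 0.00389 from limma's camera and adjusted p = 0.262 with an estimated correlation. The paper chose the members of both on these samples, so the counts are not independent evidence.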

Finally, consistent with a lower tumorigenicity of TET2 CD cells, interrogation of proteomic data obtained from a panel of various breast cancer cell lines (34) showed that TET2 CD cells activated genes encoding proteins enriched in the proteome of low tumorigenic cells and repressed genes encoding proteins that accumulate in highly tumorigenic cells (Fig S1C–F). Similar gene expression changes were also observed in decitabine-treated MCF-7 cells (Fig S1G). As a whole, this set of data indicates a lower aggressiveness of TET2 CD cells, which correlates with a down-regulation of master regulators of cell growth and migration, likely contributing to their lower tumorigenic potential.

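Of 25 markers of basal and mesenchymal cells, 18 had enough counts to be tested in TET2 CD against EV cells. Of these 18, 13 rose and 5 did not pass the test (15 higher when adjusted over the list alone) in TET2 CD cells. A member without counts in EV cells enters the test only if TET2 CD cells express it, which can favor higher members. LAMC2, another laminin chain, rose from 483 ± 35.1 to 1821 ± 409.7 normalized counts, a log2 fold change of 1.89 (SE 0.17, adjusted p = 0.00013 from edgeR's quasi-likelihood test). ANXA1, a phospholipid-binding annexin, rose from 283 ± 51.0 to 1229 ± 111, a log2 fold change of 2.10 (SE 0.16, adjusted p = 6.02e-05 from the same test). Of 30 cell cycle genes, 7 rose and 23 did not pass the test (7 higher when adjusted over the list alone). MCM4 of the replicative helicase rose with a log2 fold change of 1.02 (SE 0.13, adjusted p = 0.000614 from the same test), and the mitotic kinase gene CDK1 with a log2 fold change of 0.84 (SE 0.12, adjusted p = 0.0012 from the same test). MCM5 and AURKB, another mitotic kinase gene, rose with log2 fold changes of 0.68 and 0.83. The basal list gave adjusted p = 1.75e-13 from limma's camera and adjusted p = 0.0509 with an estimated correlation, and the cell cycle list gave adjusted p = 0.0754 from limma's camera and adjusted p = 0.588 with an estimated correlation. Without EV replicate 3, the cell cycle list gave adjusted p = 0.0154 from limma's camera, over a range of 0.0154 to 0.588 in its alternatives.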

Table S1. Analysis of top differentially expressed genes between TET2 CD cells and EV cells.

### TET2 CD triggers both activation and repression of CGI promoters

To test whether TET2 CD expression could reprogram CGIs, we next mapped 5hmCpGs genome-wide using a base resolution method relying on selective chemical labeling (SCL) coupled to exonuclease digestion (SCL-exo, (35)). Average profiles of SCL-exo signal centered on 28,691 hg19 CGIs showed enrichment in 5hmCpGs specifically at CGIs from TET2 CD cells (Fig 2A). Consistent with 5hmC occurring at methylated CpGs, average 5hmC enrichment was more pronounced at CGIs identified as methylated in MCF-7 cells ((36); Fig 2B). We then isolated 2,224 CGIs having at least four hydroxymethylated CpGs in TET2 CD cells. These 5hmC-positive CGIs showed a high SCL-exo signal (Fig 2B), and 20% (448) of them were located within 500 bp of a TSS (Fig 2C). However, these TSS-associated hydroxymethylated CGIs were found to associate poorly with highly regulated genes. Indeed, among the top 60 TET2 CD–regulated genes, only 5 up- and 2 down-regulated genes had a TSS associated with a 5hmC+ CGI (Fig 2D). CGIs including TSSs, thereafter designated TSS-CGIs, were next classified into three groups (Figs 2E and S2A): (*i*) those having no detectable 5hmC in EV cells and gaining 5hmC in TET2 CD cells (low 5mC oxidation in EV cells, n = 1,034); (*ii*) those having readily detectable 5hmC in EV cells and losing 5hmC in TET2 CD cells (n = 95), likely because of further oxidation of 5hmC by the expressed TET2 CD (moderate oxidation in EV cells); and (*iii*) those showing no signal at all in the EV and TET2 CD cells (n = 10,839) and which may correspond to CGIs subjected to a very high 5mC oxidation rate or being fully protected from methylation (no modification). Among low-oxidation TSS-CGIs, only 34.5% were associated with a gene with detectable reads in RNA-seq, compared with 75% and 74% for the other two sets of TSS-CGIs, indicating that TET2-mediated gain in 5hmC at TSS-CGIs essentially targeted silent genes that did not get activated when demethylated. Accordingly, low-oxidation TSS-CGIs tended to associate with the lowest expression quartiles of EV cell genes, whereas moderate-oxidation TSS-CGIs and unmodified TSS-CGIs were more associated with the highest expression quartiles (Fig 2F). Fold changes (TET2 CD versus EV) of genes associated with low- and moderate-oxidation TSS-CGIs were not significantly different (Fig 2G), although their variance was different (*P* < 0.0001). This was correlated to a higher representation of activated genes in low-oxidation TSS-CGIs, whereas low- and moderate-oxidation TSS-CGIs equally associated with down-regulated genes (Fig 2H). Altogether, these data indicate that 5mC oxidation dynamics at TSS-CGIs per se is not a robust predictor of the directionality of gene expression changes.

**Figure 2.**
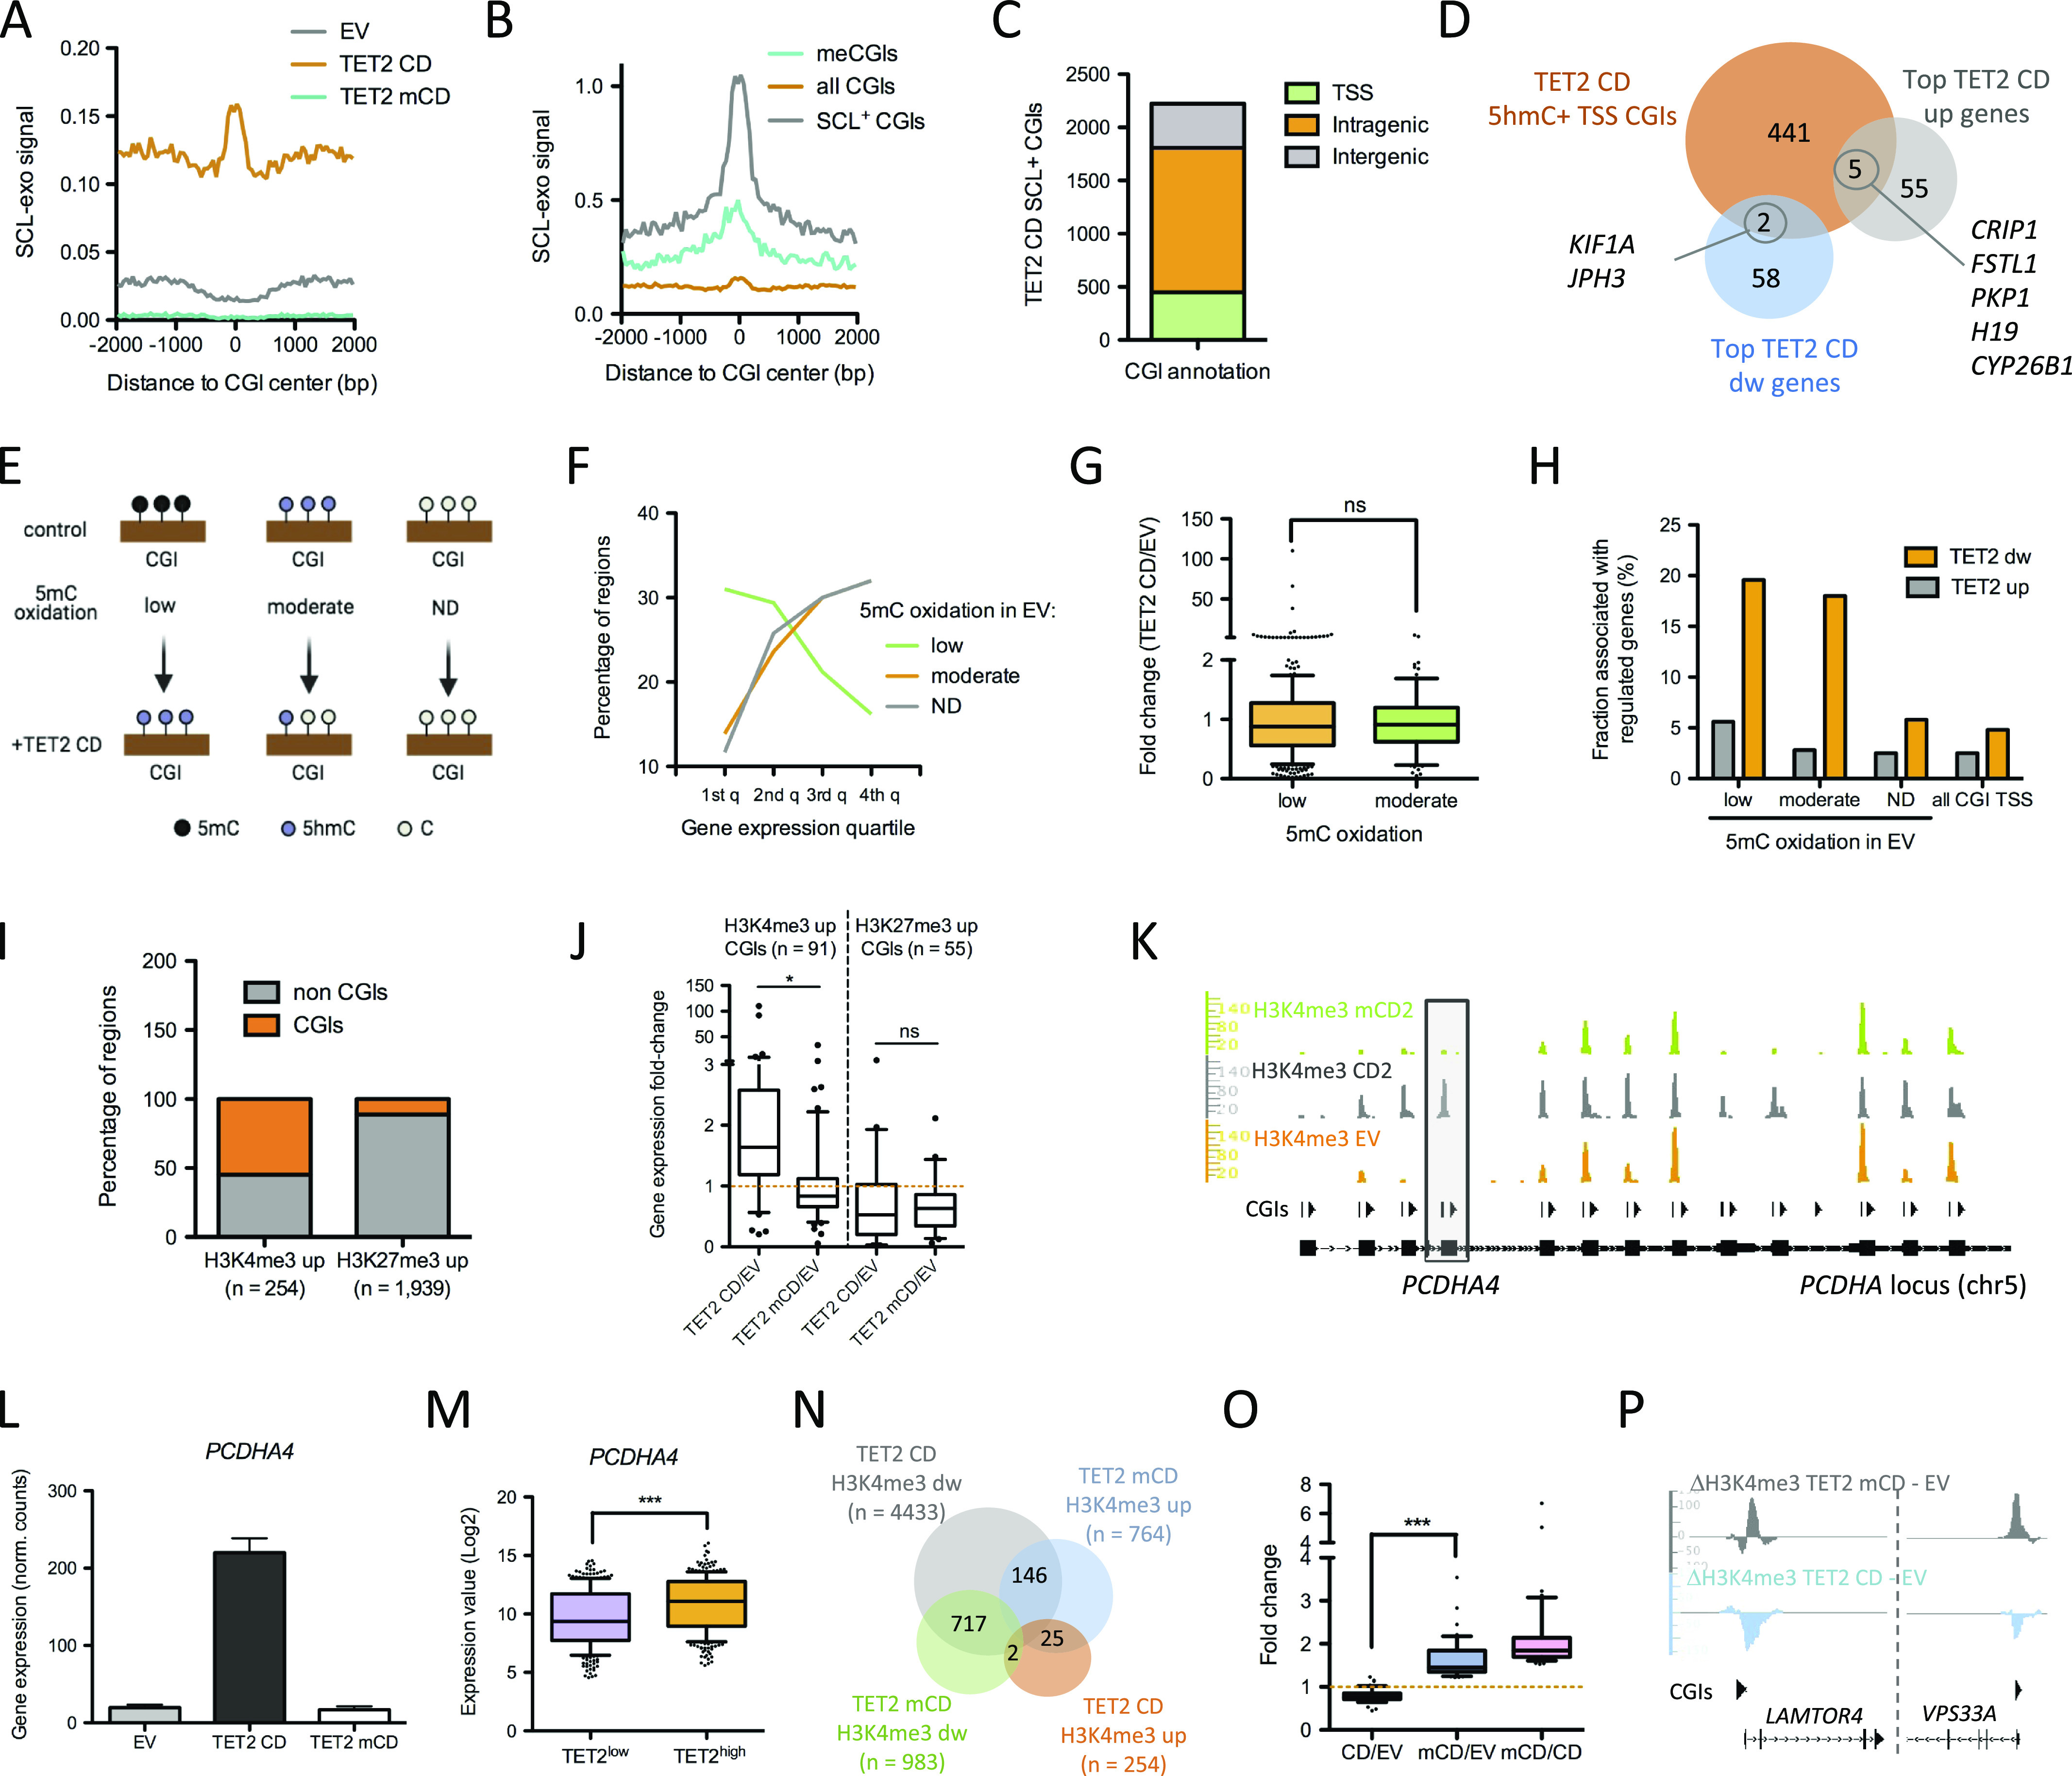
CGI reprogramming by TET2 CD. **(A)** Average profile of 5hmC levels (selective chemical labeling-exo signal) in empty vector (EV), TET2 CD, and TET2 mCD cells, centered at hg19 CGIs (n = 28,691). **(B)** Average profile of 5hmC levels in TET2 CD cells centered at all hg19 CGIs, at CGIs methylated in MCF-7 cells (n = 2,330), or at selective chemical labeling–positive CGIs in TET2 CD cells (n = 2,224). **(C)** Called 5hmC-positive CGIs in TET2 CD cells were annotated as intergenic, intragenic, or within ±500 bp of a transcription start site (TSS). **(D)** Venn diagram visualization of the overlap between top 60 DEGs (up and down) and 5hmC-positive TSS-associated CGIs in TET2 CD cells. **(E)** Classification of TSS-CGIs as a function of 5hmC variation between EV and TET2 CD cells. Low–5mC oxidation TSS-CGIs have no detectable 5hmC signals in EV cells and a gain in TET2 CD cells. Moderate–5mC oxidation TSS-CGIs have detectable 5hmC signals in EV and a decreased signal in TET2 CD cells. TSS-CGIs with no detectable (ND) 5hmC signals either in EV cells or in TET2 CD cells, which are supposed to be protected from DNA methylation. **(F)** Association of the classified TSS-CGIs with gene expression quartiles (the first quartile including the lowest expression levels to the fourth quartile with the highest expression levels). **(G)** Expression fold change (TET2 CD/EV) of genes associated with low– or moderate–5mC oxidation TSS-CGIs. **(H)** Fraction of low–, moderate–, and ND–5mC oxidation TSS-CGIs associated with up- and down-regulated genes in TET2 CD cells compared with EV cells. **(I)** CGI association of H3K4me3-up or H3K27me3-up regions in TET2 CD cells versus EV cells. **(J)** Expression fold change of genes associated with H3K4me3-up or H3K27me3-up CGIs in TET2 CD or TET2 mCD versus EV cells. **(K)** Integrated Genome Browser (IGB, https://bioviz.org/) visualization of H3K4me3 ChIP-seq signals at the *PCDHA* locus in EV and TET2 CD and TET2 mCD cells. CGI positions are indicated. **(L)** *PCDHA4* gene expression levels in EV, TET2 CD, and mCD cells (normalized RNA-seq read counts, mean ± SEM, n = 3). **(M)** *PCDHA4* mRNA levels in breast cancer tumors (TCGA BRCA panel) classified into TET2^low^ (first quartile n = 301) and TET2^high^ (fourth quartile, n = 299; samples with a value of 0 were discarded). **(N)** Venn diagram indicating the overlap between regions that gained (up) or lost (dw) H3K4me3 in TET2 CD and mCD cells compared with EV cells. **(O)** Expression fold change of the 42 genes showing opposite H3K4me3 signal variations in TET2 CD and mCD cells compared with EV cells, and they were up-regulated more than 1.2-fold in TET2 mCD versus EV cells and more than 1.5-fold in TET2 mCD versus TET2 CD. **(P)** IGB visualization of the differential H3K4me3 signal at the *LAMTOR4* and *VPS33A* loci.

**Figure S2.**
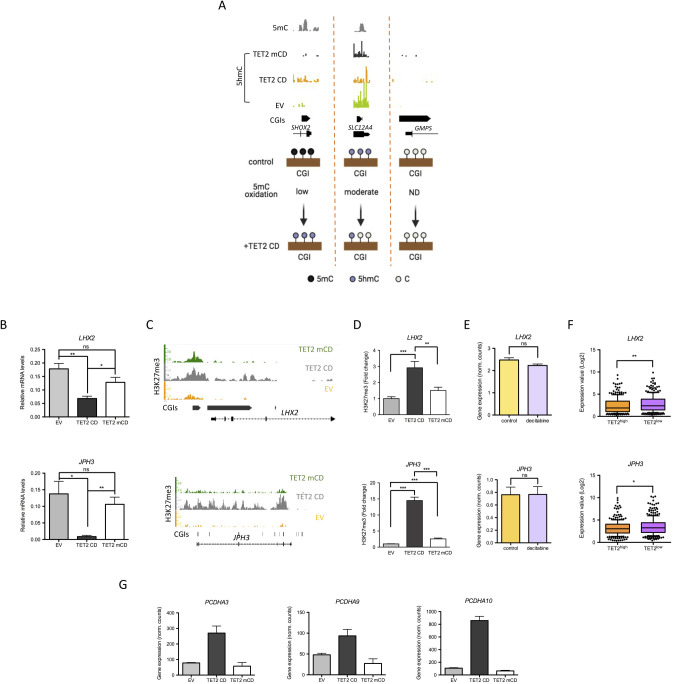
TET2 CD–induced chromatin changes at CGIs. **(A)** Classification of transcription start site-CGIs according to their 5mC oxidation rate. For each category, an example of MeDIP-seq (Ruike et al [2010]) (36) and selective chemical labeling-exo (5hmC) signals at one representative CGI is shown (IGB snapshot). **(B, C, D)** Expression levels (B, RT-qPCR of individual clones, mean ± SEM, n = 4 for empty vector and TET2 CD, n = 3 for TET2 mCD), H3K27me3 ChIP-seq signal (C, IGB snapshots), and H3K27me3 ChIP-qPCR signal (D, mean ± SEM, n = 9) at the TET2 CD–repressed loci *LHX2* and *JPH3*. **(E)** *LHX2* and *JPH3* mRNA levels in control and decitabine-treated MCF-7 cells (mean ± SEM, n = 3, GSE74036). **(F)** *LHX2* and *JPH3* mRNA levels in TCGA BRCA patient samples classified as TET^high^ (fourth quartile of expression, n = 300) or TET^low^ (first quartile of expression, n = 300). **(G)** *PCDHA9* and *PCDHA10* mRNA levels in empty vector, TET2 CD, and TET2 mCD cells (RNA-seq normalized read counts, mean ± SEM, n = 3).

To further explore CGI chromatin remodeling upon TET2 CD expression, changes in the distribution of the active promoter mark H3K4me3 and the PRC2-mediated repression mark H3K27me3 were investigated by ChIP-seq in MCF-7 clones. Quite few genomic regions gained H3K4me3 (n = 254) in TET2 CD cells compared with regions gaining H3K27me3 (n = 1,939). However, 55.1% (140 of 254) of these H3K4me3-up regions overlapped with CGIs compared with 11.3% (220 of 1,939) of H3K27me3-up regions (Fig 2I). Contrary to 5mC oxidation, changes in the levels of histone modifications reflected gene expression changes in TET2 CD cells versus EV cells, with CGIs gaining H3K4me3 being associated with activated genes and CGIs gaining H3K27me3 with repressed genes (Fig 2J). In addition, genes gaining H3K4me3 in TET2 CD cells were not activated in TET2 mCD cells, whereas genes gaining H3K27me3 in TET2 CD cells tended to be repressed in TET2 mCD cells (Fig 2J), suggesting that gene repression also occurred in the absence of 5mC oxidation, probably through protein–protein interaction between PRC2 and the catalytic domain of TET2. However, as verified by ChIP-qPCR on 2 down-regulated genes (*LHX2* and *JPH3*), the levels of both gene repression and H3K27 methylation were much lower in the absence of TET2 catalytic activity (Fig S2B–D). This was in accordance with previous studies suggesting that an active TET2 catalytic domain was required for deposition of H3K27me3 at CGIs (37). Interestingly, decitabine was not able to repress *LHX2* and *JPH3* (Fig S2E), indicating that TET2–PRC2 interaction in combination with DNA demethylation is probably required for repression of these genes. Consistent with these observations, mRNA levels of both *LHX2* and *JPH3* were significantly higher in breast cancer patient samples with low TET2 mRNA levels than in high-TET2 samples (Fig S2F).

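At the clustered protocadherin alpha genes, which encode neuronal adhesion proteins, PCDHA4 rose from 13.2 ± 7.74 to 201 ± 46.9 normalized counts in TET2 CD cells, a log2 fold change of 3.88 (SE 0.42, adjusted p = 0.000281 from edgeR's quasi-likelihood test). PCDHA10 rose from 108 ± 14.7 to 880.3 ± 122, a log2 fold change of 3.00 (SE 0.18, adjusted p = 1.65e-05 from the same test). PCDHA3 rose from 78.8 ± 4.95 to 277 ± 81.8, a log2 fold change of 1.80 (SE 0.24, adjusted p = 0.000863 from the same test), and PCDHA9 from 42.5 ± 2.34 to 81.9 ± 19.7, a log2 fold change of 0.93 (SE 0.25, adjusted p = 0.02 from the same test). Of 15 members, 5 rose, 5 fell and 5 did not pass the test (5 higher and 5 lower when adjusted over the list alone). Those that fell were PCDHA6, PCDHA13, PCDHAC1 and PCDHAC2, named after their values were seen, and PCDHA11, with a log2 fold change of -0.89 (SE 0.10, adjusted p = 0.000451 from the same test). PCDHA10 had 65.3 ± 18.7 normalized counts in TET2 mCD cells, and TET2 CD against TET2 mCD cells gave a log2 fold change of 3.74 (SE 0.28, adjusted p = 5e-04 from the same test). For the list, limma's camera, which tests a list against all other genes, gave adjusted p = 0.34 with a preset correlation of 0.01 and adjusted p = 0.635 with an estimated correlation. Its members share their last exons, so the split of the reads between them is uncertain. The test was not passed by PCDHA9, PCDHAC1 and PCDHAC2 without EV replicate 1 (adjusted p = 0.0622, 0.0778 and 0.0642), PCDHA9, PCDHA6, PCDHAC1 and PCDHAC2 without EV replicate 2 (adjusted p = 0.065, 0.0551, 0.0647 and 0.0506), PCDHA9, PCDHAC1 and PCDHAC2 without EV replicate 3 (adjusted p = 0.0715, 0.0684 and 0.0717), PCDHA9, PCDHAC1 and PCDHAC2 without TET2 CD replicate 2 (adjusted p = 0.0615, 0.0814 and 0.07), PCDHA9 and PCDHAC1 without TET2 CD replicate 3 (adjusted p = 0.057 and 0.0635) and PCDHAC1 and PCDHAC2 with all 18 libraries in 1 fit (adjusted p = 0.315 and 0.279), over a range of 0.000642 to 0.315 in these genes' alternatives.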

As an example of TET2 CD–mediated gene activation, a subset of TSS-CGIs from the breast cancer-methylated *PDCHA* locus (6) selectively gained H3K4me3 in TET2 CD cells in correlation with the activation of the associated genes as shown for *PCDHA4* (Fig 2K and L), *PCDHA3*, *PCDHA9*, and *PCDHA10* (Figs 2K and S2G). Interrogation of TCGA RNA-seq data from breast cancer samples supported the data obtained from MCF-7 cells, showing that *PCDHA4* expression levels are positively correlated with *TET2* expression in patients (Fig 2M). To unveil a potential dominant-negative function of TET2 mCD, we next focused on regions showing opposite H3K4me3 variations. Consistent with correlated gene repression and uncorrelated gene activation between TET2 CD and mCD cells (Fig 2J), 73% (717 of 983) of H3K4me3-down regions in TET2 mCD cells also lost H3K4me3 in TET2 CD cells, whereas a limited overlap was observed for H3K4me3-up regions (3.2%, 25 of 764, Fig 2N). Highlighting a potential dominant-negative function of TET2 mCD at a subset of sites, 19% (146 of 764) of the H3K4me3-up regions in TET2 mCD compared with EV cells were called as H3K4me3-down in TET2 CD cells (Fig 2N). Among the 136 annotated genes associated with these opposite H3K4me3 changes, 42 had both a TET2 mCD/TET2 CD fold change above 1.5 and a TET2 mCD/EV fold change above 1.2 (Fig 2O). GO annotation for cellular components of these 42 genes with Pantherdb ((38); http://pantherdb.org/) indicated a unique annotation for intracellular organelles (GO:0043229) with a 1.5-fold enrichment (FDR = 4.50 × 10^−02^). In particular, from this list of 42 genes, six genes were involved in lysosome biogenesis and autophagy (*ATP6V0A2*, *LAMTOR4*, *PRKAB1*, *SLC15A4*, *SPPL3*, and *VPS33A*, Fig 2P).

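Of 6 genes of lysosomes and autophagy in Fig 2P, 6 fell (6 lower when adjusted over the list alone) in TET2 CD against TET2 mCD cells, and against EV cells, 4 fell and 2 did not pass the test (5 lower when adjusted over the list alone). In TET2 mCD against EV cells, the 6 genes did not pass the test (4 higher when adjusted over the list alone). There limma's camera placed the list higher at adjusted p = 0.029, and adjusted p = 0.677 with an estimated correlation. VPS33A, which tethers vesicles to the lysosome, had 1899 ± 129 normalized counts in EV, 1317 ± 97.5 in TET2 CD and 2704 ± 102 in TET2 mCD cells. TET2 CD cells had a log2 fold change of -1.04 (SE 0.16, adjusted p = 0.006 from edgeR's quasi-likelihood test) against TET2 mCD cells and a log2 fold change of -0.55 (SE 0.11, adjusted p = 0.00629 from the same test) against EV cells. SPPL3, an intramembrane protease, fell against TET2 mCD with a log2 fold change of -0.94 (SE 0.16, adjusted p = 0.00868 from the same test) and against EV with a log2 fold change of -0.47 (SE 0.11, adjusted p = 0.00973 from the same test). LAMTOR4, of the complex that anchors mTORC1 to the lysosome, fell against TET2 mCD with a log2 fold change of -1.43 (SE 0.39, adjusted p = 0.0477 from the same test), and ATP6V0A2, of the proton pump, with a log2 fold change of -0.85 (SE 0.23, adjusted p = 0.046 from the same test). Replicate 2 of TET2 mCD carries part of the log2 fold change of LAMTOR4, which was -0.85 without it (adjusted p = 0.0385 from the same test). PRKAB1, a subunit of AMPK, and SLC15A4, a lysosomal transporter of histidine and peptides, fell against TET2 mCD with log2 fold changes of -0.87 and -0.90 (adjusted p = 0.0186 and 0.0184 from the same test). In TET2 CD against EV cells, the list gave adjusted p = 0.0553 from limma's camera and adjusted p = 0.445 with an estimated correlation, and its members were chosen by the paper on these samples, so the counts are not independent evidence. Against TET2 mCD, the test was not passed by LAMTOR4, ATP6V0A2, PRKAB1 and SLC15A4 without TET2 mCD replicate 1 (adjusted p = 0.104, 0.15, 0.0875 and 0.0955), LAMTOR4 without TET2 CD replicate 1 (adjusted p = 0.125), LAMTOR4, ATP6V0A2, PRKAB1, SLC15A4 and SPPL3 without TET2 CD replicate 2 (adjusted p = 0.151, 0.191, 0.105, 0.105 and 0.0634), LAMTOR4, ATP6V0A2, PRKAB1 and SLC15A4 without TET2 CD replicate 3 (adjusted p = 0.151, 0.173, 0.0989 and 0.0987), ATP6V0A2 without TET2 mCD replicate 3 (adjusted p = 0.0613), LAMTOR4 with the HTSFilter-type filter (adjusted p = 0.0506) and ATP6V0A2 with no filter on low counts (adjusted p = 0.0509), over a range of 5.92e-07 to 0.191 in these genes' alternatives.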

### TET2 CD alters 5mC oxidation and H3K4me3 levels at MYC-binding sites

Because DNA methylation/demethylation can influence transcription factor binding to DNA (39, 40), high-resolution SCL-exo data were next interrogated for enriched transcription factor–binding sites (TFBSs) in TET2 CD cells. Iterative clustering of TET2 CD and EV 5hmCpGs using the heatmap clustering tool of Cistrome (41) isolated a set of CpGs (n = 24,008) with high 5hmC enrichment in TET2 CD cells compared with EV cells (Fig 3A), and another set of CpGs (n = 18,404) with the opposite enrichment pattern and most likely corresponding to 5hmCpGs undergoing superoxidation in TET2 CD cells (Fig S3A). Analysis of these two populations of CpGs with TFmotifView (42) revealed a high enrichment (*P* = 0 for CpGs gaining 5hmC and *P* = 6.3 × 10^−272^ for CpGs losing 5hmC) in the MYC-binding E box CACGTG motif (Figs 3B and S3B). This is consistent with the observation that 72% of the MYC-bound TSSs are also engaged by TET2 in HEK293T cells (43). MYC ChIP-seq data (ENCODE, SRR575112.1) obtained from serum-fed MCF-7 cells were next used to generate a list of MYC-binding sites. These sites showed higher oxidation of 5mC (as reflected by an increase in differential 5hmC levels) in TET2 CD cells than in EV cells and a lower one in TET2 mCD cells, consistent with a dominant-negative effect of the catalytic dead mutant (Fig 3C). CGIs were next categorized into MYC^high^ and MYC^low^ subsets based on MYC ChIP-seq data from MCF-7 cells (Fig S3C). MYC^high^ CGIs were depleted in 5hmC, whereas MYC^low^ sites were enriched in 5hmC (Figs 3D and S3C). A large fraction of MYC-binding sites were associated with TSS-CGIs (Fig S3D), and consistent with an inhibitory role of DNA methylation in MYC binding to DNA (39, 44), a higher engagement of MYC was found at TSS-CGIs with moderate 5mC oxidation than at TSS-CGIs with low 5mC oxidation (Fig 3E). The MYC transcription factor plays pleiotropic roles in cancer cells, both activating and repressing transcription, and the genome-wide binding of MYC to E boxes is biased towards H3K4me3-enriched sites (45, 46). Of note, as exemplified in Fig 3F, a large fraction of MYC-bound TSS-CGIs showed decreased levels of H3K4me3 in TET2 CD cells compared with EV cells, although other genomic regions showed mixed behaviors with CGIs either gaining H3K4me3 or showing no change (Fig S3E). Accordingly, MYC binding was detected at the center of H3K4me3-down regions and slightly off the center of H3K4me3-up regions, suggesting a strong relationship between promoter activity and MYC binding (Fig 3G). TSSs from TSS-CGIs were next split into MYC^low^ and MYC^high^ subsets and analyzed for variation in H3K4me3 in TET2 CD and TET2 mCD cells compared with EV cells (Fig 3H). Results showed that the degree of H3K4me3 loss at TSSs from TSS-CGIs in TET2 CD cells was correlated to the level of MYC binding in MCF-7 cells (Fig 3I and J). Such a decrease in H3K4me3 levels was not observed in TET2 mCD cells, indicating a requirement for an active catalytic domain. As an example, the *SEZ6L2* and *KCTD13* TSS-CGIs, which both bind MYC in MCF-7 cells, lost H3K4me3 in TET2 CD cells compared with EV cells, whereas the *ASPHD1* TSS-CGI was not bound by MYC and gained H3K4me3 (Fig 3K). Consistent with these observations, *SEZ6L2* and *KCTD13* showed a lower expression and *ASPHD1* a higher expression in TET2 CD cells (Fig 3L). Collectively, these data are in strong support of an increased engagement of MYC at TSS-CGI–binding sites upon 5mC oxidation by TET2 CD, leading to lower transcription of the associated genes.

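SEZ6L2, a membrane protein of neurons, fell from 13673 ± 1675 to 7392 ± 449 normalized counts, a log2 fold change of -0.91 (SE 0.12, adjusted p = 0.000637 from edgeR's quasi-likelihood test). KCTD13, an adaptor of a ubiquitin ligase, fell from 1469 ± 51.3 to 936 ± 242, a log2 fold change of -0.67 (SE 0.17, adjusted p = 0.0169 from the same test). ASPHD1 rose from 560.3 ± 37.6 to 1441 ± 356, a log2 fold change of 1.34 (SE 0.18, adjusted p = 0.000805 from the same test). The 3 genes had 9729 ± 1329, 1469 ± 192 and 853 ± 488 normalized counts in TET2 mCD cells. KCTD13 did not pass the test without EV replicate 2 or 3 or TET2 CD replicate 2 (adjusted p = 0.0616, 0.0566 and 0.0726), with an adjusted p from 0.000218 to 0.0726 over its alternatives.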

**Figure 3.**
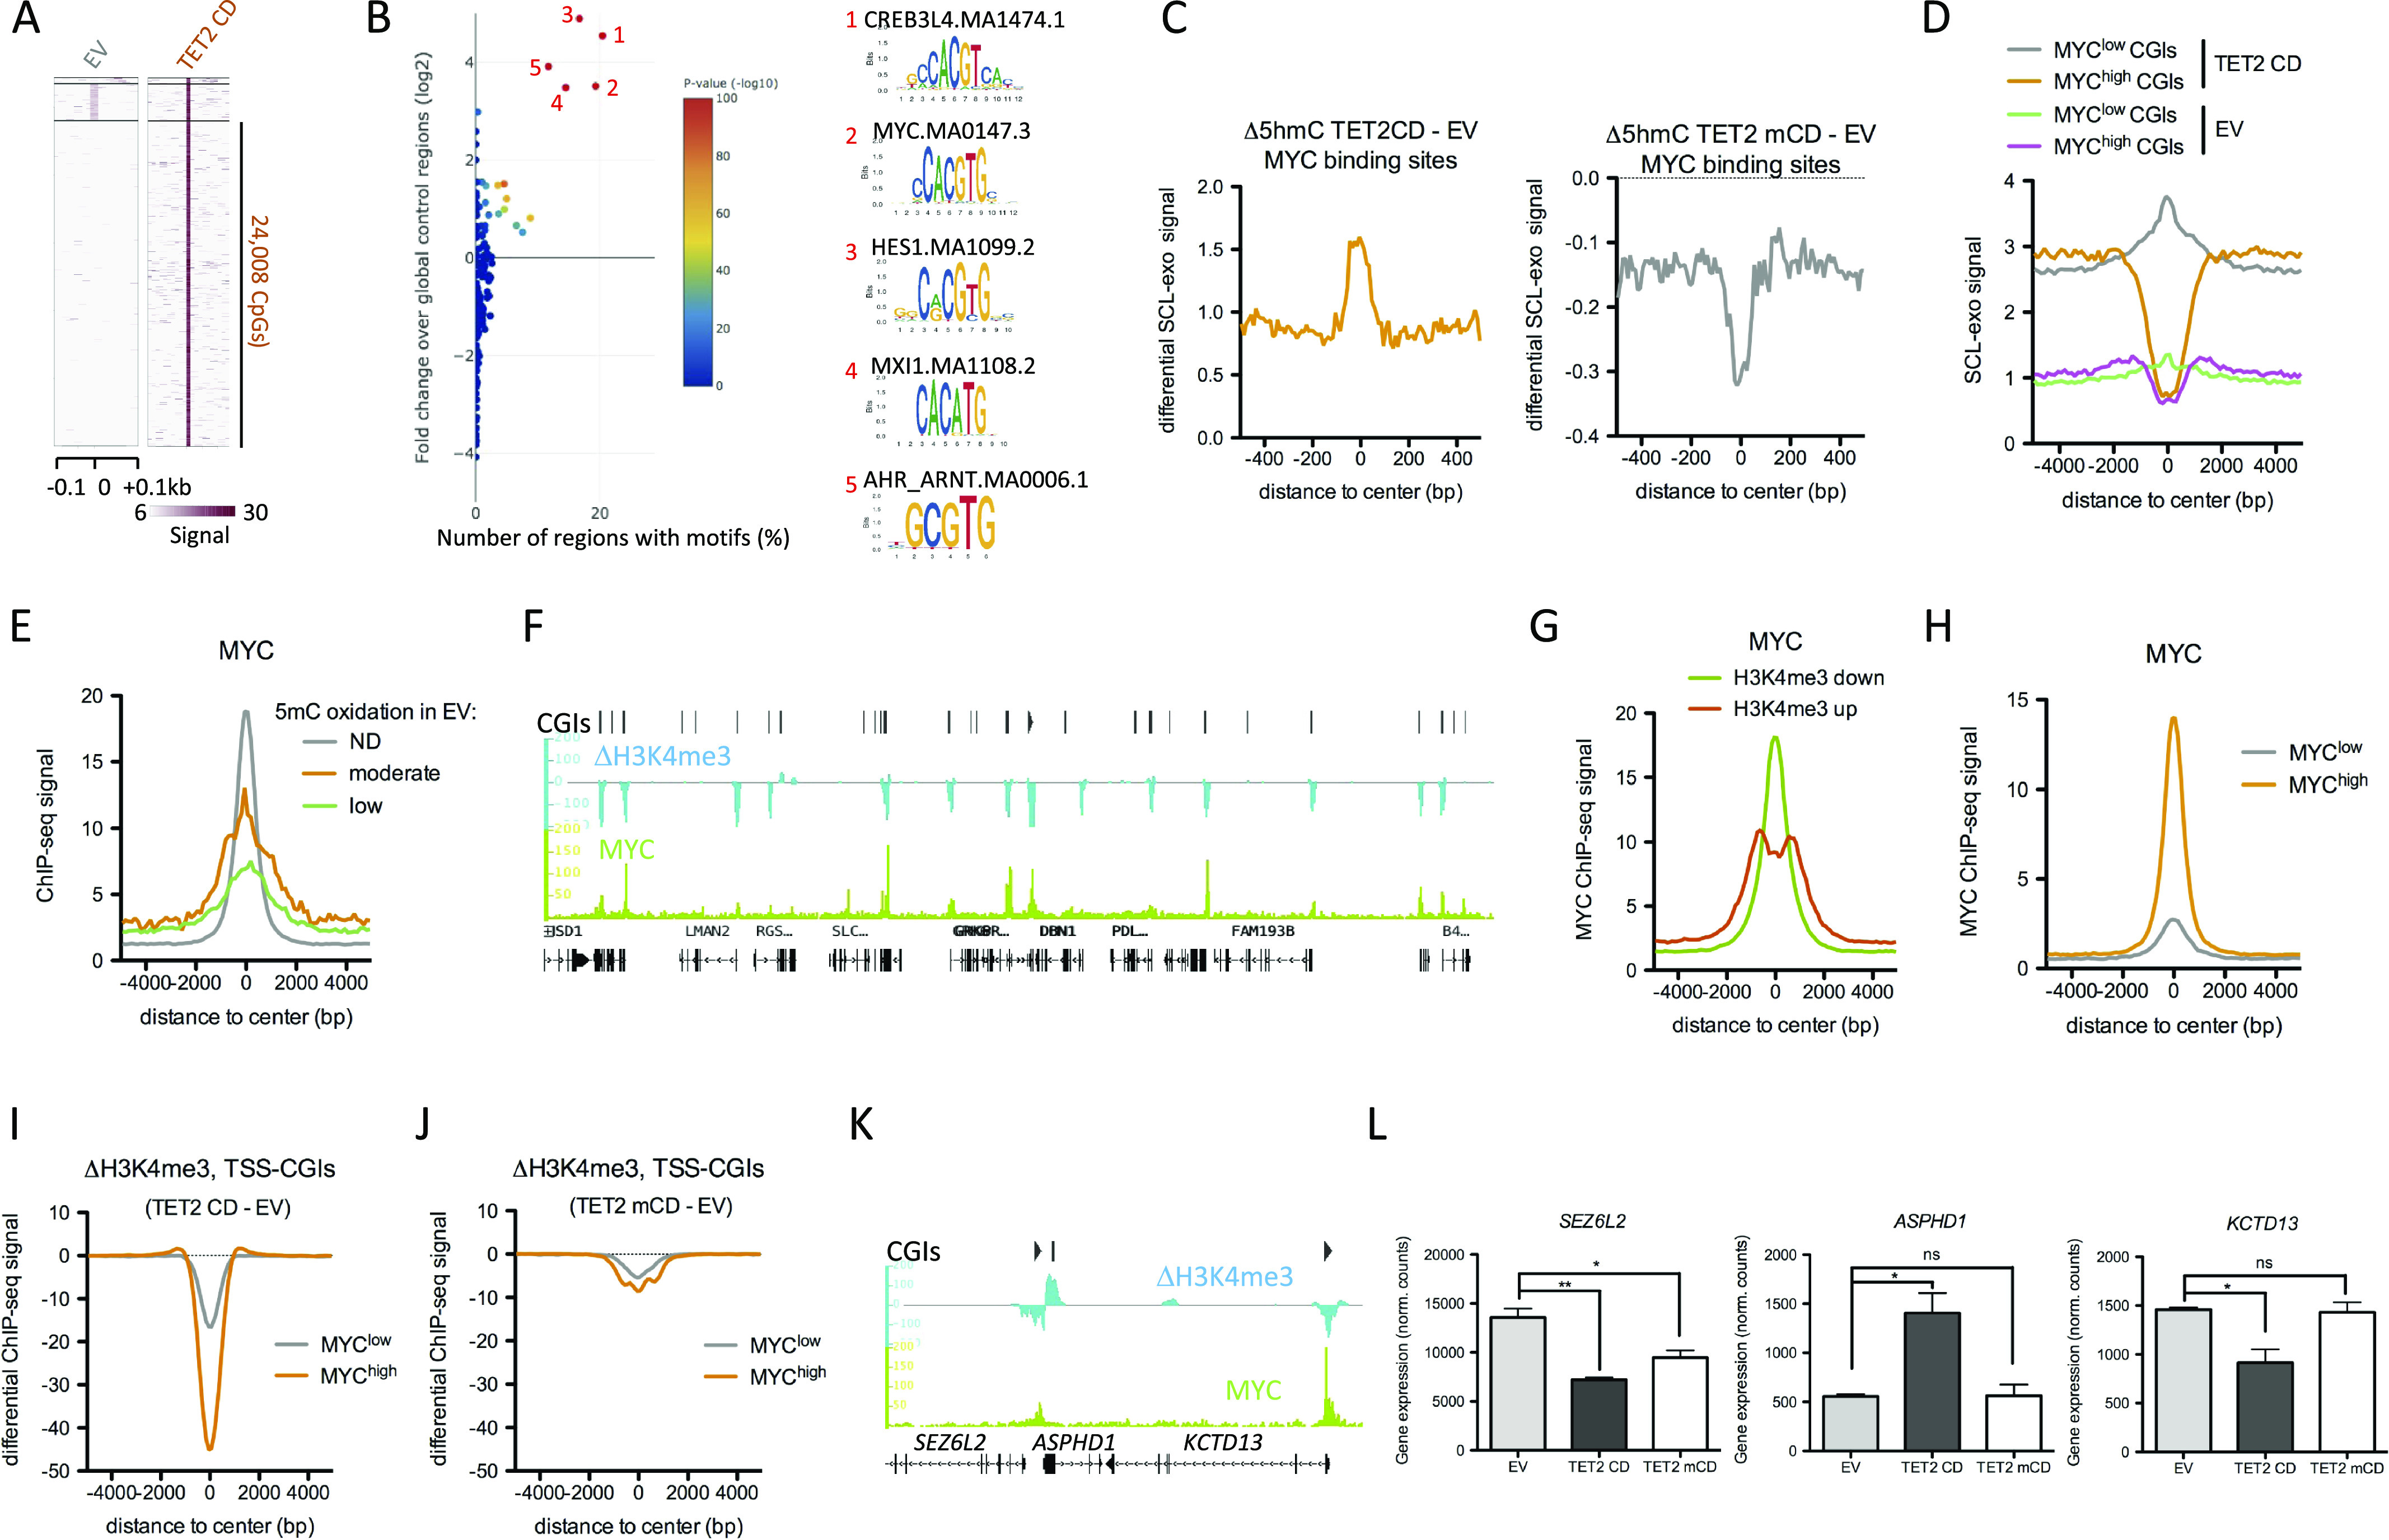
TET2 CD targets MYC-binding sites. **(A)** Identification of CpGs gaining 5hmC in TET2 CD cells versus empty vector (EV) cells by heatmap clustering. **(B)** Enrichment of transcription factor binding motifs at CpGs gaining 5hmC in TET2 CD cells. Graph was generated with TFmotifView. **(C)** Differential selective chemical labeling-exo signal between TET2 CD and EV cells (left panel) or TET2 mCD and EV cells (right panel) at MYC-binding sites in MCF-7 cells (SRR575112.1). **(D)** Selective chemical labeling-exo signal at MYC^low^ and MYC^high^ CGIs in EV and TET2 CD cells. **(E)** Average MYC enrichment at CGIs classified according to their 5mC oxidation rate. **(F)** IGB representation of MYC ChIP-seq signal and differential H3K4me3 signal between TET2 CD and EV cells at a 400-kb region of chromosome 5. **(G)** Average MYC ChIP-seq signal at H3K4me3-up or -down regions in TET2 CD cells compared with EV cells. **(H)** Average MYC ChIP-seq signal at MYC^high^ and MYC^low^ transcription start site-CGIs. **(I, J)** Differential H3K4me3 signal (I: TET2 CD - EV, J: TET2 mCD - EV) at MYC^high^ and MYC^low^ transcription start site-CGIs. **(K)** IGB snapshot of MYC ChIP-seq signal and H3K4me3 differential signal (TET2 CD - EV) at the *SEZ6L2*, *ASPHD1*, and *KCTD13* loci. **(L)** *SEZ6L2*, *ASPHD1*, and *KCTD13* mRNA levels in TET2 CD, mCD, and EV cells (normalized RNA-seq read counts, mean ± SEM, n = 3).

**Figure S3.**
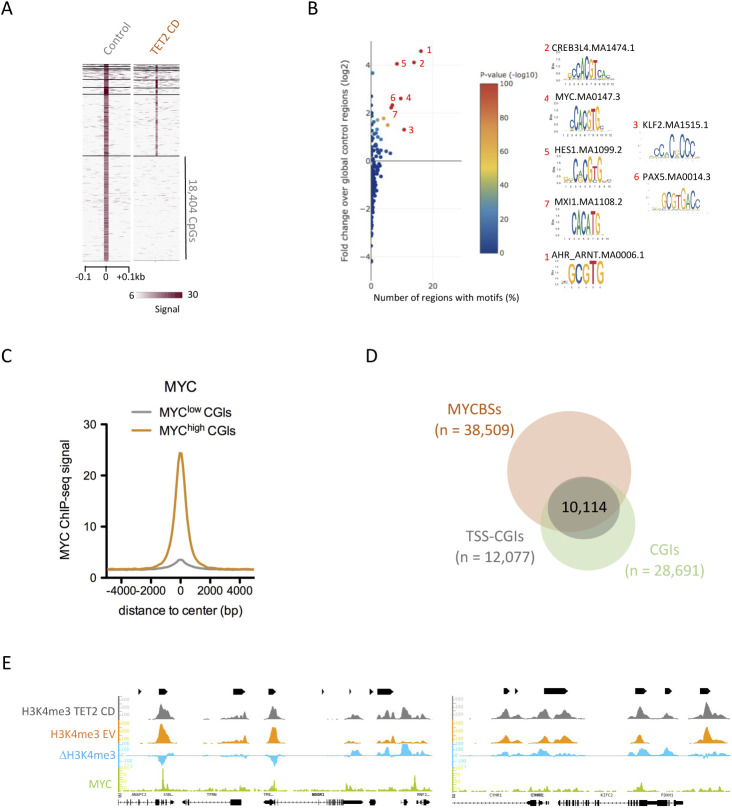
MYC-binding E box motif (CACGTG) is enriched at TET2 CD targeted CpGs. **(A)** Identification of CpGs losing 5hmC in TET2 CD cells versus empty vector (EV) cells by heatmap clustering. **(B)** Enrichment of transcription factor binding motifs at CpGs losing 5hmC in TET2 CD cells. Graph was generated with TFmotifView. **(C)** Average MYC ChIP-seq signal at MYC^low^ and MYC^high^ CGIs. **(D)** Venn diagram showing the overlap between MYC-binding sites (MYCBSs) and transcription start site-CGIs in MCF-7 cells. **(E)** IGB snapshots of H3K4me3 ChIP-seq signal in TET2 CD and EV cells and the corresponding differential signal (ΔH3K4me3, TET2 CD signal - EV signal), as well as MYC ChIP-seq signal in MCF-7 cells, at two different loci.

### Decitabine and TET2 CD induce distinct cell reprogramming

Cancer alterations in DNA methylation can be counteracted by using DNA methyltransferase inhibitors such as decitabine and 5-azacytidine (47). These drugs have been shown to promote tumor regression in hematological malignancies (48, 49, 50) and are under intensive investigation in solid tumors (51, 52). Combining HDAC inhibitors and DNA hypomethylating agents further reduced proliferation of lung cancer cells by decreasing MYC levels and reversing immune evasion (52). Interestingly, DNMT inhibitors activate antiviral response genes through production of dsRNA from endogenous retroviral elements (ERVs), promoting apoptosis and immune checkpoint therapy in epithelial cancer cells (53, 54, 55). To compare the respective impact of TET2 CD expression and decitabine in MCF-7 cells, we first extracted DEGs (FC ≥ 2 and FC ≤ 0.5, adjusted *P*-value ≤ 0.05) from public RNA-seq data of MCF-7 cells treated daily with 100 nM decitabine for 96 h (33). Consistent with the data obtained from other cell lines (33), the main outcome of decitabine in terms of gene regulation in MCF-7 cells was activation. Indeed, only 4.7% (80 of 1704) of the DEGs were down-regulated by decitabine treatment (Fig 4A). This was in striking contrast to TET2 CD DEGs, which showed 58.5% (906 of 1,548) of down-regulated genes (Fig 4A). In addition, the set of DEGs poorly overlapped between decitabine treatment and TET2 CD, with only 129 up-regulated genes in common, including *MCAM* (Fig 4B and C). Conversely, *DSCR8*, an lncRNA known to activate WNT/β-catenin signaling in hepatocellular carcinoma (56), was confirmed to be massively induced by decitabine in MCF-7 cells by RT-qPCR (Fig 4B and C). These data suggest that decitabine-induced and TET2 CD–induced transcriptional changes differ substantially.

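Of the genes called in TET2 CD cells, 52.1% were lower than in EV cells. Among them, GFRA1, a receptor of glial cell line-derived growth factors, fell from 60539 ± 9232 to 15065 ± 3038 normalized counts, a log2 fold change of -2.02 (SE 0.18, adjusted p = 0.000114 from edgeR's quasi-likelihood test). SLC12A4, a potassium-chloride cotransporter, was among the higher genes, from 322 ± 49.5 to 1929 ± 188, a log2 fold change of 2.56 (SE 0.15, adjusted p = 1.76e-05 from the same test). At an adjusted p of at most 0.05 from edgeR and any fold, 3351 genes were higher and 3375 lower, and the median log2 fold change of all genes was 0.032.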

**Figure 4.**
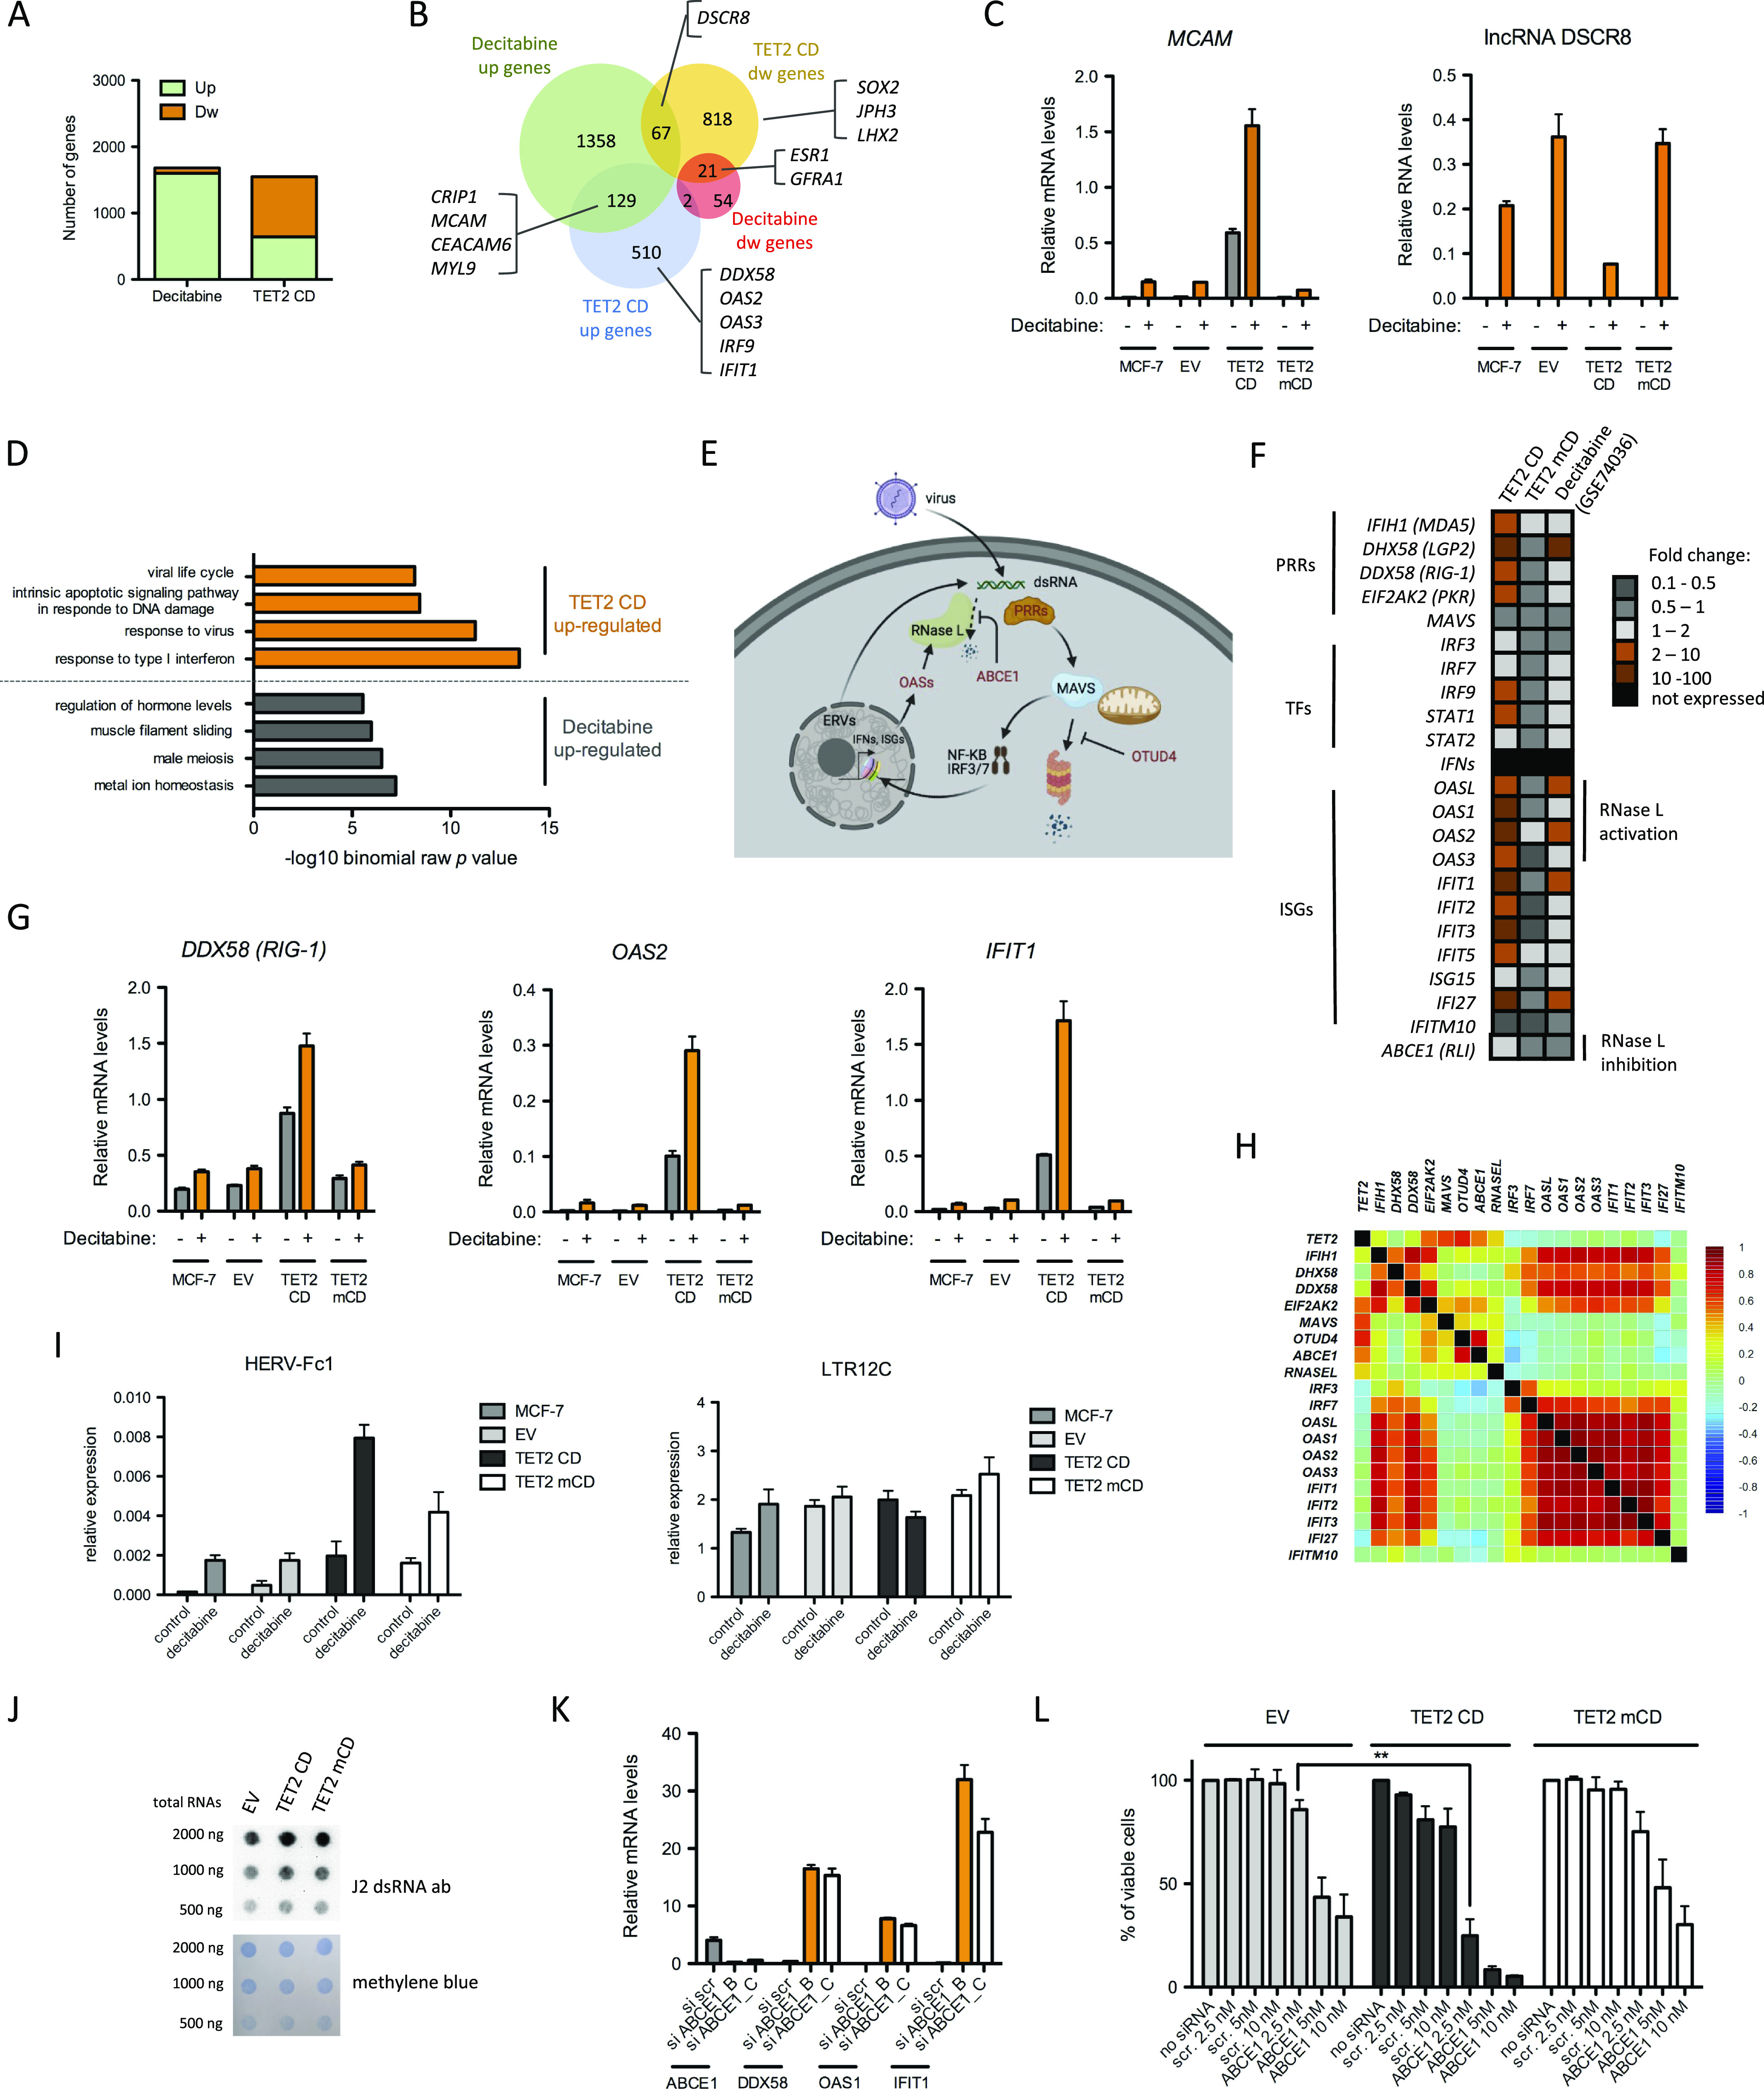
Differential transcriptional rewiring between TET2 CD expression and decitabine treatment. **(A)** Distribution of up- and down-regulated genes in DEGs from decitabine-treated MCF-7 cells (GSE74036) and from TET2 CD cells versus empty vector (EV) cells. **(B)** Overlap between DEG lists from decitabine-treated MCF-7 cells and from TET2 CD cells versus EV cells. A number of genes mentioned in text are highlighted. Note that the *ESR1* gene encoding ERα is down-regulated both in decitabine-treated MCF-7 cells and in TET2 CD cells. **(C)** RT-qPCR validation of the similar and opposite effects of decitabine and TET2 CD expression on *MCAM* and *DSCR8* RNA levels, respectively (mean ± SEM, n = 3). **(D)** Functional annotation of TET2 CD and decitabine up-regulated genes with GREAT. Only the top significantly enriched GO Biological processes are shown. **(E)** Outline of the antiviral response pathway. Double-stranded (ds) RNAs originating from viruses or from transcription of endogenous retroviral sequences (ERVs) can be sensed by pattern recognition receptors (PRRs), which activate the mitochondria-associated protein MAVS. Active MAVS is protected from degradation by OTUD4 and stimulates the nuclear translocation of IRF3, IRF7, and NF-KB transcription factors to induce expression of type I interferon genes (IFNs) and, in turn, interferon-stimulated genes. Among interferon-stimulated genes, OAS1,2,3 and L activate RNAse L, which ultimately degrades dsRNAs. Activity of RNAse L can be counteracted by ABCE1 (figure made with BioRender, https://biorender.com). **(F)** Heatmap representation of the fold change of genes implicated in the type I interferon and antiviral response pathways. **(G)** RT-qPCR measurement of *DDX58*, *OAS2*, and *IFIT1* in MCF-7 clones treated or not with 100 nM decitabine for 96 h (mean ± SEM, n = 3). **(H)** Correlation heatmap between TET2 and genes from the antiviral response pathway in BRCA tumors (normal-like tumors, n = 639). **(I)** RT-qPCR analysis of HERV-Fc1 and LTR12C endogenous retroviruses. Cells were treated with 100 nM decitabine for 96 h (mean ± SEM, n = 3). **(J)** Dot blot analysis of dsRNA in total RNA from EV, TET2 CD, and TET2 mCD cells. **(K)** RT-qPCR analysis of *ABCE1*, *DDX58*, *OAS1*, and *IFIT1* in MCF-7 cells transfected either with a scrambled (scr) siRNA or with siRNA B and C targeting *ABCE1* (mean ± SEM, n = 3). **(L)** Cell viability (MTT assay) after transfection of increasing concentrations of scrambled siRNA (scr) or *ABCE1* siRNA C (mean ± SEM, n = 3).

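In the RNA sequencing, ESR1 fell from 20218 ± 2801 to 8225 ± 1677 normalized counts in TET2 CD cells, a log2 fold change of -1.31 (SE 0.17, adjusted p = 0.00078 from edgeR's quasi-likelihood test). Of 42 genes that estrogen induces, 7 rose, 13 fell and 22 did not pass the test (8 higher and 14 lower when adjusted over the list alone) without added estradiol. Among them, RET, a growth factor receptor, fell with a log2 fold change of -2.29 (SE 0.21, adjusted p = 0.000137 from the same test). The list gave adjusted p = 0.0465 from limma's camera and adjusted p = 0.535 with an estimated correlation. It had adjusted p = 0.0738 without EV replicate 2 and adjusted p = 0.101 without TET2 CD replicate 2 from limma's camera, over a range of 0.00393 to 0.535 in its alternatives.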

Next, GO annotation of decitabine and TET2 CD–induced genes revealed a TET2 CD–specific enrichment in antiviral response genes (Fig 4D and E). Such genes included pattern recognition receptors (PRRs) involved in viral RNA sensing (*MDA5*, *LGP2*, *RIG-1*, and *PKR*), transcription factors (*IRF9* and *STAT1*), and interferon-stimulated genes (ISGs), whereas none of the interferon genes were induced (Fig 4E and F), consistent with an already observed interferon-independent activation of ISGs (57). 

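Of 52 interferon-stimulated genes tested, 42 rose, 1 fell and 9 did not pass the test (42 higher and 1 lower when adjusted over the list alone) in TET2 CD cells, with a median log2 fold change of 1.76. IFI27 rose from 18.3 ± 4.46 to 1016 ± 557 normalized counts, a log2 fold change of 5.78 (SE 0.46, adjusted p = 6.49e-05 from edgeR's quasi-likelihood test). PARP10, an ADP-ribosyltransferase, rose from 52.1 ± 8.07 to 1654 ± 476, a log2 fold change of 4.96 (SE 0.26, adjusted p = 9.51e-06 from the same test). LGALS3BP, a secreted glycoprotein, was the member that fell, with a log2 fold change of -2.30 (SE 0.17, adjusted p = 4.86e-05 from the same test). Of 21 genes of viral RNA sensing and signalling, 12 rose, 2 fell and 7 did not pass the test (12 higher and 2 lower when adjusted over the list alone). The sensor genes IFIH1 (MDA5), DHX58 (LGP2), DDX58 (RIG-I) and EIF2AK2 (PKR) rose with log2 fold changes of 2.78, 3.50, 2.51 and 1.01 (adjusted p = 0.000232, 0.00142, 0.000762 and 0.00905 from the same test). The transcription factor genes IRF9 and STAT1 rose with 1.78 and 1.20 (adjusted p = 0.000525 and 0.00299 from the same test). Of the type I interferon receptor, IFNAR1 fell with a log2 fold change of -0.54 (SE 0.10, adjusted p = 0.00456 from the same test), and IFNAR2, named after its value was seen, with a log2 fold change of -0.52 (SE 0.14, adjusted p = 0.0218 from the same test). No interferon gene had enough counts to be tested, and of 22, 3 had a count in the 3 EV libraries (at most 3 in 1 library) and 5 in the 3 TET2 CD libraries (at most 7). Together they had 8 counts in the EV and 36 in the TET2 CD libraries. The sum was thus higher in TET2 CD cells, but the counts were too few to test single genes against the spread between replicates. Of 16 markers of other cell types, 9 had enough counts to be tested. Of these 9, 2 rose, 2 fell and 5 did not pass the test (2 higher and 2 lower when adjusted over the list alone). The monocyte marker CD14 and the endothelial marker CDH5 rose with log2 fold changes of 1.87 and 2.54, and the connective tissue genes COL1A1 and LUM fell with -2.14 and -1.28. The interferon-stimulated list gave adjusted p = 1.6e-17 from limma's camera and adjusted p = 0.338 with an estimated correlation. Sensing and signalling gave adjusted p = 0.00286 from limma's camera and adjusted p = 0.338 with an estimated correlation, and other cell types adjusted p = 0.386 from limma's camera and adjusted p = 0.535 with an estimated correlation. The test was not passed by IFNAR2 and LUM without EV replicate 1 (adjusted p = 0.0804 and 0.111), IFNAR2, CD14 and LUM without EV replicate 2 (adjusted p = 0.078, 0.0901 and 0.0555), IFNAR2 and LUM without TET2 CD replicate 2 (adjusted p = 0.0797 and 0.1), CD14 and LUM without EV replicate 3 (adjusted p = 0.0814 and 0.0513), LUM without TET2 CD replicate 3 (adjusted p = 0.0883), LUM with DESeq2 (adjusted p = 0.0574) and LUM with DESeq2 and moderated fold changes (adjusted p = 0.0565), over a range of 0.0038 to 0.111 in these genes' alternatives.

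**Figure D2:**
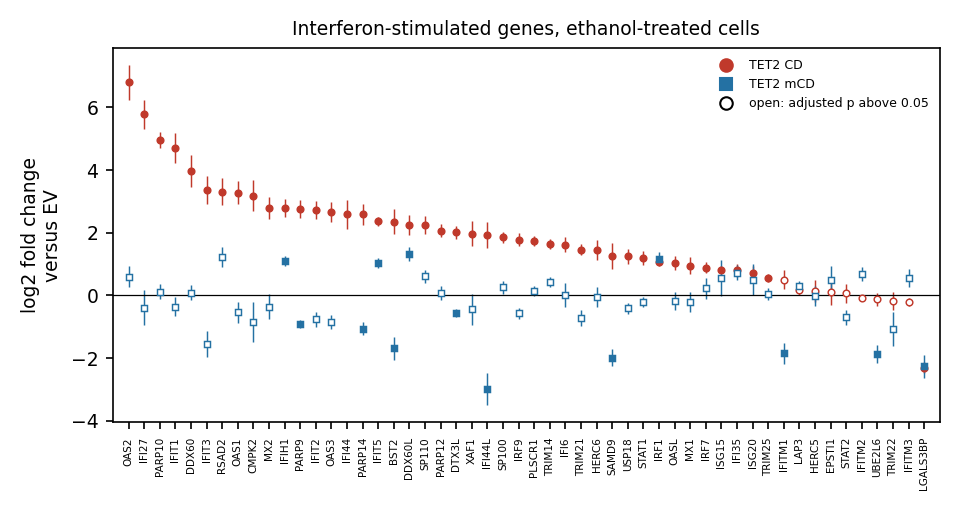
Log2 fold change (y axis) of the tested interferon-stimulated genes (x axis) against EV cells in ethanol. TET2 CD cells are red circles and TET2 mCD cells blue squares, with bars for the standard error. Filled symbols mark an adjusted p of at most 0.05. For TET2 CD cells, 42 genes lie above 0 with a filled symbol and 1, LGALS3BP, below.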

Of note, the four *OAS* genes which are involved in RNAse L activation through synthesis of 2′-5′-oligoadenylate (58) were highly induced in TET2 CD cells, whereas the RNAse L inhibitor ABCE1 showed a moderate twofold increase (Fig 4F). 

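OAS2 rose from 12.0 ± 2.47 to 1371 ± 879.6 normalized counts in TET2 CD cells, a log2 fold change of 6.80 (SE 0.56, adjusted p = 8.09e-05 from edgeR's quasi-likelihood test). OAS1 rose from 99.7 ± 25.2 to 974 ± 449, a log2 fold change of 3.28 (SE 0.36, adjusted p = 0.000335 from the same test). OAS3 rose from 1004 ± 163 to 6419 ± 2894, a log2 fold change of 2.66 (SE 0.31, adjusted p = 0.000414 from the same test), and OASL from 116 ± 12.1 to 239 ± 59.6, a log2 fold change of 1.02 (SE 0.22, adjusted p = 0.00794 from the same test). ABCE1, which also acts in ribosome recycling, rose from 2274 ± 83.9 to 4634 ± 1812, a log2 fold change of 1.01 (SE 0.24, adjusted p = 0.0111 from the same test). RNASEL, the gene of the endoribonuclease itself, had 664 ± 52.5 normalized counts in EV and 695 ± 92.6 in TET2 CD cells, a log2 fold change of 0.046 (SE 0.14, adjusted p = 0.827 from the same test). Its log2 fold change was -0.024 without EV replicate 3, -0.0053 without TET2 CD replicate 2 and -0.029 without TET2 CD replicate 3. ABCE1 did not pass the test without EV replicate 2 (adjusted p = 0.0519), with an adjusted p from 0.000283 to 0.0519 over its alternatives.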

As already described in various cancer cell types, decitabine activated a subset of these genes (Fig 4F). TET2 CD induction of *DDX58*, *OAS2*, and *IFIT1* was confirmed by RT-qPCR, and these genes were further activated upon decitabine treatment (Fig 4G). However, when looking at the correlation between TET2 expression and antiviral response genes in breast cancer patients, a positive correlation was found only for *EIF2AK2*, *MAVS*, *OTUD4*, *ABCE1*, and *RNase L* expression levels (Fig 4H). By contrast, expression of ISGs in patients strongly correlated with expression of PRRs but not with expression of *MAVS*, *OTUD4*, *ABCE1*, and *RNase L*. One possible explanation could be that tumor cells with high PPRs, MAVS, OTUD4, ISGs, and RNAse L are undergoing cell death and are thus counterselected. The antiviral state triggered by decitabine has been shown to associate with an increased transcription of endogenous retroviruses (ERVs, (54, 55)). Consistent with these studies, transcription of HERV-Fc1 was increased by decitabine in our cell lines, but basal expression was higher in TET2 CD cells and in TET2 mCD cells (Fig 4I). Conversely, the LTR12C RNA levels were high in all conditions (Fig 4I). In agreement with these expression data, dot blot analysis of dsRNA levels did not show dramatic differences between cell clones (Fig 4J). 

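Of the 22 antiviral genes of Fig 4F, 18 rose, 1 fell and 3 did not pass the test (18 higher and 1 lower when adjusted over the list alone) in TET2 CD against EV cells. The member that fell was IFITM10, with a log2 fold change of -3.43 (SE 0.28, adjusted p = 7.06e-05 from edgeR's quasi-likelihood test). Of the 21 tested in TET2 mCD against EV cells, 2 rose, 1 fell and 18 did not pass the test (2 higher and 5 lower when adjusted over the list alone). Those that rose in TET2 mCD cells were the sensor gene IFIH1, with a log2 fold change of 1.09 (SE 0.15, adjusted p = 0.0076 from the same test), and IFIT5, with a log2 fold change of 1.04 (SE 0.16, adjusted p = 0.0109 from the same test). IFITM10 fell there with a log2 fold change of -1.31 (SE 0.23, adjusted p = 0.0166 from the same test). IFIT3, whose protein binds viral RNA in a complex, had 34.2 ± 15.7 normalized counts in EV, 360.3 ± 173 in TET2 CD and 11.7 ± 2.17 in TET2 mCD cells, with a log2 fold change of 4.91 (SE 0.46, adjusted p = 0.000883 from the same test) between TET2 CD and TET2 mCD. Between the same clones OAS2 had a log2 fold change of 6.19 (SE 0.57, adjusted p = 0.000883 from the same test). Of 51 interferon-stimulated genes, 4 rose, 9 fell and 38 did not pass the test (7 higher and 15 lower when adjusted over the list alone) in TET2 mCD against EV cells. SAMD9, an antiviral factor, fell with a log2 fold change of -1.99 (SE 0.28, adjusted p = 0.0075 from the same test), and those that rose were IFIH1, IFIT5, DDX60L and IRF1, the last 2 named after their values were seen. Of 52, 34 were higher in TET2 CD than in TET2 mCD cells and 18 did not pass the test (38 higher and 2 lower when adjusted over the list alone). This list gave adjusted p = 0.273 from limma's camera and adjusted p = 0.721 with an estimated correlation for TET2 mCD against EV and adjusted p = 6.53e-27 from limma's camera and adjusted p = 0.156 with an estimated correlation for TET2 CD against TET2 mCD cells. The genes of Fig 4F gave adjusted p = 3.86e-10 from limma's camera and adjusted p = 0.306 with an estimated correlation in TET2 CD against EV cells, and their counts are not independent evidence, since the paper chose them on these samples. For TET2 mCD against EV cells, the test was not passed by IFIH1, IFIT5, IFITM10, DDX60L and IRF1 without EV replicate 1 (adjusted p = 0.0519, 0.067, 0.054, 0.0542 and 0.0785), IFIH1, IFIT5, IFITM10, DDX60L and IRF1 without EV replicate 2 (adjusted p = 0.0692, 0.078, 0.083, 0.106 and 0.102), IFIH1, IFIT5, IFITM10, DDX60L and IRF1 without EV replicate 3 (adjusted p = 0.0526, 0.0773, 0.0862, 0.0959 and 0.104) and IFIT5, IFITM10, DDX60L and IRF1 without TET2 mCD replicate 1 (adjusted p = 0.0671, 0.0949, 0.0601 and 0.0861), over a range of 3.01e-10 to 0.106 in these genes' alternatives.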

Considering that antiviral genes were not induced in TET2 mCD cells, whereas HERV-Fc1 expression was increased, activation of the antiviral state by TET2 CD may require additional mechanisms. Knowing that (i) viral and ERV RNAs are methylated in cells (59, 60), (ii) RNA methylation decreases the antiviral response (61), and (iii) in ES cells, TET2 oxidizes 5mC in ERV RNAs (60); it is then possible that the high antiviral response in TET2 CD cells reflects a dual action of TET2 on both genomic DNA and RNA transcribed from repeated sequences. Such a scenario would be compatible with the additive effect observed when combining active TET2 CD and decitabine (Fig 4G and I). Of note, viral mimicry did not induce the death of TET2 CD cells, suggesting that the level of activation of the innate immune pathway remained below the threshold required for cell death commitment. Because RNAse L activation by 2′-5′-oligoadenylate is counteracted by the RNase L inhibitor RLI/ABCE1 (58, 62), we next tested the hypothesis that activation of the antiviral response pathway could sensitize TET2 CD cells to RNAse L–mediated cell death by transfecting siRNAs targeting ABCE1. Efficient knockdown of ABCE1 mRNA levels was observed, together with a massive induction of viral response genes in siRNA-transfected MCF-7 cells (Fig 4K). MTT assays of cells challenged with increasing concentration of ABCE1 siRNAs next revealed an increased ability of ABCE1 knockdown to induce cell death in TET2 CD cells compared with EV and TET2 mCD cells (Fig 4L). Collectively, these data indicate that enforced TET2 activity in MCF-7 breast cancer cells triggers a pre-activated antiviral state that predisposes cells to death induced by ABCE1 inactivation.

### TET2 regulates lysosome function

Innate immune response triggered by viral infection is associated with an RNase L–dependent autophagy of viral particles (63). Although autophagy was not a term enriched by gene ontology analysis of our RNA-seq data, a significant association of TET2 CD down-regulated genes (FC ≥ 2) with lysosome annotation was evidenced, and this association was even more pronounced when using a less stringent threshold of a 1.5-fold decrease (Figs 5A and S4A). 

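Of 112 genes of lysosomal enzymes, lysosomal membrane proteins and the vacuolar ATPase, 44 (39.3%) were at least 1.5-fold lower in TET2 CD than in EV cells and 7 (6.25%) at least 1.5-fold higher. Among all other genes tested, 13.7% were lower and 13.9% higher by that fold (Fisher's exact test on both sides, p = 2.39e-11 for the lower and p = 0.0186 for the higher, over genes that are not independent). As lists of their own, the lumen enzymes gave adjusted p = 1.64e-05 from limma's camera and adjusted p = 0.471 with an estimated correlation, the membrane proteins adjusted p = 0.00185 from limma's camera and adjusted p = 0.471 with an estimated correlation and the ATPase adjusted p = 0.0574 from limma's camera and adjusted p = 0.507 with an estimated correlation. Of 54 enzymes of the lysosomal lumen tested in TET2 mCD against EV cells, 1 rose, 11 fell and 42 did not pass the test (1 higher and 11 lower when adjusted over the list alone). There the list gave adjusted p = 0.00106 from limma's camera and adjusted p = 0.721 with an estimated correlation. Between TET2 CD and TET2 mCD cells it gave adjusted p = 0.217 from limma's camera and adjusted p = 0.781 with an estimated correlation. In TET2 CD against EV cells, of 55 such enzymes 8 rose, 30 fell and 17 did not pass the test (9 higher and 31 lower when adjusted over the list alone). ARSK, a sulfatase, fell with a log2 fold change of -2.49 (SE 0.17, adjusted p = 3.31e-05 from edgeR's quasi-likelihood test), and IFI30, a thiol reductase, with a log2 fold change of -2.35 (SE 0.17, adjusted p = 4.04e-05 from the same test). Of 34 membrane proteins, 2 rose, 18 fell and 14 did not pass the test (2 higher and 19 lower when adjusted over the list alone). ABCB9, a peptide transporter, fell with a log2 fold change of -1.38 (SE 0.14, adjusted p = 0.000226 from the same test). LAMP3 rose with a log2 fold change of 2.04 (SE 0.29, adjusted p = 0.00102 from the same test), and so did the cholesterol transporter gene NPC1, named after its value was seen, with a log2 fold change of 0.46 (SE 0.10, adjusted p = 0.00929 from the same test). Of 23 subunits of the vacuolar ATPase, 2 rose, 11 fell and 10 did not pass the test (2 higher and 11 lower when adjusted over the list alone). The accessory subunit gene ATP6AP1 and ATP6V0A4 fell with log2 fold changes of -0.78 and -1.94, and those that rose, named after their values were seen, were ATP6V1B1 and ATP6V1B2. Of 18 genes of mTORC1 and its anchor at the lysosome, 7 fell and 11 did not pass the test (7 lower when adjusted over the list alone), with log2 fold changes of -0.74 for MLST8, of the kinase complex, and -1.35 for RRAGD, a GTPase. Of 37 core autophagy genes, 6 rose, 7 fell and 24 did not pass the test (6 higher and 7 lower when adjusted over the list alone). ATG4A, a protease of ATG8 proteins, and BECN1, of the lipid kinase complex, fell with log2 fold changes of -1.39 and -0.55, and GABARAP, an ATG8 protein, rose with 0.64. The mTORC1 list gave adjusted p = 0.0574 from limma's camera and adjusted p = 0.311 with an estimated correlation and autophagy adjusted p = 0.733 from limma's camera and adjusted p = 0.845 with an estimated correlation. From the same camera test, the ATPase list had adjusted p = 0.0132 without EV replicate 3 and adjusted p = 0.0362 without TET2 CD replicate 1, over a range of 0.0132 to 0.507, and the mTORC1 list adjusted p = 0.047 and adjusted p = 0.0471, over a range of 0.047 to 0.311. The test was not passed by ATP6V1B1 without EV replicate 1 (adjusted p = 0.084), ATP6V1B1 without EV replicate 3 (adjusted p = 0.0627), ATP6V1B1 without TET2 CD replicate 2 (adjusted p = 0.0579), ATP6V1B1 without TET2 CD replicate 3 (adjusted p = 0.0579) and ATP6V1B2 without EV replicate 2 (adjusted p = 0.0745), over a range of 0.000821 to 0.084 in these genes' alternatives.

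**Figure D3:**
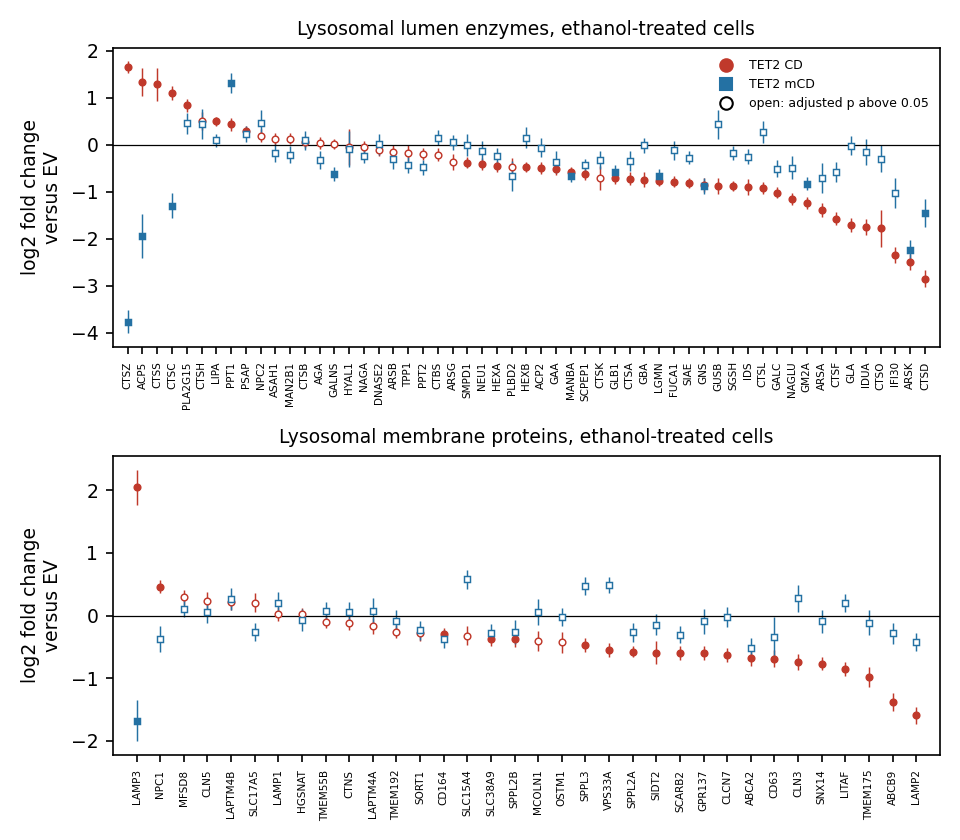
Log2 fold change (y axis) of enzymes of the lysosomal lumen and of lysosomal membrane proteins (x axis, 1 panel each) against EV cells in ethanol. TET2 CD cells are red circles and TET2 mCD cells blue squares, with bars for the standard error. Filled symbols mark an adjusted p of at most 0.05. For TET2 CD cells, 30 of 55 lumen enzymes and 18 of 34 membrane proteins lie below 0 with a filled symbol.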

As already suggested in Fig 2N–P, these data indicate that TET2 CD cells are endowed with altered lysosomal function. Down-regulation of *CLN3*, *CTSD*, and *NAGLU* in TET2 CD cells was further confirmed by RT-qPCR analysis, and expression of these three genes was shown to be anticorrelated with TET2 expression levels in the breast cancer TCGA cohort of patients (n = 1,218), validating our in vitro observations (Figs 5B and C and S4B and C). By using siRNAs targeting all three TETs, expression of *CTSD* and *CLN3* was shown to be specifically repressed by TET2 in MCF-7 and T47D breast cancer cells and, to a lower extent, in HEK293T kidney cancer cells (Fig S4D). Using the Pan-Cancer TCGA dataset gathering RNA-seq data from 11,060 patients, an anticorrelation between *TET2* expression and mRNA levels of lysosome proteins was confirmed for *CLN3*, *CTSD*, *CTSF*, *CTSZ*, *IFI30*, and *NAGLU*, suggesting TET2 might down-regulate lysosomal genes in various types of cancer (Fig S4E). To interrogate a possible impact of TET2 CD expression on lysosome activity, acidic vesicles were next labeled with LysoTracker Red (64). Data showed that acidic vesicle size was higher in TET2 CD cells, indicating a potential engorgement of lysosomes (Fig 5D and E). Lysosomes often position next to the centrosome where they have a high probability to fuse with autophagosomes guided by molecular motors (65). Such a pericentrosomal positioning was obvious in the EV, TET2 CD, and TET2 mCD cells, but a fraction of TET2 CD cells showed lysosomes that were scattered around the nucleus (Fig 5D). Reduced levels of hydrolytic enzymes and mislocalized lysosomes have been observed in *CLN3*-mutant cells (66), and engorged lysosomes were described in *SNX14* mutants, causing cerebellar atrophy in humans (67). Consistent with these observations, *SNX14* mRNA levels were also reduced in TET2 CD RNA-seq data (Fig 5A).

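SNX14 (ENSG00000135317.8), a sorting nexin of late endosomes and the endoplasmic reticulum, fell from 5105 ± 528 normalized counts in EV to 3042 ± 78.2 in TET2 CD cells. This is a log2 fold change of -0.77 (SE 0.11, adjusted p = 0.00116 from edgeR's quasi-likelihood test). TET2 mCD cells had 4860.1 ± 846 normalized counts of SNX14.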

**Figure 5.**
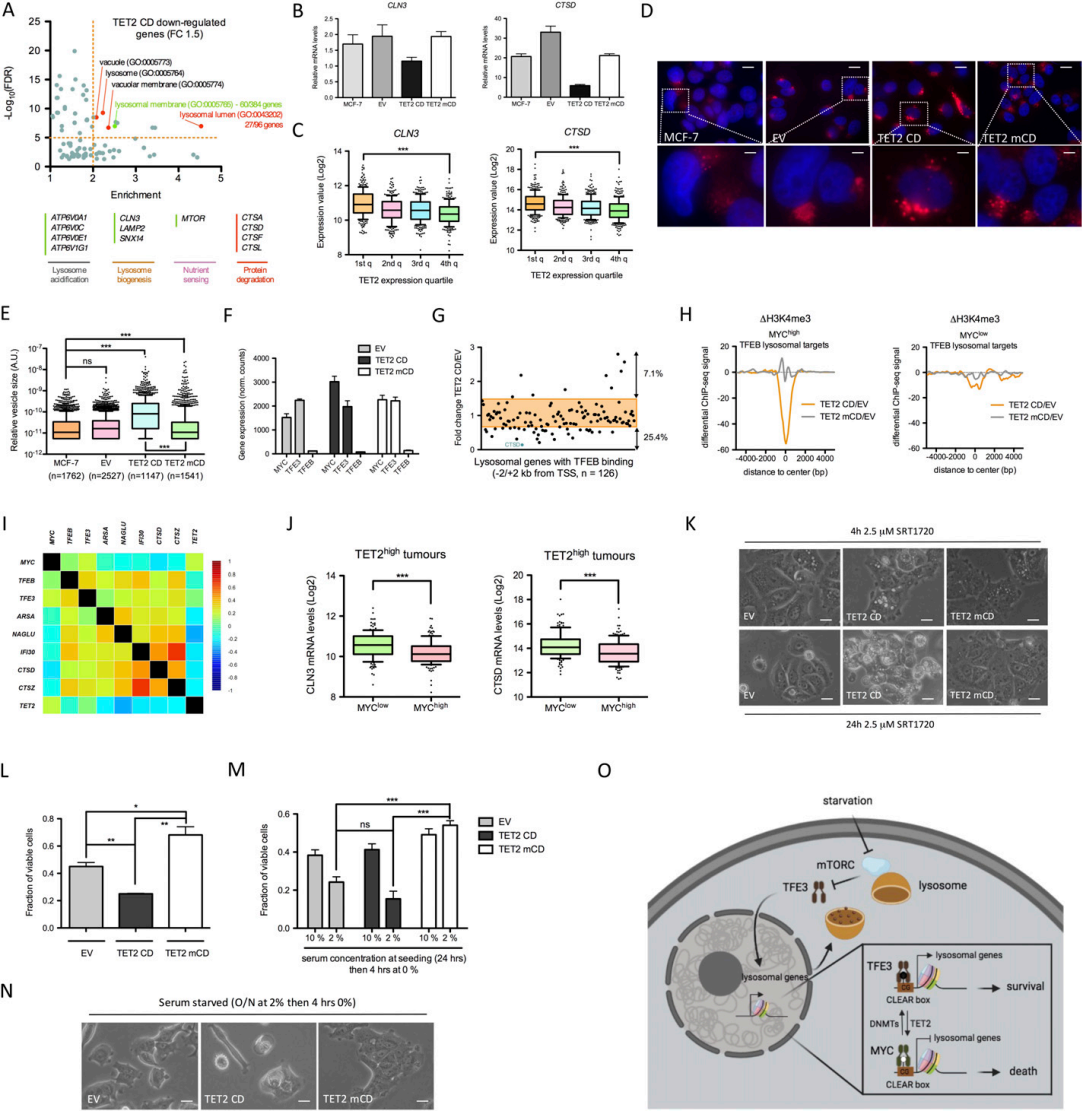
TET2 alters lysosome function. **(A)** GO cellular component annotation (Pantherdb) of 1.5-fold down-regulated genes in TET2 CD cells compared with empty vector cells. Specific down-regulated genes from the lysosomal membrane and lysosomal lumen annotations are shown as examples. **(B)** RT-qPCR analysis of *CLN3* and *CTSD* mRNA levels in MCF-7 clones (mean ± SEM, n = 3). **(C)** Expression levels of *CLN3* and *CTSD* as a function of *TET2* mRNA levels ranked in quartiles (first quartile: lowest expression, fourth quartile: highest expression) in BRCA tumors (TCGA BRCA dataset, n = 1,218). **(D)** LysoTracker Red labeling of acidic vesicles in MCF-7 clones (scale bars: 20 μm for upper images and 5 μm for lower images). **(E)** Semiquantification of acidic vesicle size in MCF-7 clones with ImageJ. **(F)** Expression levels (RNA-seq–normalized read counts, mean ± SEM, n = 3) of transcription factors regulating lysosomal genes in MCF-7 clones. **(G)** Expression fold change in TET2 CD cells compared with empty vector cells of 126 genes associated with lysosome biogenesis and function and engaged by TFEB (ChIP-seq data from HUVECs) within 2 kb of their transcription start sites. **(H)** Differential H3K4me3 ChIP-seq signal at MYC^high^ (left panel) and MYC^low^ (right panel) transcription start sites of TFEB lysosomal target genes. **(I)** Correlation heatmap between transcription factors regulating lysosome biogenesis and lysosomal genes in BRCA tumors (normal-like tumors, n = 639). **(J)** *CLN3* and *CTSD* mRNA levels in TET^high^ tumors (TCGA BRCA dataset, fourth quartile of expression, n = 302) ranked according to MYC expression (n = 151 for MYC^high^ and MYC^low^). **(K)** Representative images of MCF-7 clones treated for 4 or 24 h with 2.5 μM SRT1720 (scale bars: 20 μm). **(L)** Cell viability (MTT assay) of the MCF-7 clones treated daily with 2.5 μM SRT1720 for 96 h (mean ± SEM, n = 3). **(M)** Cell viability (MTT assay) of the MCF-7 clones grown for 24 h in 10% or 2% serum and switched to serum-free medium for 4 h (mean ± SEM, n = 3). **(N)** Representative images of MCF-7 clones grown for 24 h in 2% serum and switched to serum-free medium for 4 h (scale bars: 20 μm). **(O)** Hypothetical model of the impact of TET2 on the coordinated transcription of lysosomal genes. Under starvation, TFE3 translocates to the nucleus where it activates lysosomal genes through binding to the CACGTG-containing CLEAR motif. Turnover of 5mC (black lollipop: 5mC, white lollipop: unmethylated C) at the CLEAR motif is controlled by the respective actions of DNMTs and TET2 and impacts the competitive binding of TFE3 and MYC, leading to an altered survival capability (figure made with BioRender).

**Figure S4.**
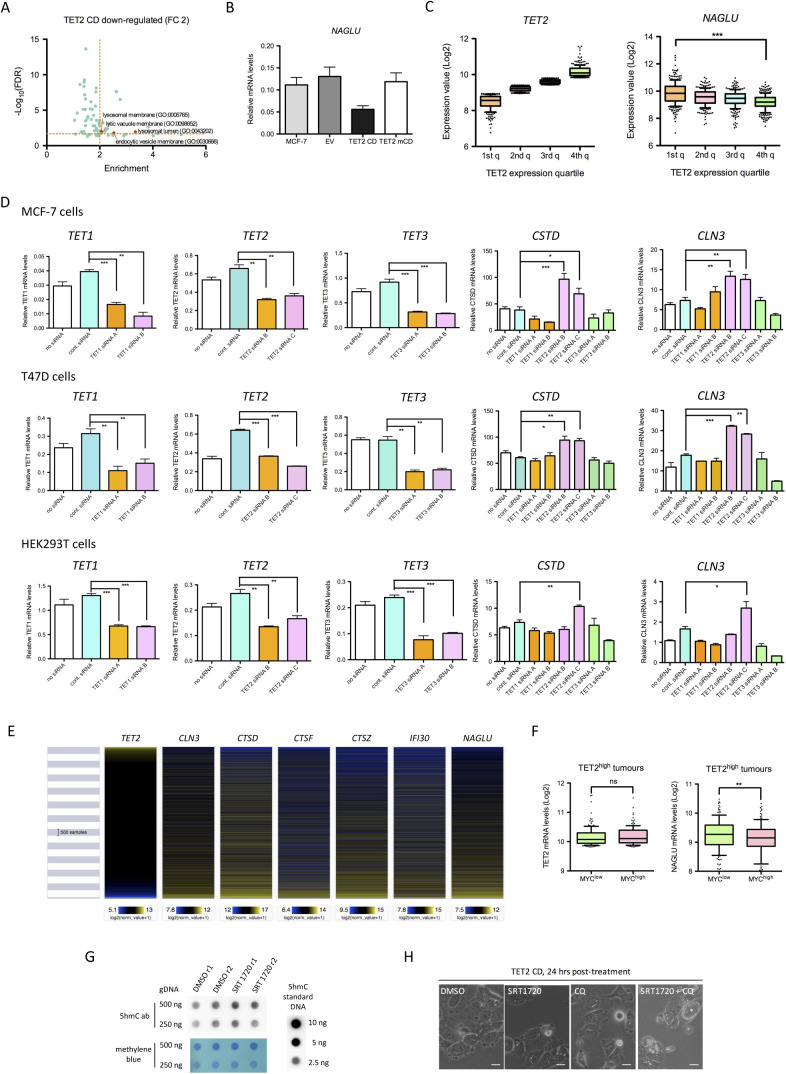
Ectopic expression of TET2 CD affects lysosomal function. **(A)** GO cellular components annotation (Pantherdb) of twofold down-regulated genes in TET2 CD cells compared with empty vector cells. **(B)** RT-qPCR analysis of NAGLU mRNA levels in MCF-7 clones (mean ± SEM, n = 3). **(C)** Expression levels of *TET2* and *NAGLU* as a function of *TET2* mRNA levels ranked in quartiles (first quartile: lowest expression, fourth quartile: highest expression) in BRCA tumors (TCGA BRCA dataset, n = 1,218). **(D)** RT-qPCR analyses of gene expression in MCF-7, T47D, and HEK293T cells transfected with siRNAs targeting *TET1*, *TET2*, or *TET3* (mean ± SEM, n = 3). **(E)** Heatmap of *TET2* and selected lysosomal gene expression in TCGA pan-cancer samples (n = 11,060). **(F)** *TET2* and *NAGLU* mRNA levels in TET^high^ tumors (TCGA BRCA dataset, fourth quartile of expression, n = 302) ranked according to MYC expression (n = 151 for MYC^high^ and MYC^low^). **(G)** Dot blot analysis of 5hmC levels in MCF-7 cells treated with DMSO or 2.5 μM of SRT1720 for 48 h. **(H)** Images of TET2 CD cells treated for 24 h with DMSO, 2.5 μM SRT170, 10 μM chloroquine (CQ), or both (scale bars: 20 μm). The white asterisk indicates a cell with a very large vacuole.

Such an effect of TET2 CD expression on the activity of a large number of lysosomal genes was striking and suggestive of an alteration of a coordinated mechanism controlling lysosomal gene expression. It has been established that transcription factors from the basic helix–loop–helix leucine zipper (bHLH-ZIP) family such as TFEB and TFE3 coordinately activate lysosomal genes through binding of their basic domain to the coordinated lysosomal expression and regulation (CLEAR) motif (GTCACGTGAC) commonly found in the promoter of these genes (68, 69). In addition, an epigenetic mechanism involving MYC binding to the CLEAR motif (which contains the high-affinity MYC-binding site CACGTG) and recruitment of HDAC9 has been shown to antagonize the coordinated action of TFEB and TFE3 on lysosomal gene expression (70). 

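All 12 lysosomal genes of Fig 5A fell in TET2 CD against EV cells (12 lower when adjusted over the list alone), from a log2 fold change of -0.69 for ATP6V1G1 to -2.85 for CTSD. LAMP2, a glycoprotein that protects the lysosomal membrane, had 17719 ± 1638 normalized counts in EV, 5952 ± 859 in TET2 CD and 13465 ± 149 in TET2 mCD cells. TET2 CD cells had a log2 fold change of -1.59 (SE 0.13, adjusted p = 8.06e-05 from edgeR's quasi-likelihood test) against EV and a log2 fold change of -1.18 (SE 0.17, adjusted p = 0.0053 from the same test) against TET2 mCD cells. The protease gene CTSL fell from 7273 ± 876 to 3916 ± 403, a log2 fold change of -0.91 (SE 0.13, adjusted p = 0.000986 from the same test), and CTSA, a carboxypeptidase, from 12400.0 ± 1551 to 7635 ± 888, a log2 fold change of -0.72 (SE 0.13, adjusted p = 0.00344 from the same test). The proton pump genes ATP6V0A1, ATP6V0C and ATP6V0E1 fell with log2 fold changes of -1.00, -0.72 and -0.87. The kinase gene MTOR fell with -0.76, and CLN3, a membrane protein mutated in Batten disease, with -0.74. In TET2 mCD against EV cells, 1 gene, CTSD, fell and 11 did not pass the test (1 lower when adjusted over the list alone). In simulated data, edgeR recovered 10% of 2-fold changes in that comparison and 56% in TET2 CD against EV cells. The 11 genes are thus not shown to be unchanged. In TET2 CD against TET2 mCD cells, 8 fell and 4 did not pass the test (10 lower when adjusted over the list alone). The list gave adjusted p = 2.79e-09 from limma's camera and adjusted p = 0.212 with an estimated correlation in TET2 CD against EV cells, and the paper chose it on these samples, so its counts are not independent evidence.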

Although MCF-7 cells did not express TFEB, they showed high levels of TFE3 and MYC mRNAs (Fig 5F), suggesting that these two factors might compete for lysosomal gene regulation in these cells. 

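MYC rose from 1534 ± 279 to 3092 ± 401 normalized counts in TET2 CD cells, a log2 fold change of 0.99 (SE 0.16, adjusted p = 0.00193 from edgeR's quasi-likelihood test). TFE3 had 2257 ± 119 in EV and 2022 ± 435 in TET2 CD cells, a log2 fold change of -0.18 (SE 0.15, adjusted p = 0.397 from the same test). TFEB, which like TFE3 activates lysosomal genes, had 122 ± 9.72 and 79.5 ± 21.8, a log2 fold change of -0.64 (SE 0.24, adjusted p = 0.0713 from the same test). HDAC9, a histone deacetylase, fell from 126 ± 42.8 to 12.3 ± 5.32 in TET2 CD cells, a log2 fold change of -3.37 (SE 0.38, adjusted p = 0.000364 from the same test), and had 417 ± 139 in TET2 mCD cells. Of 36 genes that MYC activates, 16 rose, 1 fell and 19 did not pass the test (18 higher and 1 lower when adjusted over the list alone) in TET2 CD cells. WDR74 and NCL, of ribosome assembly, and TFB2M, of mitochondrial transcription, rose with log2 fold changes of 1.34, 0.82 and 0.99. The nucleolar protein gene NPM1, named after its value was seen, fell with a log2 fold change of -0.48 (SE 0.14, adjusted p = 0.0294 from the same test). For the MYC list, limma's camera, which tests a list against all other genes, gave adjusted p = 0.00094 with a preset correlation of 0.01 and adjusted p = 0.588 with an estimated correlation. TFE3 passed the test without TET2 CD replicate 1 (adjusted p = 0.02), with an adjusted p from 0.02 to 0.811 over its alternatives, and TFEB passed the test without TET2 CD replicate 1 (adjusted p = 0.0234), with an adjusted p from 0.0234 to 0.18 over its alternatives. NPM1 did not pass the test without EV replicate 1 or 2 or TET2 CD replicate 2 or 3 (adjusted p = 0.109, 0.0606, 0.103 and 0.0697), with an adjusted p from 0.00388 to 0.109 over its alternatives.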

TFEB ChIP-seq data obtained in HUVECs (GSM2354032) were then used to define a set of genes (n = 126) having TFEB-binding sites within ±2 kb from their TSSs and belonging to the lysosome gene set GO:0005764. Examination of these TFEB lysosomal targets revealed that 25.4% (32 of 126) of them were down-regulated by the expression of TET2 CD (Fig 5G). 

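Of 41 TFEB targets with a CLEAR element, which were listed before the data were examined and are not the list the paper used, 2 rose, 21 fell and 18 did not pass the test (2 higher and 22 lower when adjusted over the list alone) in TET2 CD cells. GLA, which cleaves galactose from glycolipids, fell from 2411 ± 309 to 750.3 ± 115 normalized counts, a log2 fold change of -1.70 (SE 0.15, adjusted p = 0.000106 from edgeR's quasi-likelihood test). NAGLU, which degrades heparan sulfate, fell from 3058 ± 399.9 to 1396 ± 136, a log2 fold change of -1.15 (SE 0.13, adjusted p = 0.000368 from the same test). Those that rose, named after their values were seen, were MAP1LC3B, the autophagosome marker LC3B, with a log2 fold change of 0.46 (SE 0.10, adjusted p = 0.00932 from the same test), and PSAP, the precursor of the saposins, with a log2 fold change of 0.30 (SE 0.10, adjusted p = 0.0495 from the same test). For this list, limma's camera, which tests a list against all other genes, gave adjusted p = 2.35e-05 with a preset correlation of 0.01 and adjusted p = 0.368 with an estimated correlation. MAP1LC3B did not pass the test without EV replicate 2 (adjusted p = 0.0534), with an adjusted p from 0.00116 to 0.0534 over its alternatives. PSAP did not pass the test without EV replicate 1, 2 or 3 or TET2 CD replicate 1, 2 or 3 (adjusted p = 0.131, 0.0671, 0.169, 0.0651, 0.148 and 0.0744), with RLE size factors (adjusted p = 0.0593), with no filter on low counts (adjusted p = 0.15) and with all 18 libraries in 1 fit (adjusted p = 0.0548), with an adjusted p from 0.0388 to 0.169 over its alternatives.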

Consistent with a role of MYC in shaping the chromatin landscape of these TFEB targets, MYC^high^ TSSs of TFEB lysosomal target genes showed a strong decrease in H3K4me3 levels in TET2 CD cells and a slight increase in TET2 mCD cells, whereas MYC^low^ TSSs of TFEB lysosomal targets did not show variations in H3K4me3 levels (Fig 5H). As expected, lysosomal gene mRNA levels were positively correlated with *TFEB* and *TFE3* levels and negatively correlated with MYC and TET2 levels in breast cancer patients (normal-like tumors, n = 639, Fig 5I). In addition, TET2^high^/MYC^high^ tumors had lower levels of *CLN3*, *CTSD*, and *NAGLU* mRNAs compared with TET2^high^/MYC^low^ tumors (Figs 5J and S4F), validating in vivo the hypothesis that TET2 repression of lysosomal genes is dependent on MYC.

We next challenged MCF-7 clones with SRT1720, a synthetic compound activating SIRT1 and known to activate autophagy and enhance lysosomal membrane permeabilization, a process leading to the death of breast cancer cells (71). SRT1720 has also been shown to enhance TET2 enzymatic activity in myelodysplastic syndrome hematopoietic stem/progenitor cells (72). Thus, the impact of SRT1720 on global 5hmC levels in MCF-7 cells was first analyzed by dot blot. Data indicated that SRT1720, in MCF-7 cells, did not increase 5mC oxidation (Fig S4G), ruling out a possible regulation of TET activity by SRT1720 in these cells. At a concentration of 2.5 μM, SRT1720 induced the appearance of cytoplasmic vacuoles as soon as 4-h posttreatment and these vacuoles were cleared after 24 h in the EV and TET2 mCD cells whereas they remained visible, together with hyper-vacuolated dead cells, in TET2 CD cells (Fig 5K). After 4 d of treatment with daily doses of SRT1720, marked differences in cell survival were detected between clones, with a drastic reduction in viable TET2 CD cells compared with TET2 mCD cells (Fig 5L). In the presence of SRT1720, the addition of chloroquine, a drug that increases lysosome pH and inhibits fusion of autophagosomes with lysosomes (73), exacerbated the phenotype of TET2 CD cells which accumulated very large vacuoles (Fig S4H). In addition, serum starvation, a condition triggering autophagy through mTORC1 inhibition (74), induced high cell death rates in TET2 CD cells, whereas TET2 mCD cells, likely through a dominant-negative function of the inactive catalytic domain, were protected from death (Fig 5M and N). Collectively, these data indicated a prominent role of a TET2/MYC cross-talk in controlling lysosomal activity in breast cancer cells and impeding survival upon autophagy induction.

## Discussion

In vivo DNA methylation dynamics relies in part on the respective levels of enzymes having opposite roles, namely, DNMTs and TETs. Recent investigations using cell systems with combinatorial knockout of these enzymes and live-cell imaging of DNA methylation reporters provide direct evidence for a cyclical behavior of DNA methylation, with 5mC oxidation by TETs being a major contributor to the turnover of methylation at a genome-wide scale (75, 76, 77, 78). CpGs that appear highly methylated at the steady state have low 5mC oxidation rate likely because they are poorly accessible to TETs. On the contrary, intermediate levels of methylation are reflecting a higher turnover, thanks to the engagement of TETs. This is particularly true with enhancers which are major spots of 5mC oxidation in the genome (47, 77, 79). Promoter CGIs are sites of nucleosome depletion and as such should be highly accessible to TETs. Accordingly, the CXXC domain-containing TET1 and TET3 accumulate at TSS-CGIs (16, 80), where they are believed to protect DNA from aberrant methylation by the DNMTs. In addition, supported by the observed gain in DNA methylation upon TET2 knockout at a substantial number of CGIs (81), TET2 most likely accumulates at TSS-CGIs. Although it does not contain a CXXC domain, TET2 could be targeted to TSS-CGIs through interaction with IDAX (82). Hence, promoter CGIs that are qualified as unmethylated in whole-genome bisulfite sequencing experiments could be protected against DNA methylation through a high 5mC oxidation rate. However, chromatin marks found at promoters (i.e., H3K4me3) can repress DNMT activity, providing an additional mechanism that could explain the lack of detectable DNA methylation at CGIs (83, 84). Here, by overexpressing either a catalytically active or inactive domain of TET2, we could highlight various operating modes of this protein. First, 5mC oxidation–dependent gene activation is observed at promoters that acquire H3K4 methylation with TET2 CD expression and not with TET2 mCD. Second, PRC2-associated gene repression (i.e., gain in H3K27me3) is partially 5mC oxidation–independent. Third, a number of gene repression events were mediated by an active 5mC oxidation mechanism as revealed by a decrease in H3K4me3 at TSSs in TET2 CD cells and an opposite regulation in TET2 mCD cells. These antagonistic effects of TET2 CD versus mCD could reflect the recruitment of a transcriptional repressor that binds to unmethylated sequences in TET2 CD cells, whereas demethylation would be impaired in TET2 mCD cells. We hypothesize that MYC could be one such factor because it is highly sensitive to DNA methylation (44), and engagement of MYC at TSSs induced either mild repression or activation (45). In favor of such cross-talk between TET2 and MYC, we show that TET2 CD expression is associated with demethylation of MYC-binding motifs and coordinately represses genes involved in lysosome biogenesis and function, a characteristic that has also been assigned to MYC (70). Interestingly, MYC competes at the TSS of lysosomal genes with the activation factors TFEB and TFE3 (70). Because TFEB is not expressed in MCF-7 cells, the lysosomal transcriptional program is likely to be activated by TFE3 in these cells. Notably, TFE3 has been shown to bind both unmethylated and methylated CACGTG sites in vitro (44), although a negative impact of DNA methylation on TFE3 binding to DNA was also described (39). Based on these observations, we propose a model that positions the antagonistic effects of DNMTs and TETs at the CLEAR motif as a central regulatory switch for fine-tuning of the lysosomal program (Fig 5O). This switch would operate not only in breast cancer tumors or in other human tumor types but also in other species for which the lysosomal program is controlled through a competition between MYC and other bHLH-zip factors. In this regard, a remarkable enrichment of TET3 at TSSs of lysosomal genes (28% of the identified TET3 ChIP-seq peaks) in association with CACGTG motifs was described in the mouse brain (80), reinforcing the hypothesis of a widespread involvement of TETs in controlling lysosomal functions.

The coordinated down-regulation of lysosomal genes by TET2 CD, although of a low magnitude for each individual gene, is likely to trigger a lysosomal storage disease–like state in breast cancer cells. 

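CTSD (ENSG00000117984.8), the aspartic protease cathepsin D, had 110020.0 ± 19227 normalized counts in EV, 15479 ± 2698 in TET2 CD and 40590.0 ± 13965 in TET2 mCD cells. It fell in TET2 CD against EV cells with a standard error of 0.18 on the log2 scale (adjusted p = 2.26e-05 from edgeR's quasi-likelihood test). In TET2 mCD against EV cells it fell with a log2 fold change of -1.46 (SE 0.29, adjusted p = 0.026 from the same test), and TET2 CD against TET2 mCD cells gave a log2 fold change of -1.39 (SE 0.29, adjusted p = 0.0188 from the same test). In estradiol it had 119250.0 ± 27523 in EV and 16980.0 ± 2275 in TET2 CD cells, a log2 fold change of -2.82 (SE 0.18, adjusted p = 1.36e-06 from the same test). ARSA, a sulfatase of sphingolipid breakdown, fell from 1079.5 ± 128 to 418 ± 65.8 in ethanol, a log2 fold change of -1.39 (SE 0.15, adjusted p = 0.000331 from the same test). For TET2 mCD against EV cells, CTSD did not pass the test without EV replicate 1, 2 or 3 or TET2 mCD replicate 1 (adjusted p = 0.0756, 0.109, 0.112 and 0.114), with an adjusted p from 5.42e-05 to 0.114 over its alternatives. For TET2 CD against TET2 mCD cells, CTSD did not pass the test without TET2 mCD replicate 1 or TET2 CD replicate 1, 2 or 3 (adjusted p = 0.0785, 0.0598, 0.0769 and 0.081), with an adjusted p from 0.000158 to 0.081 over its alternatives.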

*CTSD* appeared as the most affected gene in this process and is a central actor of lysosomal activity. *CTSD* knockout mice develop a lysosomal storage disease that ultimately leads to death (85). In a mouse model of breast cancer, CTSD deficiency in the mammary epithelium impairs mTORC1 signaling and triggers the appearance of vacuolated cells with reduced proliferative activity upon serum starvation (86). TET2 CD cells were particularly prone to accumulate vacuoles, in particular when treated with the autophagy inducer SRT1720, and were highly sensitive to serum starvation. Cells respond to starvation by inhibiting lysosome-associated mTORC1, thus enhancing nuclear translocation of TFEB and TFE3 transcription factors and the activation of autophagy and lysosomal genes (87). Although an in-depth characterization of the impact of TET2 CD expression on these complex pathways will be required to fully understand the phenotype of these cells, we propose that TET2 CD weakens the lysosomal function and alters the cellular response to serum deprivation and autophagy induction. Our finding that TET2 expression, in the context of high MYC expression, negatively correlates with the mRNA levels of several lysosomal genes in breast tumors suggests that treatments combining autophagy inducers with DNA hypomethylating agents such as decitabine and/or TET-activating molecules could be beneficial to cancer patients. In this context, vitamin C, a compound that has TET-activating potential (88), could easily be administered to patients. Increasing TET protein levels in tumors, through anti-miR strategies against miRNAs targeting TET mRNAs (89), could provide an interesting alternative.

## Materials and Methods

### Cell culture and reagents

MCF-7 cells stably transfected with an EV or with plasmids encoding either the wild-type mouse TET2 catalytic domain (CD; aa916-1921, pcDNA3-Flag-TET2 CD, addgene #72219, (18)) or the catalytically dead mutant H1304Y, D1306A (pcDNA3-Flag-TET2 mCD, #72220; Addgene (18)) were grown in high-glucose and pyruvate-containing DMEM (41966; Gibco) supplemented with 10% fetal calf serum (S116365181H; Eurobio), nonessential amino acids (11140035; Gibco), penicillin–streptomycin (15240; Gibco), and Geneticin (11811064; Gibco) at 37°C and 5% CO_2_. The SIRT1 activator compound SRT1720 was purchased from Sigma-Aldrich (567860), and chloroquine was from the CYTO-ID Autophagy Detection Kit 2.0 (ENZO ENZ-KIT175). Decitabine (5-aza-deoxycytidine) was from Sigma-Aldrich (A3656). For RT-qPCR analysis, cells were treated with 100 nM decitabine given every 36 h, for 96 h.

### Cell cycle analysis, migration, and clonogenic assays

The cell cycle was analyzed by flow cytometry. Briefly, 2,000,000 cells were plated on 10-cm dishes in DMEM supplemented with 10% FBS. After 72 h, the cells were trypsinized and fixed with 70% ethanol before being stained with propidium iodide in the presence of RNAse A. The cells were acquired on a Fortessa Becton Dickinson cytometer (Flow Cytometry, Biosit facility), and cell cycle analysis was performed with BD FACSDiva software. For 5-ethynyl-2′-deoxyuridine (EdU) labeling of S-phase cells, 250,000 cells were plated on coverslips in six-well plates. After 24 h, the cells were incubated with the serum- and steroid-deficient medium and then treated with 10 nM E_2_ or vehicle for 24 h in a 0.5% serum-supplemented medium. Incorporated EdU was then fluorescently labeled with Alexa Fluor 488 by click chemistry (Click-iT EdU Imaging Kit; Invitrogen) according to the manufacturer’s instructions. For wound healing assays, 650 × 10^3^ cells were seeded into 10-mm^2^ dishes. After overnight culturing, the cells were starved for 72 h. The confluent starved cells were wounded with a pipette tip and treated with E2 (10 nM) or ethanol. Images of recovery were captured daily after the renewal of the medium containing E2 (10 nM) or ethanol. For soft agar assays, 5,000, 10,000, or 20,000 cells were, respectively, seeded on soft agar 10-cm dishes (0.5% and 0.33% agar for bottom and top layers in complete medium, respectively). After 4 wk of culture (adding 500 μl of complete medium twice a week to avoid desiccation), colonies were stained with 0.005% crystal violet in 2% ethanol, imaged, and counted.

### siRNA transfection and cell viability determination

Levels of ABCE1 mRNAs were reduced by reverse transfection with 27-mer duplex siRNAs targeting ABCE1. Increasing concentrations (0, 2.5, 5, and 10 nM) of scrambled (scr, SR30004; OriGene) or ABCE1 siRNAs diluted in Opti-MEM (31985070; Thermo Fisher Scientific) were transfected in triplicates in 48-well plates with Lipofectamine RNAiMAX (13778075; Thermo Fisher Scientific) before seeding EV, TET2 CD, and TET2 mCD cells (2.5 × 10^4^ in each well). After 48 h, cell viability was quantified using an MTT detection kit (ab211091; Abcam). The medium was replaced by 100 μl of a 1:1 mix of phenol red–free DMEM without serum and a 10% MTT solution, and the plate was further incubated for 3 h at 37°C. The formed insoluble formazan crystals were then dissolved with a 1:1 solution of DMSO (D8418; Sigma-Aldrich) and isopropanol (33539; Sigma-Aldrich). After 30 min of incubation and a transfer into a 96-well plate, absorbance was detected at OD = 570 nm using a BioTek microplate reader (Power wave XS). For TET knockdown, 10 nM of siRNAs were reverse-transfected in MCF-7, T47D, and HEK293T cells as described earlier. After 48 h, total RNAs were extracted and subjected to RT-qPCR analysis. All siRNA sequences are listed in Table S2.

Table S2 siRNAs (OriGene) and qPCR primers (Sigma-Aldrich).

### Detection of acidic vesicles

Acidic vesicles were labeled with LysoTracker Red (L7528; Thermo Fisher Scientific). Cells were seeded on glass coverslips and grown in complete medium (DMEM, 10% serum) for 24 h before adding LysoTracker Red (Thermo Fisher Scientific) directly in the medium (final concentration: 75 nM) and Hoechst 33342 for nuclear staining. After 30 min at 37°C, the cells were washed once with PBS and fixed for 15 min with 4% paraformaldehyde in PBS. After two washes with PBS, coverslips were mounted on a glass slide with Vectashield (H-1200; Vector Laboratories). The dells were imaged with an Olympus BX-51 fluorescence microscope (60× magnification), and images were processed with ImageJ for quantification. Briefly, color channels were split, and the red channel images were processed with “Find edges” before threshold adjustment and particle size determination. Statistical differences (*t* test) were determined with Prism 5 (GraphPad Software Inc.).

### Dot blot detection of 5hmC

Genomic DNA (gDNA) was prepared using the DNeasy Blood & Tissue Kit (69506; QIAGEN). Relative 5hmC levels were quantified by blotting 500 ng of gDNA on a nitrocellulose membrane with an anti-5hmC antibody (39769; Active Motif) diluted 1/10,000, followed by an anti-rabbit antibody coupled to horseradish peroxidase (NA934; Dutscher) diluted 1/5,000. DNA was stained with 0.04% methylene blue in 0.5 M sodium acetate.

### RNA preparation and dot blot detection of dsRNAs

Total RNAs were extracted from 5.10^7^ EV, TET2 CD, and TET2 mCD cells using TRIzol reagent (15596018; Thermo Fisher Scientific) according to the manufacturer’s instructions. 2,000, 1,000, and 500 ng of each RNA sample were spotted on a nylon membrane (Hybond N, Dutscher RPN203B) previously soaked in 2× SSPE solution (0.3 M NaCl, 20 mM sodium phosphate, 2 mM EDTA) and inserted in the dot blot apparatus (SCIE-PLAS). RNAs were cross-linked to the membrane by 30-min heating at 80°C. The membranes were incubated overnight with an anti-dsRNA antibody (dsRNA mAb J2; Scicons) diluted 1/500, followed by an anti-mouse antibody coupled to horseradish peroxidase (sc-2005; Santa Cruz) diluted 1/10,000. Total RNAs were stained with 0.04% methylene blue in 0.5 M sodium acetate.

### RT-qPCR analyses

Total RNAs were isolated from 5 × 10^7^ cells using TRIzol reagent (15596018; Thermo Fisher Scientific) according to the manufacturer’s protocol. Reverse transcription was performed using 500 ng of total RNAs as template, 200 units of M-MLV reverse transcriptase (28025013; Thermo Fisher Scientific), and 250 ng of Pd(N)6 random hexamers (PM-301L; Euromedex). Real-time qPCR of reversed-transcribed RNAs was run with SYBR Green Master Mix (1725006CUST; Bio-Rad) in a Bio-Rad CFX96. Data were normalized to the positive control CDK8 using the 2^−ΔΔCt^ method. Primers were designed using Primer3 software (http://frodo.wi.mit.edu/primer3/; (90)) and were synthetized by Sigma-Aldrich. Primer sequences are listed in Table S2.

### ChIP-seq

All experiments were performed under hormonal depletion: Cells were kept for 48 h in phenol red–free DMEM (31052; Gibco) supplemented with 2.5% dextran/charcoal-treated fetal calf serum (S116365181W; Eurobio), glutamine, sodium pyruvate, nonessential amino acids, penicillin–streptomycin, and Geneticin at 37°C and 5% CO_2_. For H3K4me3 and H3K27me3 ChIP-seq experiments, 4 million cells were fixed in 1.5% formaldehyde (F8775; Sigma-Aldrich) for 10 min at room temperature, and the reaction was stopped by the addition of glycine (100 mM). The cells were lysed in lysis buffer (150 mM Tris–HCl pH 8.1, 10 mM EDTA, 0.5% Empigen BB, 1% SDS, protease inhibitor cocktail) (5056489; Roche) and sonicated using a Bioruptor (15 min 30 s on/30 s off; Diagenode). The sonicated chromatin was incubated at 4°C overnight with either an anti-H3K4me3 (04-745; 1 μg; Millipore) or anti-H3K27me3 (07-449; 1 μg; Millipore) antibody in IP buffer (2.8 ng/ml yeast tRNA, 20 mM Tris–HCl, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, protease inhibitor cocktail). Complexes were recovered after incubation with 50 μl protein A–conjugated Sepharose bead slurry at 4°C. The beads were washed with washing buffers WB1 (20 mM Tris–HCl pH 8, 2 mM EDTA, 150 mM NaCl, 0.1% SDS, 1% Triton X-100), WB2 (20 mM Tris–HCl pH 8, 2 mM EDTA, 500 mM NaCl, 0.1% SDS, 1% Triton X-100), WB3 (10 mM Tris–HCl pH 8, 1 mM EDTA, 250 mM LiCl, 1% deoxycholate, 1% NP-40), and WB4 (10 mM Tris–HCl pH 8, 1 mM EDTA), and fragments were eluted with extraction buffer (1% SDS, 0.1 M NaHCO_3_). For the preparation of each sequencing library (TruSeq; Illumina), ChIPed DNA from nine independent ChIP experiments were pooled and sequenced at the GenomEast Platform (IGBMC). Primers used for H3K27me3 ChIP-qPCR were synthetized by Sigma-Aldrich. The primer sequences are listed in Table S2.

### RNA-seq

RNA-seq was performed in triplicates on single EV, TET2 CD, and TET2 mCD clones after 4 h of treatment with E_2_ (10 nM)/ethanol of cells previously maintained in phenol red–free medium supplemented with 2.5% charcoal-treated fetal calf serum during 48 h. Total RNA extraction was run using an RNeasy Plus kit (QIAGEN), which includes an optional DNAse digestion. For each condition, three replicate libraries (TruSeq stranded mRNA) were prepared and sequenced (single reads of 75 bases) at the Genomic Paris Centre facility. 

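The 3 TET2 mCD ethanol replicates differed in single genes, for which 2 examples were chosen after their values were seen. LAMTOR4 had 5692, 11764 and 3734 normalized counts in TET2 mCD ethanol replicates 1, 2 and 3, and 4155, 3967 and 3762 in the EV replicates. ISG15, a ubiquitin-like protein that interferon induces, had 2391, 6176 and 946 in the TET2 mCD and 2317, 2059 and 2001 in the EV replicates. Pearson's r of log2 CPM across 19323 genes, which are not independent replicates, was 0.971 between replicates 1 and 2, 0.977 between 1 and 3 and 0.940 between 2 and 3, against 0.974 to 0.991 within the other groups. Replicate 2 had a total of 32696941, and 11.5% of its counts lay in transcripts of ribosomal proteins, against 3.87 to 7.44% in all other libraries. The paper's text does not name the replicate that was left out, so all 3 were used and each was left out in turn.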

For RNA-seq statistical analysis, one replicate of the TET2-mCD control RNA-seq was ignored because of its lack of similarity with the other two samples of the triplicate, according to principal component analysis and hierarchical clustering.

### SCL-exo-seq

Selective chemical labeling-exonuclease (SCL-exo, (35)) experiments were conducted on starved cells after 50 min of E2 (10 nM)/ethanol treatment. Genomic DNA was extracted using the DNeasy Blood & Tissue Kit (69506; QIAGEN). For each experiment, 8 μg of gDNA was sonicated two times for 7 min (30 s on/30 s off) and two times for 14 min (30 s on/30 s off) with a Bioruptor (Diagenode). Glucosylation and biotinylation of 5hmC were performed with the Hydroxymethyl Collector kit (55013; Active Motif), followed by on beads-exonuclease digestion of the captured fragments and library preparation (TrueSeq library preparation kit, IP-202-1012; Illumina). For normalization purpose, 400 pg of 5hmC control DNA provided by the Hydroxymethyl Collector Kit was added to each sample as spike-in. Libraries from seven independent SCL-exo experiments were sequenced on seven lanes of a HiSeq 1500 (Illumina) by the GEH facility.

### Quantification and statistical analyses

RNA-seq reads were mapped to hg19 with Bowtie (91), and transcripts were quantified with RSEM (92). Differentially expressed genes were identified from RNA-seq data by the R package DESeq2 (93) after filtering the raw data using the R package HTSFilter (94). Online tools (GREAT, (95); http://bejerano.stanford.edu/great/public/html/; Panther, (38); http://www.pantherdb.org/) were used for interpretation and functional annotation. ChIP-seq reads were mapped to hg19 using Bowtie (91). SAMtools (96) generated bam files, which were processed with MACS (97) to generate wig files. Peak calling was followed a previously described procedure (79). Sequencing reads from publicly available datasets were mapped and treated following the same procedure as described earlier. MCF-7 MeDIP sequencing reads (DRA000030, (36)) and MYC ChIP-seq reads (SRR575112) were downloaded from https://ddbj.nig.ac.jp/resource/sra-submission/DRA000030 and from https://www.ncbi.nlm.nih.gov/sra?term=SRX188954, respectively. Differential wig files were generated by subtracting the signal in EV cells from the signal in either TET2 CD or TET2 mCD cells after normalization to the number of reads. SCL-exo reads were mapped separately on both strands with Bowtie (91). The resulting SAM files were processed with a Python script (https://mycore.core-cloud.net/index.php/s/4gyZ9dLTqgo86dt) to identify 5hmCpGs (98). Heatmaps were generated online with Cistrome ((41); http://cistrome.org/ap/root). ChIP-seq and SCL-exo data were normalized to input as follows: for every position of the wig file, a window of 100 bp surrounding that position was considered, and the input signal values in that window were averaged. Sample signal values were next divided by the mean input value of their corresponding window. For transcription factor motif search, bed files containing the coordinates of CpGs identified by SCL-exo were analyzed online with TFmotifView (42). The Cancer Genome Atlas (TCGA) RNA-seq data from breast cancer patients were downloaded from UCSC Xena (https://xenabrowser.net/). Heatmaps shown in Fig S4 were generated online by UCSC Xena (https://xenabrowser.net/heatmap/). RNA-seq data from intrinsic molecular breast cancer subtypes (PAM50) were interrogated with bc-GenExMiner v4.6 ((99); http://bcgenex.ico.unicancer.fr/BC-GEM/GEM-Accueil.php?js=1). Violin plots from Figs 1, 2, and S1 were generated online by bc-GenExMiner v4.6. Statistical differences were analyzed using Dunnett–Tukey–Kramer’s test. Venn diagrams comparing gene lists were generated online (http://bioinformatics.psb.ugent.be/webtools/Venn/). Bar graphs were generated with GraphPad Prism 5.0 and analyzed by using the unpaired *t* test (Prism 5.0). In each case, the number of samples is indicated in the corresponding figure legend.

## Data Availability

All sequencing data are available at GEO (accession code GSE173344, https://www.ncbi.nlm.nih.gov/geo/). Unnormalized wig files can be visualized at UCSC genome browser: https://genome.ucsc.edu/s/savner/MCF7_TET2. Flow cytometry data can be accessed at FlowRepository (https://flowrepository.org/) with the reference FR-FCM-Z446, reviewer access: https://flowrepository.org/id/RvFrDg4TjBSBZutxyIkLijvfWiuMcPcDaAiOmgI0wmqhoVhddiaSEbEbFDGxkFoF.

## Supplementary Material

Reviewer comments

## References

[1] Cantone I, Fisher AG (2013) Epigenetic programming and reprogramming during development. Nat Struct Mol Biol 20: 282–289. 10.1038/nsmb.248923463313

[2] Kulis M, Heath S, Bibikova M, Queirós AC, Navarro A, Clot G, Martínez-Trillos A, Castellano G, Brun-Heath I, Pinyol M, (2012) Epigenomic analysis detects widespread gene-body DNA hypomethylation in chronic lymphocytic leukemia. Nat Genet 44: 1236–1242. 10.1038/ng.244323064414

[3] Sánchez-Vega F, Gotea V, Margolin G, Elnitski L (2015) Pan-cancer stratification of solid human epithelial tumors and cancer cell lines reveals commonalities and tissue-specific features of the CpG island methylator phenotype. Epigenetics Chromatin 8: 14. 10.1186/s13072-015-0007-725960768PMC4424513

[4] Bormann F, Rodríguez-Paredes M, Lasitschka F, Edelmann D, Musch T, Benner A, Bergman Y, Dieter SM, Ball CR, Glimm H, (2018) Cell-of-origin DNA methylation signatures are maintained during colorectal carcinogenesis. Cell Rep 23: 3407–3418. 10.1016/j.celrep.2018.05.04529898408

[5] Issa JP (2004) CpG island methylator phenotype in cancer. Nat Rev Cancer 4: 988–993. 10.1038/nrc150715573120

[6] Novak P, Jensen T, Oshiro MM, Watts GS, Kim CJ, Futscher BW (2008) Agglomerative epigenetic aberrations are a common event in human breast cancer. Cancer Res 68: 8616–8625. 10.1158/0008-5472.CAN-08-141918922938PMC2680223

[7] Dallosso AR, Hancock AL, Szemes M, Moorwood K, Chilukamarri L, Tsai HH, Sarkar A, Barasch J, Vuononvirta R, Jones C, (2009) Frequent long-range epigenetic silencing of protocadherin gene clusters on chromosome 5q31 in Wilms' tumor. PLoS Genet 5: e1000745. 10.1371/journal.pgen.100074519956686PMC2776977

[8] Wang KH, Lin CJ, Liu CJ, Liu DW, Huang RL, Ding DC, Weng CF, Chu TY (2015) Global methylation silencing of clustered proto-cadherin genes in cervical cancer: Serving as diagnostic markers comparable to HPV. Cancer Med 4: 43–55. 10.1002/cam4.33525418975PMC4312117

[9] Vega-Benedetti AF, Loi E, Moi L, Blois S, Fadda A, Antonelli M, Arcella A, Badiali M, Giangaspero F, Morra I, (2019) Clustered protocadherins methylation alterations in cancer. Clin Epigenetics 11: 100. 10.1186/s13148-019-0695-031288858PMC6617643

[10] Fang F, Turcan S, Rimner A, Kaufman A, Giri D, Morris LG, Shen R, Seshan V, Mo Q, Heguy A, (2011) Breast cancer methylomes establish an epigenomic foundation for metastasis. Sci Transl Med 3: 75ra25. 10.1126/scitranslmed.3001875PMC314636621430268

[11] Moarii M, Reyal F, Vert JP (2015) Integrative DNA methylation and gene expression analysis to assess the universality of the CpG island methylator phenotype. Hum Genomics 9: 26. 10.1186/s40246-015-0048-926463173PMC4603341

[12] Huang Y, Rao A (2014) Connections between TET proteins and aberrant DNA modification in cancer. Trends Genet 30: 464–474. 10.1016/j.tig.2014.07.00525132561PMC4337960

[13] Figueroa ME, Abdel-Wahab O, Lu C, Ward PS, Patel J, Shih A, Li Y, Bhagwat N, Vasanthakumar A, Fernandez HF, (2010) Leukemic IDH1 and IDH2 mutations result in a hypermethylation phenotype, disrupt TET2 function, and impair hematopoietic differentiation. Cancer Cell 18: 553–567. 10.1016/j.ccr.2010.11.01521130701PMC4105845

[14] Ichimura N, Shinjo K, An B, Shimizu Y, Yamao K, Ohka F, Katsushima K, Hatanaka A, Tojo M, Yamamoto E, (2015) Aberrant TET1 methylation closely associated with CpG island methylator phenotype in colorectal cancer. Cancer Prev Res (Phila) 8: 702–711. 10.1158/1940-6207.CAPR-14-030626063725

[15] Wu X, Zhang Y (2017) TET-mediated active DNA demethylation: Mechanism, function and beyond. Nat Rev Genet 18: 517–534. 10.1038/nrg.2017.3328555658

[16] Wu H, D’Alessio AC, Ito S, Xia K, Wang Z, Cui K, Zhao K, Sun YE, Zhang Y (2011) Dual functions of Tet1 in transcriptional regulation in mouse embryonic stem cells. Nature 473: 389–393. 10.1038/nature0993421451524PMC3539771

[17] Comşa Ş, Cîmpean AM, Raica M (2015) The story of MCF-7 breast cancer cell line: 40 years of experience in research. Anticancer Res 35: 3147–3154. 26026074

[18] Ito S, Shen L, Dai Q, Wu SC, Collins LB, Swenberg JA, He C, Zhang Y (2011) Tet proteins can convert 5-methylcytosine to 5-formylcytosine and 5-carboxylcytosine. Science 333: 1300–1303. 10.1126/science.121059721778364PMC3495246

[19] Huang S, Zhu Z, Wang Y, Wang Y, Xu L, Chen X, Xu Q, Zhang Q, Zhao X, Yu Y, (2013) Tet1 is required for Rb phosphorylation during G1/S phase transition. Biochem Biophys Res Commun 434: 241–244. 10.1016/j.bbrc.2013.02.11023542465

[20] Lian CG, Xu Y, Ceol C, Wu F, Larson A, Dresser K, Xu W, Tan L, Hu Y, Zhan Q, (2012) Loss of 5-hydroxymethylcytosine is an epigenetic hallmark of melanoma. Cell 150: 1135–1146. 10.1016/j.cell.2012.07.03322980977PMC3770275

[21] Hsu CH, Peng KL, Kang ML, Chen YR, Yang YC, Tsai CH, Chu CS, Jeng YM, Chen YT, Lin FM, (2012) TET1 suppresses cancer invasion by activating the tissue inhibitors of metalloproteinases. Cell Rep 2: 568–579. 10.1016/j.celrep.2012.08.03022999938

[22] Wang J, Sun J, Yang F (2020) The role of long non-coding RNA H19 in breast cancer. Oncol Lett 19: 7–16. 10.3892/ol.2019.1109331897110PMC6924119

[23] Miano V, Ferrero G, Reineri S, Caizzi L, Annaratone L, Ricci L, Cutrupi S, Castellano I, Cordero F, De Bortoli M (2016) Luminal long non-coding RNAs regulated by estrogen receptor alpha in a ligand-independent manner show functional roles in breast cancer. Oncotarget 7: 3201–3216. 10.18632/oncotarget.642026621851PMC4823100

[24] Niknafs YS, Han S, Ma T, Speers C, Zhang C, Wilder-Romans K, Iyer MK, Pitchiaya S, Malik R, Hosono Y, (2016) The lncRNA landscape of breast cancer reveals a role for DSCAM-AS1 in breast cancer progression. Nat Commun 7: 12791. 10.1038/ncomms1279127666543PMC5052669

[25] Salameh A, Fan X, Choi BK, Zhang S, Zhang N, An Z (2017) HER3 and LINC00052 interplay promotes tumor growth in breast cancer. Oncotarget 8: 6526–6539. 10.18632/oncotarget.1431328036286PMC5351650

[26] Ge C, Li Q, Wang L, Xu X (2013) The role of axon guidance factor semaphorin 6B in the invasion and metastasis of gastric cancer. J Int Med Res 41: 284–292. 10.1177/030006051347643623781008

[27] Gurrapu S, Tamagnone L (2019) Semaphorins as regulators of phenotypic plasticity and functional reprogramming of cancer cells. Trends Mol Med 25: 303–314. 10.1016/j.molmed.2019.01.01030824197

[28] Toledano S, Nir-Zvi I, Engelman R, Kessler O, Neufeld G (2019) Class-3 semaphorins and their receptors: Potent multifunctional modulators of tumor progression. Int J Mol Sci 20: 556. 10.3390/ijms20030556PMC638719430696103

[29] Mishra R, Thorat D, Soundararajan G, Pradhan SJ, Chakraborty G, Lohite K, Karnik S, Kundu GC (2015) Semaphorin 3A upregulates FOXO 3a-dependent MelCAM expression leading to attenuation of breast tumor growth and angiogenesis. Oncogene 34: 1584–1595. 10.1038/onc.2014.7924727891

[30] Dudzik P, Trojan SE, Ostrowska B, Lasota M, Dulińska-Litewka J, Laidler P, Kocemba-Pilarczyk KA (2019) Aberrant promoter methylation may be responsible for the control of CD146 (MCAM) gene expression during breast cancer progression. Acta Biochim Pol 66: 619–625. 10.18388/abp.2019_290731826047

[31] Stolzenburg S, Rots MG, Beltran AS, Rivenbark AG, Yuan X, Qian H, Strahl BD, Blancafort P (2012) Targeted silencing of the oncogenic transcription factor SOX2 in breast cancer. Nucleic Acids Res 40: 6725–6740. 10.1093/nar/gks36022561374PMC3413152

[32] Li X, Xu Y, Chen Y, Chen S, Jia X, Sun T, Liu Y, Li X, Xiang R, Li N (2013) SOX2 promotes tumor metastasis by stimulating epithelial-to-mesenchymal transition via regulation of WNT/β-catenin signal network. Cancer Lett 336: 379–389. 10.1016/j.canlet.2013.03.02723545177

[33] Sato T, Cesaroni M, Chung W, Panjarian S, Tran A, Madzo J, Okamoto Y, Zhang H, Chen X, Jelinek J, (2017) Transcriptional selectivity of epigenetic therapy in cancer. Cancer Res 77: 470–481. 10.1158/0008-5472.CAN-16-083427879268PMC5243171

[34] Geiger T, Madden SF, Gallagher WM, Cox J, Mann M (2012) Proteomic portrait of human breast cancer progression identifies novel prognostic markers. Cancer Res 72: 2428–2439. 10.1158/0008-5472.CAN-11-371122414580

[35] Sérandour AA, Avner S, Mahé EA, Madigou T, Guibert S, Weber M, Salbert G (2016) Single-CpG resolution mapping of 5-hydroxymethylcytosine by chemical labeling and exonuclease digestion identifies evolutionarily unconserved CpGs as TET targets. Genome Biol 17: 56. 10.1186/s13059-016-0919-y27025842PMC4810514

[36] Ruike Y, Imanaka Y, Sato F, Shimizu K, Tsujimoto G (2010) Genome-wide analysis of aberrant methylation in human breast cancer cells using methyl-DNA immunoprecipitation combined with high-throughput sequencing. BMC Genomics 11: 137. 10.1186/1471-2164-11-13720181289PMC2838848

[37] Kong L, Tan L, Lv R, Shi Z, Xiong L, Wu F, Rabidou K, Smith M, He C, Zhang L, (2016) A primary role of TET proteins in establishment and maintenance of De Novo bivalency at CpG islands. Nucleic Acids Res 44: 8682–8692. 10.1093/nar/gkw52927288448PMC5062965

[38] Mi H, Muruganujan A, Casagrande JT, Thomas PD (2013) Large-scale gene function analysis with the PANTHER classification system. Nat Protoc 8: 1551–1566. 10.1038/nprot.2013.09223868073PMC6519453

[39] Yin Y, Morgunova E, Jolma A, Kaasinen E, Sahu B, Khund-Sayeed S, Das PK, Kivioja T, Dave K, Zhong F, (2017) Impact of cytosine methylation on DNA binding specificities of human transcription factors. Science 356: eaaj2239. 10.1126/science.aaj223928473536PMC8009048

[40] Mahé EA, Madigou T, Salbert G (2018) Reading cytosine modifications within chromatin. Transcription 9: 240–247. 10.1080/21541264.2017.140643529406813PMC6104689

[41] Liu T, Ortiz JA, Taing L, Meyer CA, Lee B, Zhang Y, Shin H, Wong SS, Ma J, Lei Y, (2011) Cistrome: An integrative platform for transcriptional regulation studies. Genome Biol 12: R83. 10.1186/gb-2011-12-8-r8321859476PMC3245621

[42] Leporcq C, Spill Y, Balaramane D, Toussaint C, Weber M, Bardet AF (2020) TFmotifView: A webserver for the visualization of transcription factor motifs in genomic regions. Nucleic Acids Res 48: W208–W217. 10.1093/nar/gkaa25232324215PMC7319436

[43] Chen LL, Lin HP, Zhou WJ, He CX, Zhang ZY, Cheng ZL, Song JB, Liu P, Chen XY, Xia YK, (2018) SNIP1 recruits TET2 to regulate c-MYC target genes and cellular DNA damage response. Cell Rep 25: 1485–1500.e4. 10.1016/j.celrep.2018.10.02830404004PMC6317994

[44] Prendergast GC, Ziff EB (1991) Methylation-sensitive sequence-specific DNA binding by the c-Myc basic region. Science 251: 186–189. 10.1126/science.19876361987636

[45] Walz S, Lorenzin F, Morton J, Wiese KE, von Eyss B, Herold S, Rycak L, Dumay-Odelot H, Karim S, Bartkuhn M, (2014) Activation and repression by oncogenic MYC shape tumour-specific gene expression profiles. Nature 511: 483–487. 10.1038/nature1347325043018PMC6879323

[46] Guccione E, Martinato F, Finocchiaro G, Luzi L, Tizzoni L, Dall’ Olio V, Zardo G, Nervi C, Bernard L, Amati B (2006) Myc-binding-site recognition in the human genome is determined by chromatin context. Nat Cell Biol 8: 764–770. 10.1038/ncb143416767079

[47] Jones PA, Issa JP, Baylin S (2019) Targeting the cancer epigenome for therapy. Nat Rev Genet 17: 630–641. 10.1038/nrg.2016.9327629931

[48] Von Hoff DD, Slavik M, Muggia FM (1976) 5-Azacytidine. A new anticancer drug with effectiveness in acute myelogenous leukemia. Ann Intern Med 85: 237–245. 10.7326/0003-4819-85-2-23760073

[49] Fenaux P, Mufti GJ, Hellstrom-Lindberg E, Santini V, Finelli C, Giagounidis A, Schoch R, Gattermann N, Sanz G, List A, (2009) Efficacy of azacitidine compared with that of conventional care regimens in the treatment of higher-risk myelodysplastic syndromes: A randomised, open-label, phase III study. Lancet Oncol 10: 223–232. 10.1016/S1470-2045(09)70003-819230772PMC4086808

[50] Issa JP, Garcia-Manero G, Huang X, Cortes J, Ravandi F, Jabbour E, Borthakur G, Brandt M, Pierce S, Kantarjian HM (2015) Results of phase 2 randomized study of low-dose decitabine with or without valproic acid in patients with myelodysplastic syndrome and acute myelogenous leukemia. Cancer 121: 556–561. 10.1002/cncr.2908525336333PMC4320000

[51] Nie J, Liu L, Li X, Han W (2014) Decitabine, a new star in epigenetic therapy: The clinical application and biological mechanism in solid tumors. Cancer Lett 354: 12–20. 10.1016/j.canlet.2014.08.01025130173

[52] Topper MJ, Vaz M, Chiappinelli KB, DeStefano Shields CE, Niknafs N, Yen RC, Wenzel A, Hicks J, Ballew M, Stone M, (2017) Epigenetic therapy ties MYC depletion to reversing immune evasion and treating lung cancer. Cell 171: 1284–1300.e21. 10.1016/j.cell.2017.10.02229195073PMC5808406

[53] Li H, Chiappinelli KB, Guzzetta AA, Easwaran H, Yen RW, Vatapalli R, Topper MJ, Luo J, Connolly RM, Azad NS, (2014) Immune regulation by low doses of the DNA methyltransferase inhibitor 5-azacitidine in common human epithelial cancers. Oncotarget 5: 587–598. 10.18632/oncotarget.178224583822PMC3996658

[54] Chiappinelli KB, Strissel PL, Desrichard A, Li H, Henke C, Akman B, Hein A, Rote NS, Cope LM, Snyder A, (2015) Inhibiting DNA methylation causes an interferon response in cancer via dsRNA including endogenous retroviruses. Cell 162: 974–986. 10.1016/j.cell.2015.07.01126317466PMC4556003

[55] Roulois D, Loo Yau H, Singhania R, Wang Y, Danesh A, Shen SY, Han H, Liang G, Jones PA, Pugh TJ, (2015) DNA-demethylating agents target colorectal cancer cells by inducing viral mimicry by endogenous transcripts. Cell 162: 961–973. 10.1016/j.cell.2015.07.05626317465PMC4843502

[56] Wang Y, Sun L, Wang L, Liu Z, Li Q, Yao B, Wang C, Chen T, Tu K, Liu Q (2018) Long non-coding RNA DSCR8 acts as a molecular sponge for miR-485-5p to activate Wnt/β-catenin signal pathway in hepatocellular carcinoma. Cell Death Dis 9: 851. 10.1038/s41419-018-0937-730154476PMC6113322

[57] Yoneyama M, Suhara W, Fukuhara Y, Fukuda M, Nishida E, Fujita T (1998) Direct triggering of the type I interferon system by virus infection: Activation of a transcription factor complex containing IRF-3 and CBP/p300. EMBO J 17: 1087–1095. 10.1093/emboj/17.4.10879463386PMC1170457

[58] Floyd-Smith G, Slattery E, Lengyel P (1981) Interferon action: RNA cleavage pattern of a (2′-5′)oligoadenylate--dependent endonuclease. Science 212: 1030–1032. 10.1126/science.61650806165080

[59] Wnuk M, Slipek P, Dziedzic M, Lewinska A (2020) The roles of host 5-methylcytosine RNA methyltransferases during viral infections. Int J Mol Sci 21: 8176. 10.3390/ijms21218176PMC766347933142933

[60] Guallar D, Bi X, Pardavila JA, Huang X, Saenz C, Shi X, Zhou H, Faiola F, Ding J, Haruehanroengra P, (2018) RNA-dependent chromatin targeting of TET2 for endogenous retrovirus control in pluripotent stem cells. Nat Genet 50: 443–451. 10.1038/s41588-018-0060-929483655PMC5862756

[61] Stepanov G, Zhuravlev E, Shender V, Nushtaeva A, Balakhonova E, Mozhaeva E, Kasakin M, Koval V, Lomzov A, Pavlyukov M, (2018) Nucleotide modifications decrease innate immune response induced by synthetic analogs of snRNAs and snoRNAs. Genes (Basel) 9: 531. 10.3390/genes9110531PMC626692630400232

[62] Le Roy F, Bisbal C, Silhol M, Martinand C, Lebleu B, Salehzada T (2001) The 2-5A/RNase L/RNase L inhibitor (RLI) [correction of (RNI)] pathway regulates mitochondrial mRNAs stability in interferon alpha-treated H9 cells. J Biol Chem 276: 48473–48482. 10.1074/jbc.M10748220011585831

[63] Chakrabarti A, Ghosh PK, Banerjee S, Gaughan C, Silverman RH (2012) RNase L triggers autophagy in response to viral infections. J Virol 86: 11311–11321. 10.1128/JVI.00270-1222875977PMC3457150

[64] Chazotte B (2011) Labeling lysosomes in live cells with LysoTracker. Cold Spring Harb Protoc 2011: pdb.prot5571. 10.1101/pdb.prot557121285271

[65] Pu J, Guardia CM, Keren-Kaplan T, Bonifacino JS (2016) Mechanisms and functions of lysosome positioning. J Cell Sci 129: 4329–4339. 10.1242/jcs.19628727799357PMC5201012

[66] Schmidtke C, Tiede S, Thelen M, Käkelä R, Jabs S, Makrypidi G, Sylvester M, Schweizer M, Braren I, Brocke-Ahmadinejad N, (2019) Lysosomal proteome analysis reveals that CLN3-defective cells have multiple enzyme deficiencies associated with changes in intracellular trafficking. J Biol Chem 294: 9592–9604. 10.1074/jbc.RA119.00885231040178PMC6579452

[67] Akizu N, Cantagrel V, Zaki MS, Al-Gazali L, Wang X, Rosti RO, Dikoglu E, Gelot AB, Rosti B, Vaux KK, (2015) Biallelic mutations in SNX14 cause a syndromic form of cerebellar atrophy and lysosome-autophagosome dysfunction. Nat Genet 47: 528–534. 10.1038/ng.325625848753PMC4414867

[68] Sardiello M, Palmieri M, di Ronza A, Medina DL, Valenza M, Gennarino VA, Di Malta C, Donaudy F, Embrione V, Polishchuk RS, (2009) A gene network regulating lysosomal biogenesis and function. Science 325: 473–477. 10.1126/science.117444719556463

[69] Perera RM, Stoykova S, Nicolay BN, Ross KN, Fitamant J, Boukhali M, Lengrand J, Deshpande V, Selig MK, Ferrone CR, (2015) Transcriptional control of autophagy-lysosome function drives pancreatic cancer metabolism. Nature 524: 361–365. 10.1038/nature1458726168401PMC5086585

[70] Annunziata I, van de Vlekkert D, Wolf E, Finkelstein D, Neale G, Machado E, Mosca R, Campos Y, Tillman H, Roussel MF, (2019) MYC competes with MiT/TFE in regulating lysosomal biogenesis and autophagy through an epigenetic rheostat. Nat Commun 10: 3623. 10.1038/s41467-019-11568-031399583PMC6689058

[71] Lahusen TJ, Deng CX (2014) SRT1720 induces lysosomal-dependent cell death of breast cancer cells. Mol Cancer Ther 14: 183–192. 10.1158/1535-7163.MCT-14-058425411356PMC4297239

[72] Sun J, He X, Zhu Y, Ding Z, Dong H, Feng Y, Du J, Wang H, Wu X, Zhang L, (2018) SIRT1 activation disrupts maintenance of myelodysplastic syndrome stem and progenitor cells by restoring TET2 function. Cell Stem Cell 23: 355–369.e9. 10.1016/j.stem.2018.07.01830146412PMC6143172

[73] Mauthe M, Orhon I, Rocchi C, Zhou X, Luhr M, Hijlkema KJ, Coppes RP, Engedal N, Mari M, Reggiori F (2018) Chloroquine inhibits autophagic flux by decreasing autophagosome-lysosome fusion. Autophagy 14: 1435–1455. 10.1080/15548627.2018.147431429940786PMC6103682

[74] Yim WW, Mizushima N (2020) Lysosome biology in autophagy. Cell Discov 6: 6. 10.1038/s41421-020-0141-732047650PMC7010707

[75] Rulands S, Lee HJ, Clark SJ, Angermueller C, Smallwood SA, Krueger F, Mohammed H, Dean W, Nichols J, Rugg-Gunn P, (2018) Genome-scale oscillations in DNA methylation during exit from pluripotency. Cell Syst 7: 63–76.e12. 10.1016/j.cels.2018.06.01230031774PMC6066359

[76] Song Y, van den Berg PR, Markoulaki S, Soldner F, Dall’Agnese A, Henninger JE, Drotar J, Rosenau N, Cohen MA, Young RA, (2019) Dynamic enhancer DNA methylation as basis for transcriptional and cellular heterogeneity of ESCs. Mol Cell 75: 905–920.e6. 10.1016/j.molcel.2019.06.04531422875PMC6731151

[77] Ginno PA, Gaidatzis D, Feldmann A, Hoerner L, Imanci D, Burger L, Zilbermann F, Peters AHFM, Edenhofer F, Smallwood SA, (2020) A genome-scale map of DNA methylation turnover identifies site-specific dependencies of DNMT and TET activity. Nat Commun 11: 2680. 10.1038/s41467-020-16354-x32471981PMC7260214

[78] Charlton J, Jung EJ, Mattei AL, Bailly N, Liao J, Martin EJ, Giesselmann P, Brändl B, Stamenova EK, Müller FJ, (2020) TETs compete with DNMT3 activity in pluripotent cells at thousands of methylated somatic enhancers. Nat Genet 52: 819–827. 10.1038/s41588-020-0639-932514123PMC7415576

[79] Sérandour AA, Avner S, Oger F, Bizot M, Percevault F, Lucchetti-Miganeh C, Palierne G, Gheeraert C, Barloy-Hubler F, Péron CL, (2012) Dynamic hydroxymethylation of deoxyribonucleic acid marks differentiation-associated enhancers. Nucleic Acids Res 40: 8255–8265. 10.1093/nar/gks59522730288PMC3458548

[80] Jin SG, Zhang ZM, Dunwell TL, Harter MR, Wu X, Johnson J, Li Z, Liu J, Szabó PE, Lu Q, (2016) Tet3 reads 5-carboxylcytosine through its CXXC domain and is a potential guardian against neurodegeneration. Cell Rep 14: 493–505. 10.1016/j.celrep.2015.12.04426774490PMC4731272

[81] Zhang YW, Wang Z, Xie W, Cai Y, Xia L, Easwaran H, Luo J, Yen RC, Li Y, Baylin SB (2017) Acetylation enhances TET2 function in protecting against abnormal DNA methylation during oxidative stress. Mol Cell 65: 323–335. 10.1016/j.molcel.2016.12.01328107650PMC5260804

[82] Ko M, An J, Bandukwala HS, Chavez L, Aijö T, Pastor WA, Segal MF, Li H, Koh KP, Lähdesmäki H, (2013) Modulation of TET2 expression and 5-methylcytosine oxidation by the CXXC domain protein IDAX. Nature 497: 122–126. 10.1038/nature1205223563267PMC3643997

[83] Guo X, Wang L, Li J, Ding Z, Xiao J, Yin X, He S, Shi P, Dong L, Li G, (2015) Structural insight into autoinhibition and histone H3-induced activation of DNMT3A. Nature 517: 640–644. 10.1038/nature1389925383530

[84] Masalmeh RHA, Taglini F, Rubio-Ramon C, Musialik KI, Higham J, Davidson-Smith H, Kafetzopoulos I, Pawlicka KP, Finan HM, Clark R, (2021) De novo DNA methyltransferase activity in colorectal cancer is directed towards H3K36me3 marked CpG islands. Nat Commun 12: 694. 10.1038/s41467-020-20716-w33514701PMC7846778

[85] Koike M, Nakanishi H, Saftig P, Ezaki J, Isahara K, Ohsawa Y, Schulz-Schaeffer W, Watanabe T, Waguri S, Kametaka S, (2000) Cathepsin D deficiency induces lysosomal storage with ceroid lipofuscin in mouse CNS neurons. J Neurosci 20: 6898–6906. 10.1523/jneurosci.20-18-06898.200010995834PMC6772823

[86] Ketterer S, Mitschke J, Ketscher A, Schlimpert M, Reichardt W, Baeuerle N, Hess ME, Metzger P, Boerries M, Peters C, (2020) Cathepsin D deficiency in mammary epithelium transiently stalls breast cancer by interference with mTORC1 signaling. Nat Commun 11: 5133. 10.1038/s41467-020-18935-233046706PMC7552405

[87] Martina JA, Diab HI, Lishu L, Jeong-A L, Patange S, Raben N, Puertollano R (2014) The nutrient-responsive transcription factor TFE3 promotes autophagy, lysosomal biogenesis, and clearance of cellular debris. Sci Signal 7: ra9. 10.1126/scisignal.200475424448649PMC4696865

[88] Yue X, Rao A (2020) TET family dioxygenases and the TET activator vitamin C in immune responses and cancer. Blood 136: 1394–1401. 10.1182/blood.201900415832730592PMC7498365

[89] Fuentes-Mattei E, Bayraktar R, Manshouri T, Silva AM, Ivan C, Gulei D, Fabris L, Soares do Amaral N, Mur P, Perez C, (2020) miR-543 regulates the epigenetic landscape of myelofibrosis by targeting TET1 and TET2. JCI Insight 5: e121781. 10.1172/jci.insight.121781PMC703082331941838

[90] Untergasser A, Cutcutache I, Koressaar T, Ye J, Faircloth BC, Remm M, Rozen SG (2012) Primer3--new capabilities and interfaces. Nucleic Acids Res 40: e115. 10.1093/nar/gks59622730293PMC3424584

[91] Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[92] Li B, Dewey CN (2011) RSEM: Accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinformatics 12: 323. 10.1186/1471-2105-12-32321816040PMC3163565

[93] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281PMC4302049

[94] Rau A, Gallopin M, Celeux G, Jaffrézic F (2013) Data-based filtering for replicated high-throughput transcriptome sequencing experiments. Bioinformatics 29: 2146–2152. 10.1093/bioinformatics/btt35023821648PMC3740625

[95] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G (2010) GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol 28: 495–501. 10.1038/nbt.163020436461PMC4840234

[96] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25: 2078–2079. 10.1093/bioinformatics/btp35219505943PMC2723002

[97] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, (2008) Model-based analysis of ChIP-seq (MACS). Genome Biol 9: R137. 10.1186/gb-2008-9-9-r13718798982PMC2592715

[98] Sérandour AA, Avner S, Salbert G (2018) Coupling exonuclease digestion with selective chemical labeling for base-resolution mapping of 5-hydroxymethylcytosine in genomic DNA. Bio-protocol 8: e2747. 10.21769/bioprotoc.274734179274PMC8203863

[99] Jézéquel P, Campone M, Gouraud W, Guérin-Charbonnel C, Leux C, Ricolleau G, Campion L (2012) bc-GenExMiner: An easy-to-use online platform for gene prognostic analyses in breast cancer. Breast Cancer Res Treat 131: 765–775. 10.1007/s10549-011-1457-721452023

How the deposited data were processed for this re-analysis (not part of the article)

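The data are 18 RNA sequencing libraries of MCF-7 cells, 3 for each of EV, TET2 CD and TET2 mCD cells in 0.1% ethanol or 10 nM estradiol for 4 h. They come from 3 clones, 1 per construct, and libraries were grouped by clone and treatment as their labels give them. The ChIP sequencing, SCL-exo and input samples of the study had no processed file among the data at hand and were left out. The paper points to wig files in a genome browser, which were not used. The authors made the stranded poly(A) libraries, mapped single reads of 75 bases to hg19 with Bowtie and quantified genes with RSEM, and the values they deposited are RSEM's expected counts per gene, not scaled between libraries. The labels also name SAMtools and DESeq2, and give no version of any tool or gene annotation. The table names 57820 genes by Ensembl identifier and symbol, no library was left out, and 46.3% of the genes had an expected count that was not whole in at least 1 library. Every identifier was tested, and as 2067 of them repeat the symbol of another, a symbol named here stands for its identifier with the most counts. Total counts ran from 31399608 to 55396039 per library, so that sampling of reads adds little to the spread between replicates except for genes of low counts. Intervals and floors cover counting error only.

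Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16, with genes kept by filterByExpr on the groups compared, TMM scaling and the quasi-likelihood test. Only the groups of a comparison entered its fit, so that the spread of other clones did not. Ethanol libraries were compared between TET2 CD and EV, TET2 mCD and EV, and TET2 CD and TET2 mCD cells, estradiol libraries between TET2 CD and EV and between TET2 mCD and EV cells, and estradiol with ethanol within each clone. The difference of the estradiol effect between clones was tested as the interaction of clone and treatment. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2, with no fold threshold for interactions and list members. The standard error of a log2 fold change is its size divided by the square root of edgeR's F. A gene with no count in 3 libraries was given a fold bound against a floor of 3 counts per library, and a gene with 1 to 3 counts a ratio with a 95% exact interval. Principal components were taken of log2 CPM (prior count 2) of the 500 genes of highest mean, centred per gene. The overlap of calls was set against n1 × n2 / N and against 20 simulations of unchanged groups from the EV libraries (seed 1).

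In all, 29 gene lists were tested, of which 24 were written from general knowledge before the data were examined and 5 were copied from the paper's figures. The former hold interferon-stimulated genes, viral RNA sensors and signalling, interferon genes, antigen presentation by MHC class I, lysosomal lumen enzymes, lysosomal membrane proteins, the vacuolar ATPase, mTORC1 at the lysosome, core autophagy genes, CLEAR targets of TFEB, MYC-activated genes, cell cycle genes, estrogen-induced genes, luminal epithelial markers, basal and mesenchymal markers, markers of other cell types, clustered protocadherins alpha, beta and gamma, cancer-testis genes, imprinted genes, semaphorins and their receptors, HOX genes, and the DNA methylation and PRC2 machinery. The latter hold the antiviral genes of Fig 4F, the lysosomal genes of Fig 5A, the lysosome and autophagy genes of Fig 2P and the proteins of Fig S1D and Fig S1E. Some of the 24 lists hold genes of Table S1, such as SPANXC, PEG10 and PCDHB5. The values of Table S1, drawn from these samples, may have been seen when the lists were written, so such members are not independent evidence. Members were counted with p adjusted over all genes and over the list alone, and each list was tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The union of the lists of lumen enzymes, membrane proteins and the vacuolar ATPase was counted at 1.5-fold, the threshold of Fig 5A, with Fisher's exact test. Genes are named if the paper names them, if they are among the 4 members of a list with the smallest adjusted p, or if they are among the 10 called genes (5 in other comparisons) of largest fold change each way with at least 100 normalized counts in the higher group and, between 2 groups, no overlap of their libraries, with no fold threshold for the estradiol effect and interactions. The values of Table S1 had been seen when this rule was written.

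The alternatives were DESeq2 1.42.0 with its Wald test, DESeq2 with moderated fold changes, RLE size factors in place of TMM, no filter on low counts, a filter by the criterion of HTSFilter, all 18 libraries in 1 fit, the replicate number as a block, each replicate left out in turn, the 500 most variable genes for the components, TET2 mCD calls from estradiol libraries for the overlap, and an estimated correlation for lists. No label states that replicates of the same number belong together. The numbers were taken to pair the ethanol and estradiol replicates of TET2 mCD cells. Their deviations from the group means had correlations of 0.125 to 0.456 between the same numbers, each over 0.1. Ranges over alternatives leave out the block elsewhere. HTSFilter was not at hand, so its criterion was written anew as the threshold, of 100 tried from 1 to 200 normalized counts, at which the smoothed mean Jaccard index between replicates was highest. For TET2 CD against EV cells in ethanol it was 124 normalized counts, which kept 13486 genes. For both comparisons in estradiol and the interaction of TET2 mCD and EV cells it lay at 200, the highest tried. The edgeR and DESeq2 tests were tested on simulated data in which 200 genes were changed, and the plots were drawn with Python 3.11.15 and matplotlib 3.10.9.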

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

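In this part, the tests of a higher starting level, of the clones and of blood cell transcripts were chosen only after the results were seen.

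Estradiol acted less on some genes in TET2 CD than in EV cells, as a test of the difference itself (the interaction of clone and treatment) showed. The difference was negative for 36 genes, which had risen in EV cells, and positive for 2, PMP22 and KIFC3, which fell in EV cells with log2 fold changes of -1.27 and -1.48. CITED1, a transcriptional coregulator, rose in EV cells with a log2 fold change of 4.47, and the difference between the clones was -4.46 (SE 0.76, adjusted p = 0.041 from edgeR's quasi-likelihood test). In TET2 CD cells, where the filter did not keep it for a test of its own, CITED1 had 3.07 ± 2.38 normalized counts in ethanol and 3.00 ± 1.12 in estradiol. The transcription factor gene TFCP2L1 had a difference of -3.71 (SE 0.47, adjusted p = 0.00905 from the same test), and the phosphatase gene PTPRH one of -2.92 (SE 0.36, adjusted p = 0.00892 from the same test). The vitamin D hydroxylase gene CYP24A1 had -2.90, C14orf182 -2.84, the peripheral myelin gene PMP22 1.17 and the motor protein gene KIFC3 1.08. These genes were tested on 6 libraries per clone, 3 of each treatment. CITED1 did not pass the test when any 1 of the 12 libraries was left out (adjusted p from 0.0514 to 0.149, over a range of 0.000283 to 0.149 in its alternatives). PMP22 did not pass the test when 1 of the 12 libraries was left out, other than TET2 CD ethanol replicate 1 and EV estradiol replicate 3 (adjusted p from 0.0611 to 0.156, over a range of 2.84e-05 to 0.156 in its alternatives). KIFC3 did not pass the test when 1 of the 12 libraries was left out, other than TET2 CD ethanol replicate 1, nor with all 18 libraries in 1 fit (adjusted p from 0.0567 to 0.196, over a range of 2.21e-05 to 0.196 in its alternatives). CYP24A1 did not pass the test without EV ethanol replicate 1 (adjusted p = 0.0512, over a range of 8.41e-10 to 0.0512 in its alternatives). TFCP2L1, PTPRH and C14orf182 passed it under all alternatives that were run.

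The counts of 2 and 36 genes depend on single libraries. They became 0 higher and 6 lower without EV ethanol replicate 1, 0 higher and 15 lower without EV ethanol replicate 2, 0 higher and 12 lower without EV ethanol replicate 3, 7 higher and 56 lower without TET2 CD ethanol replicate 1, 0 higher and 17 lower without TET2 CD ethanol replicate 2, 1 higher and 25 lower without TET2 CD ethanol replicate 3, 0 higher and 14 lower without EV estradiol replicate 1, 0 higher and 11 lower without EV estradiol replicate 2, 1 higher and 11 lower without EV estradiol replicate 3, 0 higher and 15 lower without TET2 CD estradiol replicate 1, 0 higher and 15 lower without TET2 CD estradiol replicate 2 and 0 higher and 12 lower without TET2 CD estradiol replicate 3. Where 0 were higher in edgeR's test, 949 to 1356 genes had an unadjusted p under 0.05, and no other tool was run without a replicate (DESeq2 on all gave 29 higher and 108 lower). Chance alone would give a share of 0.05 of the 19258 to 19629 genes tested there.

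Over the 42 estrogen-induced genes, the median log2 fold change with estradiol was 1.65 in EV, 0.998 in TET2 CD and 1.48 in TET2 mCD cells. The median difference was -0.50 between TET2 CD and EV cells, with a smaller effect in 36 of 42 members (exact sign test on both sides, p = 2.83e-06, over genes that are not independent), and 0.056 between TET2 mCD and EV cells, with a smaller effect in 19 (exact sign test, p = 0.644). EGR3 and MYC were the 2 members that passed the interaction test on their own, both lower (13 lower when adjusted over the list alone), with differences of -2.78 (SE 0.32, adjusted p = 0.00826 from edgeR's quasi-likelihood test) and -0.98 (SE 0.18, adjusted p = 0.0478 from the same test). MYC did not pass the test when 1 of the 12 libraries was left out, other than EV ethanol replicate 2 and TET2 CD ethanol replicate 2, nor with RLE size factors and with all 18 libraries in 1 fit (adjusted p from 0.0578 to 0.193, over a range of 0.000253 to 0.193 in its alternatives). The list had adjusted p = 2.35e-18 from limma's camera and adjusted p = 0.0338 with an estimated correlation.

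A higher starting level of these genes in TET2 CD cells would leave both clones at 1 level with estradiol, but their median log2 fold change between TET2 CD and EV cells in estradiol was -0.66, against -0.081 in ethanol, which argues against it. A single deviating TET2 CD ethanol library is argued against too, since the median difference was -0.53 to -0.34 when each was left out. A difference between the clones other than the construct cannot be told apart from the construct, since 1 clone per construct was sequenced. The construct is the biological explanation that the design gives, and whether the lower level of ESR1 in TET2 CD cells takes part in it was not tested.

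Between TET2 mCD and EV cells, the estradiol effect differed for 3 genes, 1 higher and 2 lower. HCK, a SRC family kinase, had a difference of 2.35 (SE 0.30, adjusted p = 0.0355 from edgeR's quasi-likelihood test), the noncoding transcript RP11-4K16.2 one of -6.32 (SE 0.71, adjusted p = 0.0148 from the same test) and C14orf182 one of -2.39 (SE 0.24, adjusted p = 0.0109 from the same test). HCK did not pass the test when 1 of the 12 libraries was left out, other than TET2 mCD ethanol replicate 3, nor at adjusted p = 0.12 with the replicate block (adjusted p from 0.0618 to 0.185, over a range of 5.24e-09 to 0.185 in its alternatives). C14orf182 did not pass the test without EV ethanol replicate 2, without EV ethanol replicate 3, without EV estradiol replicate 2 and without TET2 mCD estradiol replicate 1 (adjusted p from 0.0525 to 0.0844, over a range of 2.27e-16 to 0.0844 in its alternatives). RP11-4K16.2 did not pass the test without EV ethanol replicate 2, without EV ethanol replicate 3, without TET2 mCD ethanol replicate 1, without EV estradiol replicate 2, without EV estradiol replicate 3 and without TET2 mCD estradiol replicate 1, nor with all 18 libraries in 1 fit (adjusted p from 0.0525 to 0.0896, over a range of 5.95e-16 to 0.0896 in its alternatives). The counts became 0 higher and 2 lower without EV ethanol replicate 1, 0 higher and 0 lower without EV ethanol replicate 2, 0 higher and 0 lower without EV ethanol replicate 3, 0 higher and 1 lower without TET2 mCD ethanol replicate 1, 0 higher and 2 lower without TET2 mCD ethanol replicate 2, 4 higher and 7 lower without TET2 mCD ethanol replicate 3, 0 higher and 2 lower without EV estradiol replicate 1, 0 higher and 0 lower without EV estradiol replicate 2, 0 higher and 1 lower without EV estradiol replicate 3, 0 higher and 0 lower without TET2 mCD estradiol replicate 1, 0 higher and 2 lower without TET2 mCD estradiol replicate 2 and 0 higher and 2 lower without TET2 mCD estradiol replicate 3. Where 0 were higher or lower in edgeR's test, 476 to 784 genes had an unadjusted p under 0.05, and DESeq2 on all replicates gave 4 higher and 24 lower. These are fewer than chance alone would give, a share of 0.05 of the 19058 to 19116 genes that edgeR tested there.

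Other assignments of the treatment labels within the clones were drawn for both interactions, 60 with the real one. For TET2 CD against EV cells, 7 of 60 called as many genes as the real 38, and for TET2 mCD against EV cells 5 of 60 called as many as the real 3, so these splits do not exclude chance. The highest other counts were 2613 and 804, many times the real ones, which points to a structure of the samples. In both, all 3 ethanol and all 3 estradiol libraries of EV cells had exchanged labels, as had 1 library of each treatment in the other clone. The estradiol effect of EV cells itself thus entered the difference, and such splits do not show what chance alone gives.

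Germ cell and developmental genes, which the paper does not discuss as groups, were among those that changed in TET2 CD against EV cells in ethanol. Of 56 cancer-testis genes, 11 had enough counts to be tested, which favors members that TET2 CD cells express. Among these 8 were higher, with SPANXC at 6.97 (SE 0.36, adjusted p = 9.51e-06 from edgeR's quasi-likelihood test), higher in 3 of 3 libraries. Of 39 HOX genes, which encode transcription factors of body patterning, 26 had enough counts to be tested. A member without counts in EV cells enters only if TET2 CD cells express it. Of these 26, 11 rose, 4 fell and 11 did not pass the test (11 higher and 4 lower when adjusted over the list alone). HOXC10 rose with a log2 fold change of 3.47 (SE 0.15, adjusted p = 4.05e-06 from the same test) and HOXB5 with a ratio to EV of 45.5 (95% counting interval 12.6 to 376, 2 counts in the lower group, adjusted p = 0.000458 from the same test), and those that fell, named after their values were seen, were HOXA13, HOXB7, HOXB9 and HOXB13. The HOX list had adjusted p = 0.0547 from limma's camera and adjusted p = 0.485 with an estimated correlation, and adjusted p = 0.0494 with RLE size factors, adjusted p = 0.032 without EV replicate 2, adjusted p = 0.0361 without EV replicate 3, adjusted p = 0.0041 without TET2 CD replicate 1 and adjusted p = 0.0481 without TET2 CD replicate 3, over a range of 0.0041 to 0.485. Of 15 clustered protocadherin beta genes, 12 were higher in TET2 CD than in TET2 mCD cells and 3 did not pass the test (13 higher when adjusted over the list alone), with log2 fold changes of 5.85 for PCDHB5 and 4.79 for PCDHB7. That list had adjusted p = 6.64e-15 from limma's camera and adjusted p = 0.156 with an estimated correlation. Both clones were also compared with EV cells in estradiol, where the paper reports no gene lists: 1426 genes were higher and 1609 lower in TET2 CD cells, and 594 higher and 1061 lower in TET2 mCD cells.

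Of 52 interferon-stimulated genes 42 rose, 1 fell and 9 did not pass the test (42 higher and 1 lower when adjusted over the list alone) in TET2 CD against EV cells in ethanol, although no interferon gene passed the count filter, with at most 7 counts in 1 library. All interferon genes together had 8 counts in the EV and 36 in the TET2 CD libraries. The interferon-stimulated genes as a list had adjusted p = 1.6e-17 from limma's camera and adjusted p = 0.338 with an estimated correlation. A single deviating library is argued against, since the median level of the list lay above that of every EV library of the same treatment in 6 of 6 TET2 CD libraries. RNA of blood cells in the TET2 CD libraries is argued against too, since the summed normalized counts of PTPRC, LYZ, CD14, CD3E, CD19 and HBB had a mean of 39.9 ± 10.2 in TET2 CD and 51.4 ± 20.0 in TET2 mCD libraries (27.4 ± 4.94 in EV), a ratio of 0.776 between the former, while the list had a median log2 level of 9.48 to 10.55 in TET2 CD and 7.97 to 8.20 in TET2 mCD libraries. The sum was higher in TET2 CD than in EV libraries, so the argument rests on the TET2 mCD libraries. Without CD14 the sums were 15.6 ± 2.04 in TET2 CD, 18.9 ± 4.28 in EV and 16.5 ± 5.8 in TET2 mCD libraries. A first test, on the level of these transcripts and also set after the values were seen, had left this explanation open. The comparison with TET2 mCD libraries replaced it. A difference between clones other than the construct stays open, since 1 clone per construct was sequenced. The construct is the biological explanation that the design gives, and it remains a hypothesis.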

How the results depend on the processing

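All alternatives were set before the data were examined.

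Of 112 lysosomal genes, 44 were at least 1.5-fold lower in TET2 CD cells and 7 higher, and 5 to 8 were higher under the alternatives run for them. The count of lower ones was 40 to 46 with each replicate left out, 46 with DESeq2, 44 with moderated fold changes, 49 with no filter on low counts and 46 with the replicate block. The interferon-stimulated list passed limma's camera at adjusted p = 3.58e-26 to adjusted p = 4.32e-16 with each replicate left out, and the lysosomal lumen list at adjusted p = 5.38e-07 to adjusted p = 8.12e-05. With an estimated correlation the 2 lists had adjusted p = 0.338 and adjusted p = 0.471, a test that takes the correlation between members from the data. Over all alternatives, the named genes kept their direction and side of the threshold 4929 times, 341 times they no longer passed the test, 56 times they newly passed it and 14 times they changed direction. Counts stayed within 1.5 times their value 178 times and moved further 124 times, and lists stayed on their side 317 times, lost it 27 times, gained it 15 times and changed direction once.

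With DESeq2, the counts became 803 higher and 932 lower genes for TET2 mCD against EV cells in ethanol, 133 higher and 48 lower genes for estradiol in TET2 CD cells, 325 higher and 91 lower genes for estradiol in TET2 mCD cells, 29 higher and 108 lower genes for the difference of the estradiol effect between TET2 CD and EV cells and 4 higher and 24 lower genes for that difference between TET2 mCD and EV cells. With moderated fold changes, the counts became 447 higher and 138 lower genes for estradiol in EV cells, 262 higher and 54 lower genes for estradiol in TET2 mCD cells and 378 higher and 827 lower genes for TET2 mCD against EV cells in estradiol. With no filter on low counts, edgeR's counts became 145 higher and 54 lower genes for estradiol in TET2 CD cells, 232 higher and 25 lower genes for estradiol in TET2 mCD cells and 22 higher and 97 lower genes for the difference of the estradiol effect between TET2 CD and EV cells. With the filter of the HTSFilter type, edgeR's counts became 891 higher and 967 lower genes for TET2 CD against EV cells in ethanol, 366 higher and 129 lower genes for estradiol in EV cells, 708 higher and 800 lower genes for TET2 CD against EV cells in estradiol and 251 higher and 477 lower genes for TET2 mCD against EV cells in estradiol. With all 18 libraries in 1 fit, edgeR's counts became 1054 higher and 1099 lower genes for TET2 mCD against EV cells in ethanol, 1643 higher and 1696 lower genes for TET2 CD against TET2 mCD cells, 123 higher and 30 lower genes for estradiol in TET2 CD cells, 385 higher and 151 lower genes for estradiol in TET2 mCD cells, 1 higher and 22 lower genes for the difference of the estradiol effect between TET2 CD and EV cells and 1 higher and 1 lower genes for that difference between TET2 mCD and EV cells. With the replicate block, edgeR's counts became 190 higher and 29 lower genes for estradiol in TET2 mCD cells and 0 higher and 2 lower genes for that difference between TET2 mCD and EV cells. Beside the 0 with the block, 886 of 18652 genes had an unadjusted p under 0.05 in edgeR's test, fewer than the share of 0.05 that chance gives. With the same block, the test was passed by TET2 (adjusted p = 0.00782), PRKAB1 (adjusted p = 0.0405) and MAVS (adjusted p = 0.028) in TET2 CD and ESR1 (adjusted p = 0.0499) in TET2 mCD against EV cells, and limma's camera by the lists of the vacuolar ATPase and mTORC1 in TET2 CD against EV cells (adjusted p = 0.0445 and 0.0435). It was not passed by LUM (adjusted p = 0.0599), TDG (adjusted p = 0.0641) and MBD4 (adjusted p = 0.0997) in TET2 mCD against EV cells, by CITED1 (adjusted p = 0.0562) and MYC (adjusted p = 0.0601) for the difference of the estradiol effect between TET2 CD and EV cells, nor by HCK (adjusted p = 0.12) for that between TET2 mCD and EV cells, and no other call of a named gene or list ended or began with the block. Except for estradiol in TET2 mCD cells, the same-numbered deviations of the groups compared did not correlate over 0.1 in all 3 replicates. The lowest correlation of same-numbered deviations from the group means was -0.0353 to 0.0218 over the pairs of groups. Of 6 libraries, 2 to 5 correlated best with their own number, against 5 in TET2 mCD cells, which does not set those apart. The replicates numbered 3 did deviate alike, with correlations of 0.131 to 0.533 over these pairs, so something shared by a number is not excluded. The cause of these shifts was not tested.

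Of the principal components, the 500 most variable genes gave 47.1% and 18.3% of the variance, and leaving out a TET2 mCD ethanol replicate gave 44.5 to 47.7% and 20.2 to 28.2%, the 47.7% and 20.2% without replicate 2. The cause of the former shift was not tested.

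Counts were most sensitive to single libraries where TET2 mCD ethanol replicates or the small responses to estradiol enter. With 1 replicate left out, edgeR gave 1251 to 1531 higher and 1410 to 1745 lower genes for TET2 CD against EV cells in ethanol, 102 to 1420 higher and 280 to 1357 lower genes for TET2 mCD against EV cells in ethanol, 499 to 1458 higher and 404 to 1656 lower genes for TET2 CD against TET2 mCD cells, 567 to 645 higher and 211 to 315 lower genes for estradiol in EV cells and 9 to 124 higher and 0 to 34 lower genes for estradiol in TET2 CD cells. It gave 0 to 453 higher and 0 to 264 lower genes for estradiol in TET2 mCD cells, 1391 to 1530 higher and 1569 to 1716 lower genes for TET2 CD against EV cells in estradiol, 518 to 695 higher and 1026 to 1162 lower genes for TET2 mCD against EV cells in estradiol, 0 to 7 higher and 6 to 56 lower genes for the difference of the estradiol effect between TET2 CD and EV cells and 0 to 4 higher and 0 to 7 lower genes for that difference between TET2 mCD and EV cells. The single libraries that moved a count of TET2 mCD against EV cells in ethanol were EV replicates 1, 2 and 3 and TET2 mCD replicates 1 and 3, 130 higher and 328 lower without EV replicate 1, 111 higher and 287 lower without EV replicate 2, 102 higher and 296 lower without EV replicate 3, 131 higher and 280 lower without TET2 mCD replicate 1 and 1420 higher and 1357 lower without TET2 mCD replicate 3. For TET2 CD against TET2 mCD cells they gave 499 higher and 472 lower without TET2 mCD replicate 1, 1458 higher and 1656 lower without TET2 mCD replicate 3, 544 higher and 404 lower without TET2 CD replicate 2 and 669 higher and 489 lower without TET2 CD replicate 3. For estradiol in TET2 CD cells they gave 124 higher and 34 lower without TET2 CD replicate 1, 11 higher and 2 lower without TET2 CD replicate 2, 98 higher and 31 lower without TET2 CD replicate 3, 9 higher and 0 lower without TET2 CD estradiol replicate 1, 42 higher and 7 lower without TET2 CD estradiol replicate 2 and 34 higher and 6 lower without TET2 CD estradiol replicate 3, and in TET2 mCD cells 0 higher and 0 lower without TET2 mCD replicate 1, 238 higher and 32 lower without TET2 mCD replicate 2, 453 higher and 264 lower without TET2 mCD replicate 3, 0 higher and 0 lower without TET2 mCD estradiol replicate 1, 0 higher and 0 lower without TET2 mCD estradiol replicate 2 and 0 higher and 0 lower without TET2 mCD estradiol replicate 3. Beside the counts of 0, the genes at an unadjusted p under 0.05 in edgeR's test numbered 1062 in TET2 CD cells without TET2 CD estradiol replicate 1, 1595 in TET2 mCD cells without TET2 mCD ethanol replicate 1, 1453 in TET2 mCD cells without TET2 mCD estradiol replicate 1, 1520 in TET2 mCD cells without TET2 mCD estradiol replicate 2 and 1241 in TET2 mCD cells without TET2 mCD estradiol replicate 3. Chance alone would give a share of 0.05 of the genes tested, 18507 in TET2 CD and 17997 to 18169 in TET2 mCD cells. The shared calls of TET2 CD and TET2 mCD cells were 68 to 333 higher and 175 to 523 lower genes, with 68 and 175 without TET2 mCD replicate 1 and 333 and 523 without replicate 3. With 1 replicate left out, the 2 left in its group carry its spread, and the cause of these shifts beyond fewer libraries was not tested.

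The genes that changed direction had log2 fold changes that did not pass the test in either direction. STAT2 in TET2 CD against EV cells had a log2 fold change of 0.066 and of -0.046 with the replicate block and -0.31 without TET2 CD replicate 3 (-0.31 to 0.35 with each replicate left out). RNASEL in TET2 CD against EV cells had a log2 fold change of 0.046 and of -0.024 without EV replicate 3, -0.0053 without TET2 CD replicate 2 and -0.029 without TET2 CD replicate 3 (-0.029 to 0.13 with each replicate left out). TFEB in TET2 mCD against EV cells had a log2 fold change of 0.18 and of -0.072 without TET2 mCD replicate 2 (-0.072 to 0.33 with each replicate left out). TFE3 in TET2 mCD against EV cells had a log2 fold change of -0.0074 and of 0.014 with all 18 libraries in 1 fit, 0.018 without EV replicate 3, 0.056 without TET2 mCD replicate 2 and 0.030 without TET2 mCD replicate 3 (-0.12 to 0.056 with each replicate left out). PCDHA4 in TET2 mCD against EV cells had a log2 fold change of 0.45 and of -0.85 without TET2 mCD replicate 3 (-0.85 to 0.89 with each replicate left out). KCTD13 in TET2 mCD against EV cells had a log2 fold change of -0.021 and of 0.00033 with all 18 libraries in 1 fit and 0.063 without TET2 mCD replicate 3 (-0.13 to 0.063 with each replicate left out). IFI27 in TET2 mCD against EV cells had a log2 fold change of -0.40 and of 0.036 without TET2 mCD replicate 3 (-1.13 to 0.036 with each replicate left out). The list of the DNA methylation and PRC2 machinery changed direction without EV replicate 3, at adjusted p = 0.97 from limma's camera (over a range of 0.676 to 0.97). The cause of these changes was not tested.

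In simulated data with 200 changed genes, edgeR recovered 56% of the changes of 2-fold, 86% of 4-fold and 100% of 8-fold for TET2 CD against EV cells in ethanol, and 10, 68 and 94% for TET2 mCD against EV cells. More genes were called in both comparisons of the data, so the shares recovered in the data may be higher. DESeq2 with moderated fold changes was not run for the interactions, and the pseudocount and the filter planned for normalized values were not run since the table holds counts.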

Differences from the paper's values

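In TET2 CD against EV cells in ethanol, 1418 genes were higher, where the paper states 642, and 1543 were lower, where the paper states 906, at the thresholds the paper states. Counts are taken to differ where one is over 1.5 times the other, shares of variance where they also lie further apart than the jackknife SD, and log2 fold changes where they lie further apart than the SE found here. The paper left out 1 TET2 mCD ethanol replicate that it does not name, and all 3 entered here. Of the alternatives set before the data were examined, the filter of the HTSFilter type gave values that do not differ, 891 higher and 967 lower genes, and the others gave values that do. The paper states 82 higher genes shared with TET2 mCD cells, and 196 were counted here. Without TET2 mCD ethanol replicate 1 the count was 68, which does not differ, and the other alternatives gave counts that do. Among those was leaving out replicate 2, which lay farthest out on the principal components here and gave 210. For TET2 mCD against EV cells, the paper gives about 210 higher genes in Fig. 1K, read by eye, and 512 were counted here, with 102 to 1420 over the alternatives, of which none gave a value that does not differ. The paper gives about 17 genes higher with TET2 CD and lower with TET2 mCD in Fig. 1K, read by eye, where 36 were counted, and about 18 lower with TET2 CD and higher with TET2 mCD in Fig. 1K, read by eye, where 42 were counted, with no alternative that ends either difference. The second principal component took 27.4% of the variance here and takes about 15% in Fig. 1J, read by eye. The share was 18.3% with the 500 most variable genes and 20.2% without TET2 mCD ethanol replicate 2, which do not differ, and with the other alternatives it differed.

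For the genes of Table S1, both values are log2 fold changes of TET2 CD against EV cells in ethanol on 1 scale, and the paper's are given first. Under each alternative except moderated fold changes they differed for these, at -4.89 and -5.27 for JPH3, -5.84 and -7.53 for LINC00052, -5.10 and -6.24 for MUC15, -6.94 and -8.04 for SOX2, 8.18 and 8.77 for SPANXA1 and SPANXA2 and 6.13 and 6.97 for SPANXC. The paper's values and those found here were 6.33 and 6.75 for CRIP1, 4.78 and 5.27 for PEG10, -4.33 and -4.68 for PLXNA4, -8.29 and -10.23 for SGCG and -6.01 and -6.43 for SLC6A14, and differed under each alternative. With each alternative except moderated fold changes and leaving out TET2 CD replicate 3, values of 5.09 and 5.78 for IFI27, 4.31 and 4.71 for MCAM, 4.57 and 4.96 for PARP10, 4.69 and 5.18 for PCDHB5 and -5.37 and -6.05 for USP2-AS1 differed. Except with moderated fold changes, leaving out EV replicate 1 and leaving out TET2 CD replicate 3, the values of 4.51 and 4.79 for CYP26B1 and 5.74 and 6.12 for MMP14 differed. Of the alternatives, moderated fold changes, leaving out EV replicate 3 and leaving out TET2 CD replicate 2 ended the difference between 5.59 and 6.02 for H19, and the others did not. Values of 3.67 and 3.93 for LAMB3 differed with each alternative except leaving out TET2 CD replicate 1.

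For 2 genes with no count in a group, the bound lies above the paper's fold: TATDN2P3 was at least 136-fold lower, where the paper's log2 value gives 73.8, and TRPM2 was at least 320.0-fold higher, where it gives 199. The fitted folds of DESeq2 with moderated fold changes depend on its prior and are no bounds, and were 218 for TRPM2, within 1.5 times the paper's, and 132 for TATDN2P3, beyond it. All 60 higher genes of Table S1 and 59 of its 60 lower genes were called here, and TBC1D9B was not, at a log2 fold change of -0.9977 against the threshold of 2-fold (adjusted p = 0.000173 from edgeR's quasi-likelihood test, 1.13e-18 to 0.0019 over its alternatives). It was called with DESeq2, with RLE size factors, with no filter on low counts, with the HTSFilter-type filter, without EV replicate 1, without EV replicate 3, without TET2 CD replicate 1 and without TET2 CD replicate 2.

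The paper describes little effect of estradiol in its principal components. On the first component here, EV libraries of both treatments lay at -9.27 to -5.17 and TET2 CD libraries of both at 1.72 to 6.65. By that measure these clones show no difference from the paper's description. Counts of called genes over all genes tested are another measure, on which estradiol changed 603 genes upward and 257 downward in EV cells. In TET2 CD cells it changed 79 upward and 18 downward. Replicates varied more in TET2 CD cells, so the counts of both clones were taken with unequal power. The paper states that MCF-7 cells do not express TFEB, and TFEB had 122 ± 9.72 normalized counts in EV cells, against 2257 ± 119 for TFE3, which is high in the paper too.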

Other observations

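In this part, the test of a few abundant genes was chosen only after the result was seen.

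Antigen presentation by MHC class I moved in both directions in TET2 CD against EV cells in ethanol, where of 16 genes 7 rose, 4 fell and 5 did not pass the test (8 higher and 4 lower when adjusted over the list alone). The immunoproteasome gene PSMB8 rose with a log2 fold change of 2.66 (SE 0.21, adjusted p = 6.68e-05 from edgeR's quasi-likelihood test), and the peptide transporter genes TAP1 and TAP2 with log2 fold changes of 0.99 and 1.52. HLA-A fell with a log2 fold change of -1.66 (SE 0.15, adjusted p = 0.000111 from the same test), and so did HLA-F, HLA-B and HLA-C, with log2 fold changes of -1.26, -0.59 and -0.65, the last 2 named after their values were seen. The list had adjusted p = 0.162 from limma's camera and adjusted p = 0.588 with an estimated correlation. The test was not passed by HLA-B without EV replicate 1 (adjusted p = 0.0579), HLA-B without EV replicate 2 (adjusted p = 0.0614) and HLA-B and HLA-C with all 18 libraries in 1 fit (adjusted p = 0.188 and 0.0893), over a range of 1.56e-05 to 0.188 in these genes' alternatives.

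Of 15 clustered protocadherin beta genes, 6 rose and 9 did not pass the test (7 higher when adjusted over the list alone) in TET2 CD against EV cells in ethanol, and 6 fell and 9 did not pass the test (13 lower when adjusted over the list alone) in TET2 mCD against EV cells. PCDHB5 rose in TET2 CD cells with a log2 fold change of 5.18 (SE 0.32, adjusted p = 2.07e-05 from edgeR's quasi-likelihood test), and PCDHB7 fell in TET2 mCD cells with a log2 fold change of -2.85 (SE 0.27, adjusted p = 0.00236 from the same test). The list had adjusted p = 0.000988 from limma's camera and adjusted p = 0.485 with an estimated correlation for TET2 CD and adjusted p = 3.35e-08 from limma's camera and adjusted p = 0.677 with an estimated correlation for TET2 mCD cells. Of 21 clustered protocadherin gamma genes, 7 rose, 5 fell and 9 did not pass the test (7 higher and 5 lower when adjusted over the list alone) in TET2 CD cells, with a log2 fold change of 3.46 (SE 0.35, adjusted p = 0.000207 from the same test) for PCDHGA11 and a log2 fold change of -1.02 (SE 0.15, adjusted p = 0.00143 from the same test) for PCDHGB7. This list had adjusted p = 0.318 from limma's camera and adjusted p = 0.8 with an estimated correlation. Members of the gamma cluster share their last exons, so the split of reads between them is uncertain.

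The genes that write, read and erase DNA methylation and the PRC2 genes were mostly without a call in TET2 CD cells, where of 21 genes 1 rose, 1 fell and 19 did not pass the test (1 higher and 1 lower when adjusted over the list alone). IDH1, which makes the cofactor of TET enzymes, rose with a log2 fold change of 0.79 (SE 0.13, adjusted p = 0.00185 from edgeR's quasi-likelihood test), and CXXC4, which binds unmethylated CpG DNA, fell with a log2 fold change of -1.70 (SE 0.34, adjusted p = 0.00558 from the same test). The list had adjusted p = 0.84 from limma's camera and adjusted p = 0.845 with an estimated correlation.

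In estradiol, 3 lists were counted in TET2 CD against EV cells. Of 52 interferon-stimulated genes 40 rose, 2 fell and 10 did not pass the test (43 higher and 2 lower when adjusted over the list alone), and of 55 lumen enzymes of the lysosome 9 rose, 31 fell and 15 did not pass the test (12 higher and 32 lower when adjusted over the list alone). Among estrogen-induced genes, of 42 6 rose, 29 fell and 7 did not pass the test (6 higher and 29 lower when adjusted over the list alone), with a log2 fold change of -2.58 (SE 0.13, adjusted p = 4.26e-07 from edgeR's quasi-likelihood test) for RERG and a log2 fold change of -2.42 (SE 0.15, adjusted p = 1.42e-06 from the same test) for RET. The interferon-stimulated list had adjusted p = 2.08e-19 from limma's camera and adjusted p = 0.263 with an estimated correlation, the lumen enzymes adjusted p = 8.71e-05 from limma's camera and adjusted p = 0.448 with an estimated correlation and the estrogen-induced list adjusted p = 6.44e-09 from limma's camera and adjusted p = 0.0518 with an estimated correlation. IRF9 rose with a log2 fold change of 2.15 (SE 0.11, adjusted p = 4.27e-07 from the same test), and LAMP2 fell with a log2 fold change of -1.56 (SE 0.13, adjusted p = 8.17e-06 from the same test). Imprinted genes had a median log2 fold change of -0.11 and a mean of 0.641, which differ in sign, and adjusted p = 0.00856 from limma's camera and adjusted p = 0.16 with an estimated correlation. In TET2 mCD against EV cells in estradiol, SORCS1, a sorting receptor, rose with a log2 fold change of 4.76 (SE 0.21, adjusted p = 1.12e-06 from the same test), and PSG9, a pregnancy glycoprotein, with a log2 fold change of 4.51 (SE 0.41, adjusted p = 4.73e-05 from the same test). HLA-DRA, of MHC class II, fell with a ratio of EV to TET2 mCD of 179 (95% counting interval 49.5 to 1478, 2 counts in the lower group, adjusted p = 2.82e-06 from the same test), and PRKAA2, a catalytic subunit of AMPK, with a log2 fold change of -5.67 (SE 0.48, adjusted p = 3.11e-05 from the same test). No overlap between the 3 libraries of either group was seen for 57.6% of genes in TET2 CD and 48.0% in TET2 mCD against EV cells in estradiol, against 10% by chance.

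TET2 mCD ethanol replicate 2 correlated less with the other replicates than they did with each other (r = 0.972 and 0.941 against 0.978, across genes, with these 3 libraries scaled on their own). Its lower depth is argued against, since replicates 1 and 3 thinned to its total still had r = 0.978, and so is a share of counts in a few genes, since its 20 most abundant genes took 15.4% of the counts, within the 11.5 to 17.2% of the other libraries. RNA of TET2 CD cells in that library is argued against as well, since 7 genes seen in TET2 CD cells alone reached 0.151% of their TET2 CD level in it and 0.144% in replicates 1 and 3. RNA quality and GC content or gene length were not tested, and the design gives no biological explanation.

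For each of the 8 comparisons of 3 libraries with 3, the 6 libraries can be split in 10 ways, too few for a share under 0.05. In each, 1 split, the real one, called as many genes, and the real total and the highest of the others were 2961 and 0 for TET2 CD against EV cells in ethanol, 1318 and 1 for TET2 mCD against EV cells in ethanol, 2130 and 0 for TET2 CD against TET2 mCD cells, 860 and 0 for estradiol in EV cells, 97 and 3 for estradiol in TET2 CD cells, 158 and 1 for estradiol in TET2 mCD cells, 3035 and 0 for TET2 CD against EV cells in estradiol and 1655 and 0 for TET2 mCD against EV cells in estradiol.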
